# Analysis of zebrafish periderm enhancers facilitates identification of a regulatory variant near human *KRT8/18*

**DOI:** 10.7554/eLife.51325

**Published:** 2020-02-07

**Authors:** Huan Liu, Kaylia Duncan, Annika Helverson, Priyanka Kumari, Camille Mumm, Yao Xiao, Jenna Colavincenzo Carlson, Fabrice Darbellay, Axel Visel, Elizabeth Leslie, Patrick Breheny, Albert J Erives, Robert A Cornell

**Keywords:** periderm, orofacial cleft, enhancers, machine learning, Human, Mouse, Zebrafish

## Abstract

Genome-wide association studies for non-syndromic orofacial clefting (OFC) have identified single nucleotide polymorphisms (SNPs) at loci where the presumed risk-relevant gene is expressed in oral periderm. The functional subsets of such SNPs are difficult to predict because the sequence underpinnings of periderm enhancers are unknown. We applied ATAC-seq to models of human palate periderm, including zebrafish periderm, mouse embryonic palate epithelia, and a human oral epithelium cell line, and to complementary mesenchymal cell types. We identified sets of enhancers specific to the epithelial cells and trained gapped-kmer support-vector-machine classifiers on these sets. We used the classifiers to predict the effects of 14 OFC-associated SNPs at 12q13 near *KRT18*. All the classifiers picked the same SNP as having the strongest effect, but the significance was highest with the classifier trained on zebrafish periderm. Reporter and deletion analyses support this SNP as lying within a periderm enhancer regulating *KRT18*/*KRT8* expression.

## Introduction

Orofacial clefting (OFC), which can include cleft lip, cleft palate, or both, is among the most common structural birth defects. Concordance for non-syndromic cleft lip with or without cleft palate (NSCLP) is about 50% in monozygotic twins, suggesting a strong genetic contribution to the etiology of OFC (Little and Bryan, 1986; Takahashi et al., 2018). Multiple genome-wide association studies (GWAS) have advanced our understanding of this contribution as multiple independent GWAS, and meta-analyses of them, have identified more than 40 associated loci (Saleem et al., 2019). However, GWAS methods cannot distinguish SNPs that directly influence risk (i.e., functional SNPs) from those merely in linkage disequilibrium with such SNPs (i.e., rider SNPs). Functional SNPs that lie in non-coding DNA may alter the activity of tissue-specific enhancers. Such functional SNPs can be identified through systematic reporter assays: functional SNPs will have allele-specific effects on the enhancer activity of the encompassing element, while rider SNPs may not have this quality (Liu et al., 2017a; Lidral et al., 2015). A bioinformatics-based approach to predicting functional SNPs requires training a machine-learning classifier on a set of enhancers of the type that the SNPs are expected to impact. The trained classifier can subsequently be used to score any element for its similarity to the training set, and also to evaluate the effect of a SNP on the score of the element containing it. The gapped-kmer support vector machine (gkmSVM) is a version of supervised machine learning based on the enrichment weights of all 10-mers in a training set (Ghandi et al., 2014; Ghandi et al., 2016). Using gkmSVM, a SNP’s impact on the score of a 19-base-pair (bp) element encompassing it is called its deltaSVM: SNPs that convert strongly-weighted (i.e., enriched or depleted) 10mers into unweighted ones will have large deltaSVM values (Lee et al., 2015). Importantly, deltaSVM values were found to correlate reasonably well with the effects of SNPs on enhancer activity in reporter assays (Lee et al., 2015). Therefore, the deltaSVM value prioritizes disease-associated SNPs for their likelihood of being functional. A challenge for the investigator can be acquiring an appropriate set of enhancers upon which to train the classifier.

A meta-analysis of OFC several GWASs in several populations and a single OFC GWAS in Han Chinese identified lead SNPs adjacent to the *KRT8* and *KRT18* genes (Leslie et al., 2017; Yu et al., 2017). These genes are highly expressed in periderm, a simple squamous epithelium that comprises the most superficial layer of embryonic skin and oral epithelium, among other tissues (Vaziri Sani et al., 2010; Dale et al., 1985; Moll et al., 1982). We reasoned that functional SNP (or SNPs) at this locus may disrupt a periderm enhancer. Here we revisit the meta-analysis results and find an additional 13 SNPs in this locus that have at least a suggestive statistical association to OFC. To prioritize these SNPs for functional tests using the deltaSVM method it would be optimal to train a classifier on a set of enhancers that are active in human palate-shelf periderm. To our knowledge, no periderm cell line, from any species, exists. However, primary periderm cells are readily isolated from zebrafish embryos. Although the DNA sequences of tissue-specific enhancers are rarely overtly conserved between mammals and fish, enrichment for specific transcription factor binding sites can be a conserved feature (Fisher et al., 2006a; Gorkin et al., 2012; Chen et al., 2018). If the binding site features of zebrafish periderm enhancers are conserved with those of human periderm enhancers then a classifier trained on the former could be used to conduct a successful deltaSVM-based screen for SNPs that disrupt the latter.

Supporting the promise of this approach, the genetic pathways that underlie periderm development in mice and zebrafish are shared, in spite of the fact that the embryonic origins of periderm in the two species are distinct. In mouse embryos, the periderm develops at embryonic day 9 (E9), well after gastrulation is complete, from underlying ectoderm that expresses the basal-keratinocyte marker Tp63 (Richardson et al., 2014). In zebrafish embryos the periderm (initially called the enveloping layer [EVL]) becomes a distinct lineage at about 4 hr post fertilization (hpf), shortly before gastrulation, and is derived from superficial blastomeres that do not express *tp63* (Kimmel et al., 1990). EVL cells proliferate and cover the entire animal until at least 7 days post fertilization (dpf); by 30 dpf, the periderm is replaced by a periderm-like epithelium derived from basal keratinocytes (Lee et al., 2014). The gene regulatory networks that govern differentiation of the murine periderm and zebrafish EVL share a dependence on IRF6 (Irf6 in zebrafish) and CHUK (Ikk1 in zebrafish) (Richardson et al., 2014; Fukazawa et al., 2010; [Bibr bib82][Bibr bib52]). Differentiation of the zebrafish EVL also depends on Grhl paralogs, Klf17, and simple-epithelium keratins (e.g., Cyt1, Krt4, Krt8, Krt18) (de la Garza et al., 2013; Liu et al., 2016; Pei et al., 2007; Miles et al., 2017). We predict that differentiation human periderm is similarly controlled as genes encoding orthologs of these proteins are implicated in risk for orofacial clefting (e.g., *GRHL3*, *KLF4*, and *KRT18*) (Leslie et al., 2017; Liu et al., 2016; Leslie et al., 2016; Peyrard-Janvid et al., 2014). These findings, and the relative ease of isolating zebrafish periderm through cell sorting (de la Garza et al., 2013), motivated us to study zebrafish periderm enhancers.

Here we used ATAC-seq to identify a of a set of zebrafish periderm enhancer candidates, then evaluated enriched transcription-factor binding sites, and conduct ed reporter assays with binding-site deletion analyses. Interestingly, the enriched binding sites indicate novel members of the periderm gene regulatory network. For comparison, we used the same methods to identify sets of mouse palate epithelium enhancer candidates and human oral epithelium enhancer candidates. We trained classifiers on each set, and used them to prioritize OFC-associated SNPs near the *KRT18* gene. Finally, we subjected the top-candidate SNP to additional tests of the possibility that it is the functional SNP at this locus.

## Results

### Identification of periderm-specific enhancers throughout the zebrafish genome

In *Tg(krt4:gfp*)*^gz7TG^* transgenic embryos GFP was reported to be present exclusively in the most superficial layer of the embryo, called the enveloping layer (EVL) or periderm, after 8 hr post fertilization (hpf) (Gong et al., 2002). Because a separate transgenic line built from the same element shows reporter expression in both basal and superficial epidermal layers at 54 hpf (O'Brien et al., 2012), we sectioned *Tg(krt4:gfp)^gz7TG^* embryos at 11 hpf (4-somite stage) and confirmed that GFP was only present at high levels in the periderm (Figure 1A). We dissociated such embryos at 11 hpf, isolated GFP-positive and GFP-negative cells, and performed ATAC-seq on both populations (Figure 1A). We then mapped the small (<100 bp) ATAC-seq fragments, which are indicative of nucleosome free regions (NFRs), within the zebrafish genome (Buenrostro et al., 2015). The concordance of peaks called between two replicates of this experiment was strong (Figure 1—figure supplement 1). At the majority of NFRs, the density of mapped reads was comparable in GFP-positive and GFP-negative cells, but at about 5% of elements (i.e., 12865 and 13947 peaks, respectively; Supplementary file 1a), the normalized density of mapped reads was enriched in one or the other cell type (log_2(_fold change)>0.5 or <−0.5, FDR < 0.01); we refer to these elements as GFP-positive NFRs (Supplementary file 1b) and GFP-negative NFRs (Supplementary file 1c), respectively (Figure 1B). Consistent with previous reports, overall ATAC-seq signal was high at transcription start sites (Buenrostro et al., 2015; Quillien et al., 2017; Figure 1—figure supplement 2A), but the majority of cell-type-specific NFRs were located in intergenic regions (Figure 1—figure supplement 2B). In both GFP-positive and GFP-negative NFRs, the average evolutionary conservation was higher within NFRs than in flanking DNA (Figure 1—figure supplement 3).

**Figure 1.**
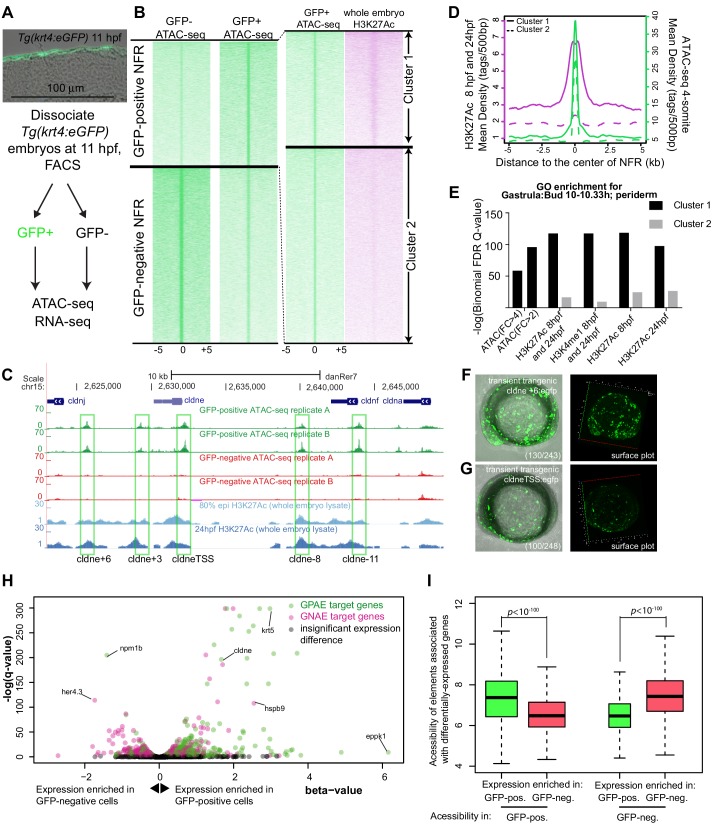
Identification of zebrafish GFP-positive active enhancers (zGPAEs) by integrating ATAC-seq and H3K27Ac ChIP-seq. (**A**) Transverse section of an 11 hpf (4-somite stage) *Tg(krt4:gfp*) embryo, showing GFP is confined to the superficial layer of cells, and workflow of ATAC-seq in periderm and non-periderm cells. (**B**) Density plots of ATAC-seq results. Each line is centered on a nucleosome free region (NFR) with significantly more ATAC-seq reads in GFP-positive or GFP-negative cells; the majority of ATAC-seq peaks were not enriched in either cell type. Density plots also show H3K27Ac ChIP-seq signal in whole embryos at eight hpf and/or at 24 hpf data from Bogdanovic et al. (2012) at each of the GFP-positive NFRs; the latter are sorted in to those that overlap (or are flanked by within 100–1500 bp) peaks of H3K27Ac signal (cluster 1, 4301 elements) and or not (cluster 2, 7952 elements). (**C**) UCSC Genome browser tracks showing the ATAC-seq peaks in GFP-positive and GFP-negative cells, and H3K27Ac signal from whole embryos at eight hpf and at 24 hpf data from Bogdanovic et al. (2012) at the *cldne* locus. Boxes, examples of cluster one elements, also known as zebrafish GFP-positive active enhancers (zGPAEs). Elements are *cldne*+6 kb (zv9 : chr15:2625460–2625890), *cldne* +3 kb (chr15:2629012–2629544), *cldne* −8 kb (chr15:2639873–2640379), *cldne* −11 kb (chr15:2643578–2644160), and *cldne* TSS (chr15:2631981–2632513). (**D**) Plot of average density of H3K27Ac ChIP-seq signal (purple) and ATAC-seq signal (green). (**E**) GO enrichment for term ‘Gastrula:Bud 10–10.33 hr; periderm’ among NFRs enriched in GFP-positive cells with normalized fold change greater than 2 (ATAC(FC >2)) and 4 (ATAC(FC >4)), NFRs enriched in GFP-positive cells flanked or overlapped by 24hpf and 80% epiboly H3K27Ac ChIP-seq peaks (cluster 1) and or not (cluster 2), NFRs enriched in GFP-positve cells flanked or overlapped by 24hpf and 80% epiboly H3K4me1 ChIP-seq peaks (cluster 1) or not(cluster 2), NFRs enriched in GFP-positive cells flanked or overlapped by 24hpf H3K27Ac ChIP-seq peaks (cluster 1) or not (cluster 2), and NFRs enriched in GFP-positive cells flanked or overlapped by 80% epiboly H3K27Ac ChIP-seq peaks (cluster 1) or not (cluster 2). (**F**), (**G**) Lateral views of wild-type embryos at 11 hpf injected at the 1-cell stage with GFP reporter constructs built from (**F**) *cldne* +6 and (**G**) *cldne* transcription start site (TSS) elements. Left panels are stack views of the embryo, and right panels are surface plot for the embryos indicating most GFP signal is from the surface (periderm) of the embryos. Number in parentheses is the ratio of embryos with at least 10 GFP-positive periderm cells over injected embryos surviving at 11 hpf. (**H**) Volcano plot of RNA seq data, showing the expression of genes associated (by GREAT) with zGPAEs (green dots) or with zGNAEs (pink dots) in GFP-positive cells (beta-value >0) or in GFP-negative cells (beta-value <0). (**I**) Plot of accessibility scores of elements with differential accessibility (i.e., both zGPAEs and zGNAEs) associated with genes that are differentially expressed in GFP-positive and GFP-negative cells, showing that elements with increased accessibility in GFP-positive cells tend to be associated with genes whose expression is enriched in GFP-positive cells, and vice versa. Figure 1—source data 1.Density plot for ATAC-seq and H3K27Ac ChIP-seq, as plotted in Figure 1D. Figure 1—source data 2.Barchart for GO enrichment, as plotted in Figure 1E. Figure 1—source data 3.Scatter plot for the genes near GPAEs and GNAEs, as plotted in Figure 1H. Figure 1—source data 4.Box plot for the normalized chromatin accessibility of periderm- and non-periderm enriched genes in GFP positive or negative cells, as plotted in Figure 1I.

**Figure 1—figure supplement 1.**
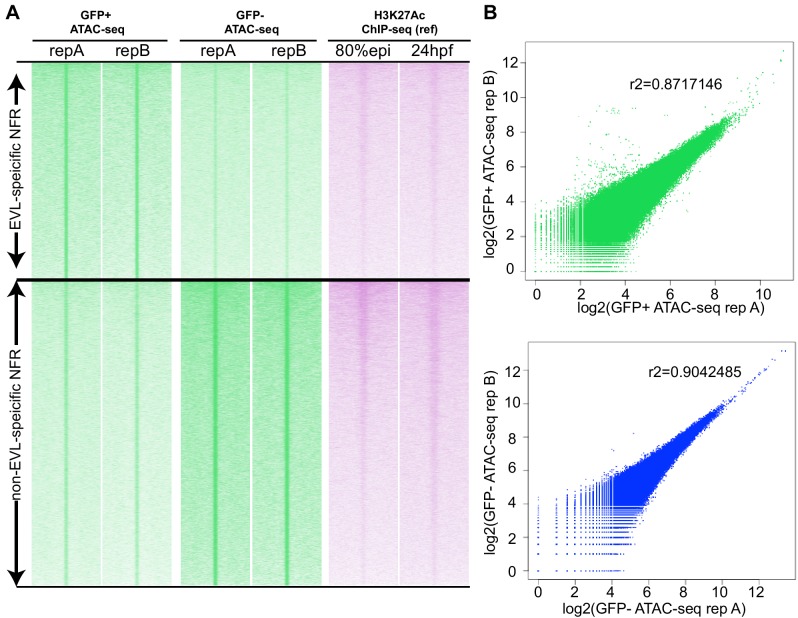
Correlation of zebrafish periderm ATAC-seq two biological replicates. (**A**) ATAC-seq summit centered heatmap of ATAC-seq signals from two biological replicates. (**B**) Scatter plots showing the ATAC-seq signal correlation between two biological replicates.

**Figure 1—figure supplement 2.**
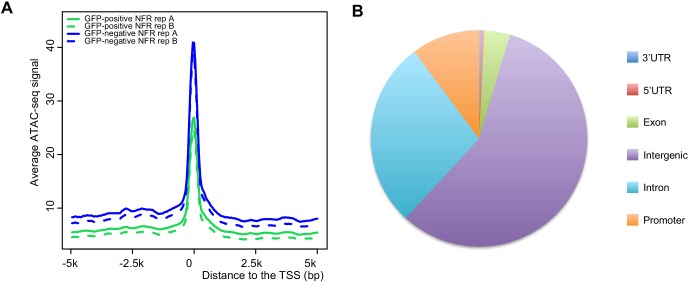
Annotation of ATAC-seq peaks relative to transcription start sites. (**A**) Histogram of read density of ATAC-seq in 10 kb flanking transcription start sites (TSS). (**B**) Pie chart showing the genomic location of GFP-positive NFRs (from ATAC-seq biological replicate 1).

**Figure 1—figure supplement 3.**
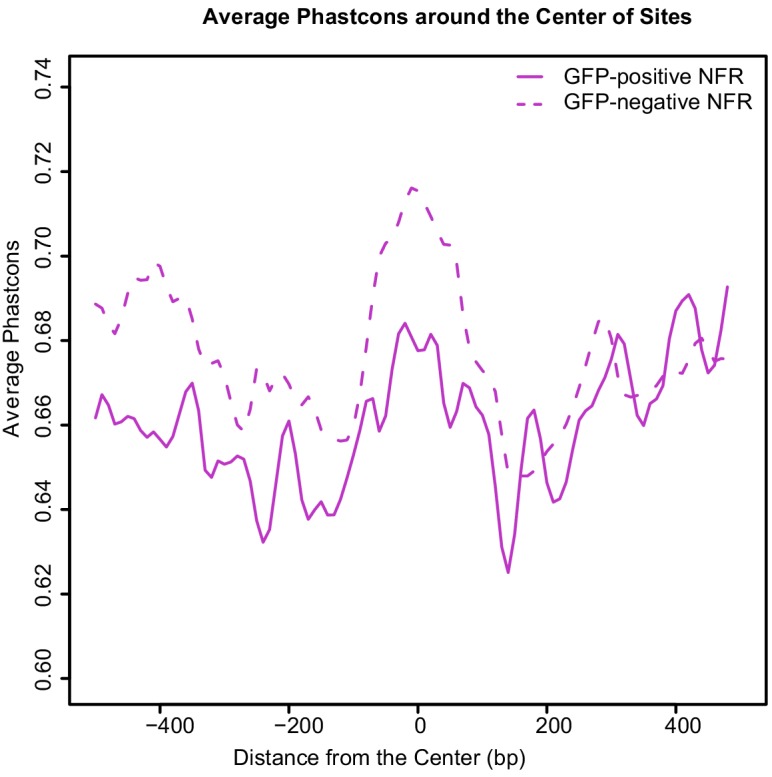
Average Vertebrate PhastCons Score (danRer7 genome) at different distances from the center of nucleosome free regions (NFRs) in GFP-positive and GFP-negative (flow through) cells sorted from Tg(krt4:gfp) embryos at 11 hpf.

**Figure 1—figure supplement 4.**
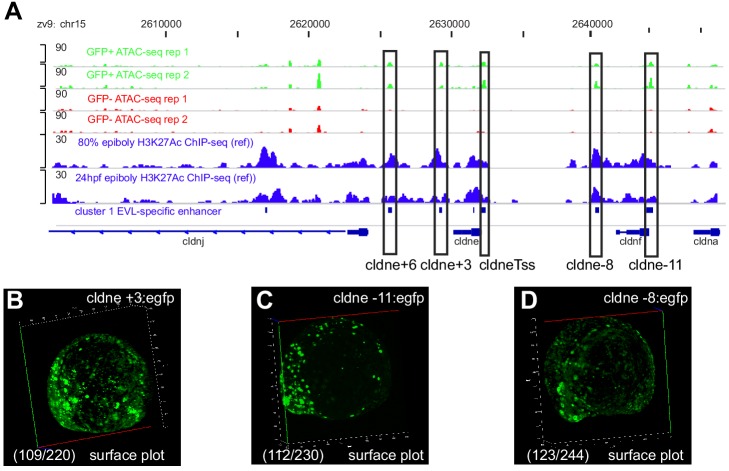
Transient reporter assay validation for *cldne* +3, *cldne* −11, and *cldne* −8 elements. (**A**) Genome browser screenshot for *cldne* +3, *cldne* −11, and *cldne* −8 elements. (**B–D**) Surface plots for wild-type embryos at 11 hpf injected at the 1 cell stage with GFP reporter constructs for *cldne* +3, *cldne* −11, and *cldne* −8 elements. Number in parentheses is the ratio of embryos with at least 10 GFP-positive periderm cells over injected embryos surviving at 11 hpf.

**Figure 1—figure supplement 5.**
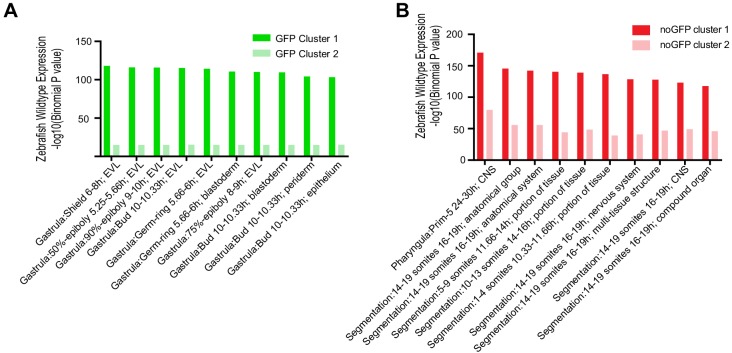
GO enrichment analysis for different clusters of GFP-positive or GFP-negative specific NFRs. (**A**) Barchart showing GO enrichment analysis for two clusters of GFP-positive specific NFRs. (**B**) Barchart showing GO enrichment analysis for two clusters of GFP-negative specific NFRs.

**Figure 1—figure supplement 6.**
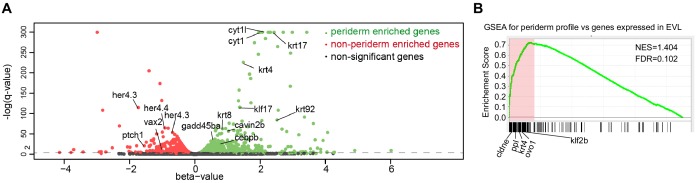
Summary for RNA-seq for krt4:GFP-positive and krt4:GFP-negative cells at 4-somite stage. (**A**) Volcano plot for genes expressed in GFP-positive (in green) and –negative (in red) cells. (**B**) GSEA for genes expressed in GFP-positive cells using EVL gene set (www.zfin.org).

**Figure 1—figure supplement 7.**
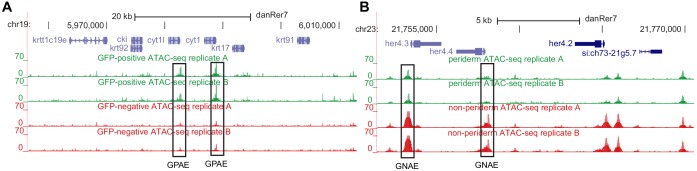
ATAC-seq near (**A**) keratin and (**B**) *her4* cluster genes.

ATAC-seq identifies nucleosome free regions (NFRs), which include active enhancers, active and inactive promoters, and CTCF-bound regions, some of which are insulators (Buenrostro et al., 2013; Iwafuchi-Doi et al., 2016). We reasoned that the subset of NFRs that are active enhancers and promoters would be flanked by nucleosomes with histone H3 acetylated on lysine 27 (H3K27Ac), a mark of active chromatin (Creyghton et al., 2010). We used published data sets from whole embryos at 8 hpf or 24 hpf (Bogdanovic et al., 2012). Although periderm comprises a small fraction of the embryo, we found examples of elements with ATAC-seq signal virtually specific to GFP-positive cells that nonetheless overlapped or were flanked by peaks of H3K27Ac signal detected in whole embryos (Figure 1C).

We split the GFP-positive NFRs into clusters of high or low H3K27Ac density detected in whole-embryo lysates at 8 hpf and/or at 24 hpf (Bogdanović et al., 2012) (i.e., clusters 1 and 2, respectively) (Figure 1B). In the H3K27Ac^High^ cluster, the average H3K27Ac ChIP-seq signal dipped in the center of the NFR, consistent with NFRs being flanked by nucleosomes bearing the H3K27Ac modification (Figure 1D). The average density of ATAC-seq reads did not differ between the H3K27Ac^High^ (Supplementary file 1d) and H3K27Ac^Low^ (Supplementary file 1e) clusters (p>0.05, Kolmogorov–Smirnov test) (Figure 1D), indicating that nucleosome depletion alone does not signify an active regulatory element. We employed the Genomic Regions Enrichment of Annotations Tool (GREAT) (v 3.0) (McLean et al., 2010) (assignment rule: two nearest genes within 100 kb) to identify the sets of genes associated with each cluster. The set of genes associated with GFP-positive NFRs was strongly enriched for the Gene Ontology (GO) terms in the zebrafish anatomy category including ‘EVL’ and ‘periderm’ (e.g., at 10–10.3 hpf, Figure 1E, Figure 1—figure supplement 5A). The significance of the association was much stronger for GFP-positive NFRs in the H3K27Ac^High^ cluster than in the H3K27Ac^Low^ cluster (Figure 1E). H3K27Ac is a dynamic mark of enhancers, however filtering on GFP-positive NFRs that are H3K27Ac-positive at 8 hpf, at 24 hpf, of at 8 hpf and/or at 24 hpf, or H3K4me1-positive (a more stable mark of enhancers) at 8 hpf, all yielded sets of elements whose associated genes were enriched for the same GO terms at very similar significance levels (Figure 1E). By our definition GFP-positive NFRs have >2 fold more ATAC-seq reads in GFP-positive cells than in GFP-negative cells; perhaps surprisingly, the subset of GFP-positive NFRs with >4 fold more was less strongly associated with genes expressed in periderm than were GFP-positive NFRs overall (Figure 1E). In subsequent analyses, we used the set of GFP-positive NFRs positive for H3K27Ac signal detected in whole embryos at 8 hpf and/or at 24 hpf.

Although GFP-negative cells comprise a variety of non-periderm cell types, the set of genes associated with GFP-negative NFRs was also enriched for certain GO terms, including ‘brain development’ (Figure 1—figure supplement 5B).

We tested the enhancer activity of ten elements of the H3K27Ac^High^ cluster, each adjacent to a gene expressed in periderm, using reporter assays. For example, *cldne* is expressed in zebrafish periderm from 6 hpf to 15 hpf (www.zfin.org). We amplified five ~ 400 bp elements, located approximately +6 kb, +3 kb, −8 kb, −11 kb, and 0 kb from the transcription start site of *cldne* and engineered them into a reporter vector upstream of a minimal promoter and cDNA encoding GFP (Fisher et al., 2006b; Figure 1C). Embryos injected with these constructs exhibited mosaic GFP expression in the periderm at 11 hpf (e.g., Figure 1F and G, Figure 1—figure supplement 4). Four additional examples near other genes expressed in periderm (i.e., *gadd45ba*, *cavin2b*, *klf17*, and *ppl*) also had strong periderm enhancer activity (discussed later in the manuscript). Finally, in order to focus subsequent analyses on enhancers we filtered out elements that overlapped transcription start sites; the residual set of 3947 elements we refer to as zebrafish GFP-positive active enhancers (zGPAEs) (Supplementary file 1f) . The analogous set of GFP-negative elements are GFP-negative active elements (zGNAEs).

To gain a genome-wide view of the association between zGPAEs and genes whose expression is enriched in periderm, we again sorted GFP-positive and GFP-negative cells from *Tg(krt4:gfp)* embryos at 11 hpf and generated expression profiles for both populations using RNA-seq. 

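Transcriptomes were obtained from cells of *Tg(krt4:gfp)* embryos at 11 hpf (the 4-somite stage), a zebrafish line in which regulatory sequence of the keratin gene *krt4* drives GFP in the superficial layer of the embryo. Cells were separated by fluorescence-activated sorting into a GFP-positive and a GFP-negative population, with 3 biological replicates of each, or 6 libraries. The paper gives 20000 sorted cells per library, whereas the sample descriptions deposited with the data give 2000. The authors amplified cDNA with the SMART-Seq v4 kit, made Nextera XT libraries, trimmed the reads with Trimmomatic, and assigned them to zebrafish zv10 cDNA sequences with kallisto, which divides reads that match several transcripts among them in proportion to estimated abundance. For each library they deposited an estimated count and a TPM value, an abundance scaled by transcript length and library total, for each of 51286 transcripts, together with a table of their own comparison, made per transcript with sleuth.

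The estimated counts of the GFP-positive libraries summed to 49679602, 40584467 and 46931136 (median 46931136), and those of the GFP-negative libraries to 46621839, 40663430 and 44416922 (median 44416922), so the depth of both groups overlapped. Of the estimated counts, 57.85% were not whole numbers. They were summed over the transcripts of each of 26190 genes and rounded, since the claims are about genes, and TPM values were summed in the same way. Genes whose sequences are nearly identical can exchange reads in such estimates, and their separate values are less certain than their sums. Differences between the populations were tested with edgeR's quasi-likelihood test after TMM normalization, with no covariate other than GFP status, on the 20944 genes that passed edgeR's filter on low counts. A gene was called when its adjusted p (Benjamini-Hochberg) was below 0.05 and its mean TPM was above 1 in the population with the higher expression. Log2 fold changes are GFP-positive over GFP-negative throughout, and their standard errors were derived from the fold change and the F statistic of the test. Replicates of one population differed from each other far less than the populations did, with a chi-square per degree of freedom over genes of 5.41 to 21.28 between libraries of the same population and of 155.99 to 184.96 between libraries of different populations. The 10 most abundant genes held 4.9% to 5.12% of the TPM of each library. The 5 genes with the highest TPM in GFP-positive cells were *actb2*, *hmgb2a*, *RPL41*, *mt-co2* and *rpl32*, and in GFP-negative cells *hmga1a*, *actb2*, *hmgb2a*, *si:ch211-222l21.1* and *hmgb2b*.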

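Among the 20944 genes tested, 5041 were called as higher in GFP-positive cells and 5229 as higher in GFP-negative cells, so that 49.1% of the 10270 calls were higher in GFP-positive cells. Most differences were small. The median size of the log2 fold change among called genes was 0.58, and 74.8% of the calls were under 2-fold. At least 2-fold differences were more frequent towards GFP-positive cells, with 1769 genes against 823 towards GFP-negative cells, and 530 against 202 genes differed at least 4-fold. In 60.0% of the tested genes the 3 libraries of one population all lay above the 3 of the other, where chance alone would give 10%. The balance of directions moved with the processing: limma on log2(TPM + 1) called 3805 genes as higher in GFP-positive cells and 6036 as higher in GFP-negative cells, or 38.7% in GFP-positive cells, and limma on log2(TPM + 0.1) gave 38.5%. At least 2-fold, the calls under these settings, compared after the data had been seen, were 974 against 586 and 1468 against 1023.

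In the authors' deposited table, which compares single transcripts, 4897 gene identifiers had a transcript with higher expression in GFP-positive cells (q below 0.05, mean TPM above 1 in GFP-positive cells), and 88.9% of these were called in the same direction here. Another 5212 had a transcript with higher expression in GFP-negative cells (mean TPM above 1 in GFP-negative cells), of which 88.6% were called in the same direction. The authors' deposited table holds 422 genes with called transcripts in both directions.

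Of the genes labelled in Figure 1—figure supplement 6A, 10 carry the colour of GFP-positive cells, and all 10 were called as higher in GFP-positive cells. *krt17* (ENSDARG00000094041) had the largest difference of these, with 217 ± 3.63 TPM (SD, n = 3) in GFP-positive cells and 7.63 ± 0.604 TPM in GFP-negative cells, a log2 fold change of 4.94 (standard error 0.08, adjusted p = 4.06e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the labelled keratins, *krt92* (3.99) and *cyt1l* (3.18) followed, while *krt8* differed by a log2 fold change of 0.99. *klf17* had 81.0 ± 3.19 TPM in GFP-positive cells and 30.6 ± 0.303 TPM in GFP-negative cells. *cavin2b*, listed in the files under the older symbol *sdprb*, had a log2 fold change of 1.14. The differences of *gadd45ba* (0.51) and *cebpb* (0.26) were smaller, and for *cebpb* the adjusted p was 0.00601 by the same edgeR test. On the other side, *vax2* had 2.56 ± 1.15 TPM (SD, n = 3) in GFP-positive cells and 11.0 ± 0.903 TPM in GFP-negative cells, and *her4.4* had a log2 fold change of -1.19. The symbol *ptch1* belongs to 2 gene identifiers, of which ENSDARG00000095859 was lower in GFP-positive cells (log2 fold change -1.61, edgeR adjusted p = 8.75e-07) and ENSDARG00000016404 was not past the threshold (-0.15, edgeR adjusted p = 0.416); without replicate 3 of the GFP-positive cells it was (-0.337, edgeR adjusted p = 0.0185), and without replicate 1 of these its log2 fold change turned to 0.041.

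By fitted log2 fold change among genes above 10 TPM in the higher population, the 5 largest differences towards GFP-positive cells were those of *zgc:193505* (6.04), a gene listed as ENSDARG00000098058 (5.91), *si:ch211-217k17.9* (5.61), *icn2* (5.53) and *agr1* (5.43). Towards GFP-negative cells they were those of *pdzph1* (-7.33), one of 2 genes with the symbol *ACTC1 (1 of many)* (ENSDARG00000076126, -5.81), *si:ch73-134f24.1* (ENSDARG00000091327, -5.34), *pcyt1bb* (-5.05) and *ankrd2* (-4.95). The size of the *pdzph1* value rests on replicate 3 of the GFP-positive cells, which had 0.263 TPM where the others are listed at 0. Without that library the fitted value was -9.95. The next widest ranges with each library left out in turn were those of *si:ch73-134f24.1* (-5.97 to -5.05), *ankrd2* (-5.45 to -4.59) and *icn2* (5.22 to 6.05). The other gene with the symbol *ACTC1 (1 of many)*, ENSDARG00000057911, changed in the opposite direction (log2 fold change 2.27). The division of reads between these copies therefore bears on both values. Summed over both copies, TPM was 242.8 ± 8.09 (SD, n = 3) in GFP-positive cells and 1052 ± 22.3 in GFP-negative cells, a log2 ratio of -2.12.

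**Figure D1:**
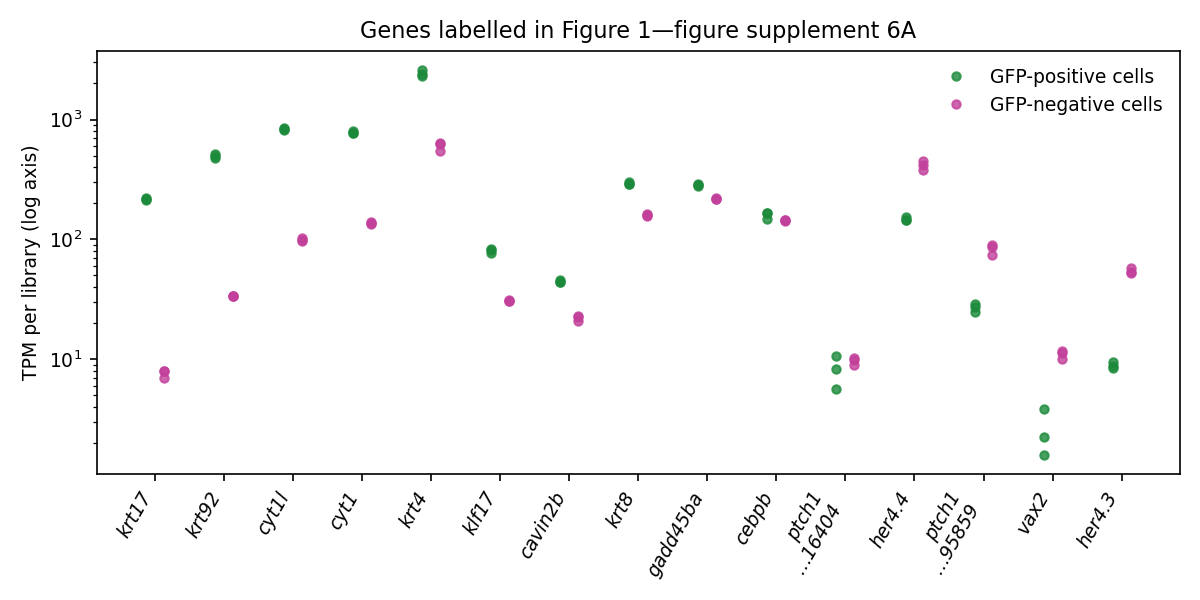
TPM of each gene labelled in Figure 1—figure supplement 6A, on a log axis, with 1 point per library (green, 3 GFP-positive libraries; magenta, 3 GFP-negative libraries) and genes ordered by log2 fold change; the 2 *ptch1* identifiers are marked by the end of their numbers. The 10 genes labelled for GFP-positive cells lie higher in the green libraries, and ENSDARG00000016404 (*ptch1*) overlaps between the populations.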

We identified 4331 genes with higher expression in GFP-positive cells and 4216 genes with higher expression in GFP-negative cells (q value < 0.05, beta <0, average TPM in GFP-positive cells > 1) (Figure 1H, Figure 1—figure supplement 6A). As expected, genes enriched in GFP-positive cells correlated positively with genes annotated at ZFIN, an online gene-expression atlas, as being expressed in the EVL (Figure 1—figure supplement 6B) (www.zfin.org). 

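The ZFIN annotation and the gene set enrichment analysis of Figure 1—figure supplement 6B were not used here. In their place, 5 genes named in that panel and 12 genes chosen as markers of the EVL before the data were examined were followed. *krt4*, whose regulatory sequence drives the GFP reporter, had 2430 ± 144 TPM (SD, n = 3) in GFP-positive cells and 602 ± 49.5 TPM in GFP-negative cells, a log2 fold change of 2.13 (standard error 0.05, edgeR adjusted p = 2.61e-13). Of the other genes of the panel, *cldne* and *ppl* were separated more widely than *krt4* although they were less abundant. *cldne* (ENSDARG00000043128) rose from 4.32 ± 0.522 TPM in GFP-negative cells to 42.3 ± 1.71 TPM in GFP-positive cells, and *ppl* (ENSDARG00000101043) from 0.451 ± 0.222 to 7.13 ± 0.583 TPM. *ovol1* had a log2 fold change of 1.75. *klf2b* had the smallest difference, 4.49 ± 0.279 TPM against 3.47 ± 0.192 TPM (log2 fold change 0.49, edgeR adjusted p = 0.00107), and was not past the threshold with limma on log2(TPM + 1), where its adjusted p was 0.0576. All 12 genes of the EVL list were called as higher in GFP-positive cells, with log2 fold changes from 1.44 (*cldnf*) to 5.43 and a median of 3.83. The number past the threshold was 12 when adjusted over the list alone and 12 when adjusted over all genes tested. The list includes *krt4*, *cyt1*, *cldne*, *ppl* and other genes that the paper names from these libraries, so it is not independent of the panel.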

Differentially accessible elements associated with genes whose expression is enriched in GFP-positive cells had significantly higher average accessibility in GFP-positive cells than in GFP-negative cells, and vice versa (Figure 1I). For instance, there is a zGPAE near *cyt1*, a gene with higher expression in GFP-positive versus GFP-negative cells (Figure 1—figure supplement 7A) and there is a GNAE near *her4.3* with the opposite expression trend (Figure 1—figure supplement 7B). 

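*cyt1* (ENSDARG00000092947) had 782 ± 14.0 TPM (SD, n = 3) in GFP-positive cells and 137 ± 3.86 TPM in GFP-negative cells, a log2 fold change of 2.63 (standard error 0.05, adjusted p = 2.96e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn the value stayed between 2.60 and 2.67. *cyt1* is similar to *cyt1l*, and counts summed over both genes gave 2.86. *her4.3* (ENSDARG00000070770) had 8.93 ± 0.503 TPM in GFP-positive cells and 54.5 ± 2.97 TPM in GFP-negative cells, a log2 fold change of -2.50 (standard error 0.08, edgeR adjusted p = 4.81e-12), and leaving out each library in turn gave -2.54 to -2.45. *her4.3* belongs to a group of closely related genes among which reads can be divided. Counts summed over the 5 gene identifiers with symbols *her4.1* to *her4.4* gave -0.91 (edgeR adjusted p = 1.16e-09), from 1206 ± 66.7 TPM in GFP-negative cells to 570 ± 12.9 TPM in GFP-positive cells, so the group as a whole was lower in GFP-positive cells by less than *her4.3* alone.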

Some exceptions to the general pattern were observed (e.g., *hspb9* and *npm1b,* Figure 1H); this might reflect the fact that enhancers do not always regulate an adjacent gene. 

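The genes that GREAT associated with the elements of each population are given in Figure 1—source data 3, with 867 genes for the zGPAEs and 894 for the zGNAEs, of which 852 and 881 were tested. The lists rest on ATAC-seq peaks, and whether expression also played a part in choosing their genes cannot be settled from the paper. Each entry carries an effect from the same RNA-seq libraries, and for 399 zGPAE-associated and 432 zGNAE-associated genes the paper's q-value was not below 0.05, so the lists were not limited to genes past that threshold. The tests below are not taken as independent of the RNA-seq. The zGPAE-associated genes had a median log2 fold change of 0.19 (quartiles -0.14 and 0.76) and were shifted towards GFP-positive cells relative to all other genes tested (camera with a preset correlation of 0.01, two-sided, p = 2.53e-05, or 5.06e-05 adjusted over both lists). The zGNAE-associated genes had a median of -0.07 (quartiles -0.42 and 0.29), and their shift towards GFP-negative cells was not past the threshold (limma's camera, adjusted p = 0.0821). The call for the zGPAE-associated genes also held under fry and under camera with an estimated correlation. The zGNAE-associated genes passed the threshold under fry (p = 0.00471) and under camera with an estimated correlation (p = 0.0439), so their result depends on the test. The 19211 tested genes in neither list had a median of 0.02.

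Of the zGPAE-associated genes, 491 were called and 339 of these were higher in GFP-positive cells, a share of 69.0% (95% exact Clopper-Pearson interval 64.7% to 73.1%), against 48.6% of the calls among genes in neither list. Of the zGNAE-associated genes, 525 were called and 316 of these were higher in GFP-negative cells, a share of 60.2% (55.9% to 64.4%), against 51.4% of the calls in neither list. The intervals treat genes as independent and are descriptive. With limma on log2(TPM + 1), compared after the data had been seen, the shares were 58.6% against 38.3% of the calls in neither list and 72.2% against 61.7%. Among calls of at least 2-fold, 134 zGPAE-associated genes were higher in GFP-positive cells and 16 in GFP-negative cells (89.3% in GFP-positive cells), 49 and 48 zGNAE-associated genes (50.5%), and 1586 and 759 genes in neither list (67.6%). Adjusted over the list alone, 528 zGPAE-associated genes had an adjusted p below the threshold, and 516 when adjusted over all genes tested; for the zGNAE-associated genes these numbers were 551 and 540.

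Calls against the direction of the list therefore numbered 152 zGPAE-associated and 209 zGNAE-associated genes. *npm1b* (ENSDARG00000037675), associated with a zGPAE, had 17.5 ± 0.256 TPM (SD, n = 3) in GFP-positive cells and 77.5 ± 3.12 TPM in GFP-negative cells (log2 fold change -2.03, standard error 0.06, edgeR adjusted p = 1.85e-12). *hspb9* (ENSDARG00000078674), associated with a zGNAE, had 63.3 ± 0.439 TPM in GFP-positive cells and 5.21 ± 0.477 TPM in GFP-negative cells (log2 fold change 3.68, standard error 0.12, edgeR adjusted p = 5.36e-12). Of the other genes labelled in Figure 1H and associated with a zGPAE, *krt5* had a log2 fold change of 4.16 and *eppk1*, at 1.84 ± 0.125 TPM against 0.153 ± 0.0407 TPM, one of 3.53. From the association of zGPAEs with genes enriched in GFP-positive cells, and of zGNAEs with the reverse, the paper describes a general pattern, and for the exceptions it proposes that an enhancer need not act on the gene next to it.

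**Figure D2:**
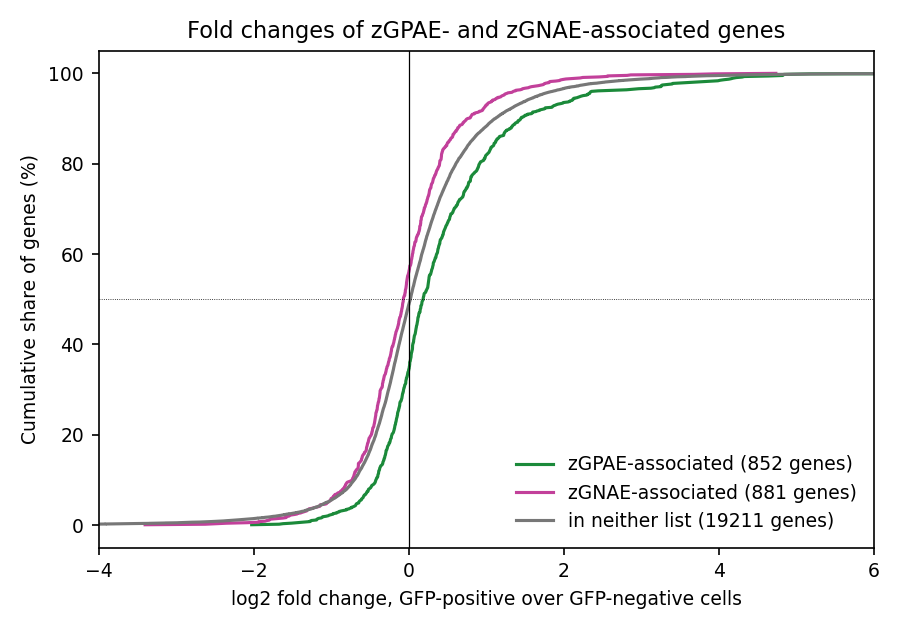
Cumulative share of genes (%) by log2 fold change of GFP-positive over GFP-negative cells, for the 852 zGPAE-associated genes (green), the 881 zGNAE-associated genes (magenta) and the 19211 tested genes in neither list (grey). The green curve lies to the right of the grey one, with medians of 0.19 and 0.02, and the magenta curve to the left, with a median of -0.07; the axis ends at -4 and 6.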

We conclude that most or perhaps all zGPAEs are enhancers active in periderm in embryos at 8 hpf to 24 hpf.

### Transcription factor binding sites overrepresented within zGPAEs

Using HOMER, we identified 12 short sequence motifs, corresponding to the preferred binding sites of specific transcription factors, that are enriched in zGPAEs and present in at least 5% them (Figure 2A); this list of zGPAE-signature motifs prompted testable hypothesis regarding the membership and structure of the periderm GRN. For instance, analysis of our RNA-seq profile of GFP-positive cells, and of available single-cell sequencing data (sc-seq) from zebrafish embryos (Farrell et al., 2018; Wagner et al., 2018), revealed transcription factors expressed in the EVL at 10–14 hpf; the subset of these that bind zGPAE-enriched motifs are candidates to participate in the periderm GRN (Figure 2A, ‘best match’). In addition, clustering zGPAEs by virtue of the stage when the H3K27Ac signal is strongest (Figure 2—figure supplement 1A; Bogdanović et al., 2012) and then reassessing motif enrichment in each cluster revealed that the IRF6 site is more strongly enriched in early-acting zGPAEs (i.e., with H3K27Ac signal stronger earlier) (Figure 2—figure supplement 1B, cluster 1), and the TFAP2 and GATA sites in more strongly enriched in late-acting zGPAEs (Figure 2—figure supplement 1B, cluster 2 and 3), than in zGPAEs overall (Figure 2A). This implies that Irf6 acts earlier in the periderm GRN than do Tfap2 and Gata paralogs.

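Members of 8 transcription factor families named in Figure 2A were ranked by TPM, summed over the transcripts of a gene and averaged over the 3 GFP-positive libraries; the single-cell data were not used here. For 3 of the 8 families, the gene named in Figure 2A ranked first. *fosab* had 1524 ± 34.4 TPM (SD, n = 3), far above *fosl1a* with 277 ± 24.4 TPM and *fosl2* with 94.1 ± 10.7 TPM. *gata3* had 33.7 ± 2.51 TPM, close to *gata1a* with 29.9 ± 0.949 TPM and *gata2a* with 28.9 ± 2.06 TPM. *cebpd* with 164 ± 4.59 TPM and *cebpb* with 160 ± 9.48 TPM lay within one SD of each other, followed by *cebpg* with 110 ± 3.06 TPM.

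For the other families another member had a higher mean. *tead3b* (52.3 ± 5.33 TPM) and *tead1a* (50.6 ± 10.1 TPM) differed by less than the spread between libraries, and *tead1a* ranked first without replicate 2 of the GFP-positive cells or when the most abundant transcript of each gene was used. *tead3a* had 21.2 ± 2.15 TPM. *grhl1* had 15.7 ± 1.1 TPM against 7.40 ± 0.746 TPM for *grhl3* and 6.13 ± 0.532 TPM for *grhl2a*. *tfap2a* had 36.4 ± 1.66 TPM against 28.7 ± 5.85 TPM for *tfap2c* and 4.94 ± 1.82 TPM for *tfap2b*. TPM divides counts by transcript length; ranked by TMM-normalized counts without that division, *grhl3* and *tfap2c* were first in their families, *tead1b* was first in TEAD and *cebpg* ranked above *cebpd*. *klf6a* had 199 ± 4.36 TPM, *klf17* 81.0 TPM and *klf11b* 79.6 ± 1.3 TPM. Among 25 genes with ETS family symbols, *etv5b* (355 ± 16.3 TPM), *etv5a* (143 ± 12.8 TPM) and *gabpa* (106 ± 2.94 TPM) exceeded *ets2* (77.2 ± 3.64 TPM), which ranked 5. Transcript levels are those of the whole GFP-positive population.

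**Figure D3:**
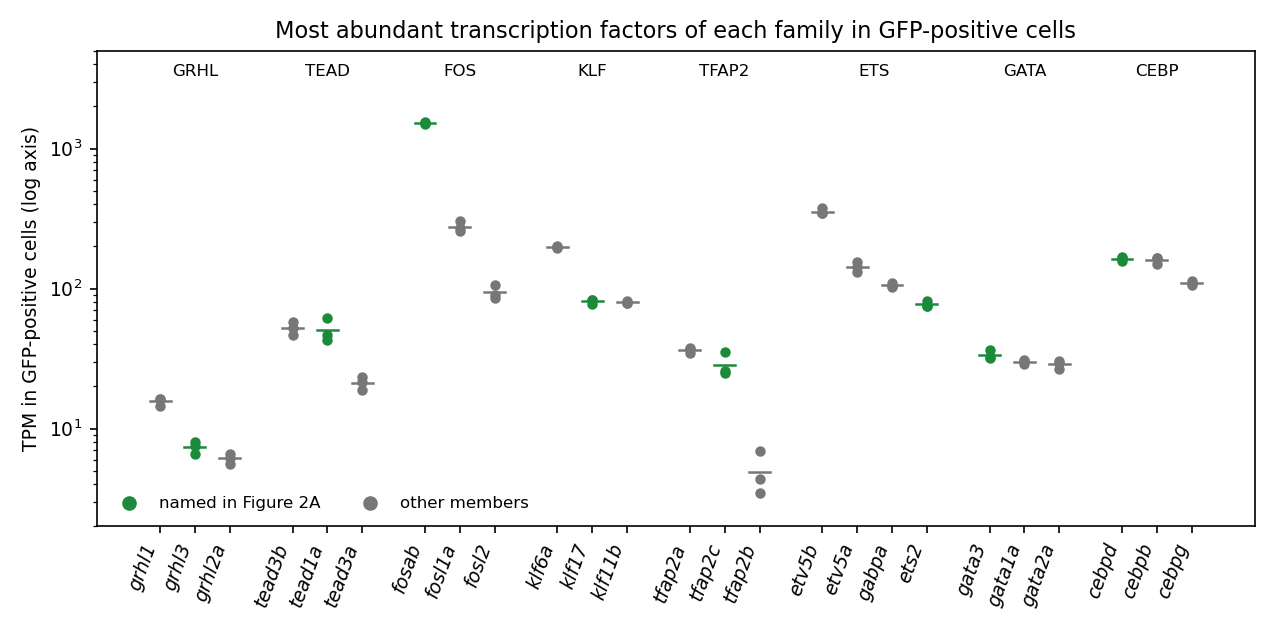
TPM in each of the 3 GFP-positive libraries (points, log axis) with the mean (line) for the 3 most abundant members of each of the 8 transcription factor families and for the gene named in Figure 2A (green; other members grey). The green gene is the first of its family for FOS, GATA and CEBP, and points of *tead1a* and *tead3b* overlap.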

**Figure 2.**
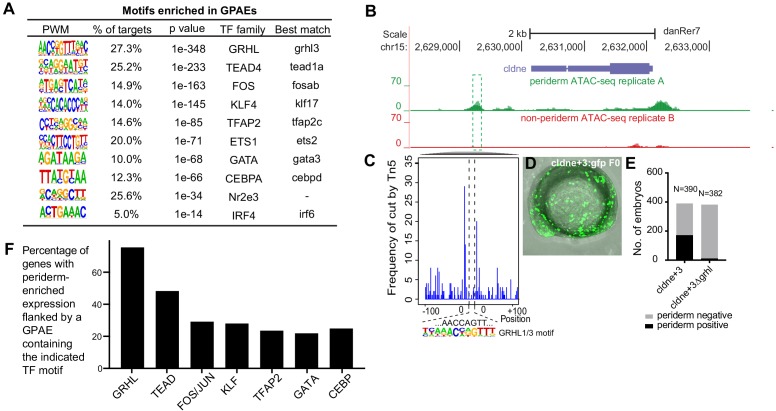
Features of zGPAEs. (**A**) Enriched motifs in zGPAEs. PWM, position weighted matrix. TF, transcription factors. Best match, transcription factor in the indicated family with highest expression in GFP-positive cells, whether or not the expression is enriched in GFP-positive cells in comparison to GFP-negative cells. (**B**) Genome browser view showing a GFP-positive nucleosome free region (NFR) about 3 kb downstream of the transcription start site of *cldne* gene. (**C**) Schematic of frequency of Tn5 cleavage sites at within this NFR, indicating reduced frequency of cleavage at a motif matching the GRHL binding site relative to in flanking DNA. (**D**) Confocal image of a wild-type embryo at 10 hpf (2-somite stage) injected at the one-cell stage with a reporter construct containing this NFR. (**E**) Bar chart showing number of embryos positive for GFP signal in the periderm after being injected with the intact reporter or one in which the GRHL motif was deleted. (**F**) Bar chart showing the percentage of genes whose expression is higher in GFP-positive cells than in GFP-negative cells that are flanked by a zGPAE possessing the indicated binding site.

**Figure 2—figure supplement 1.**
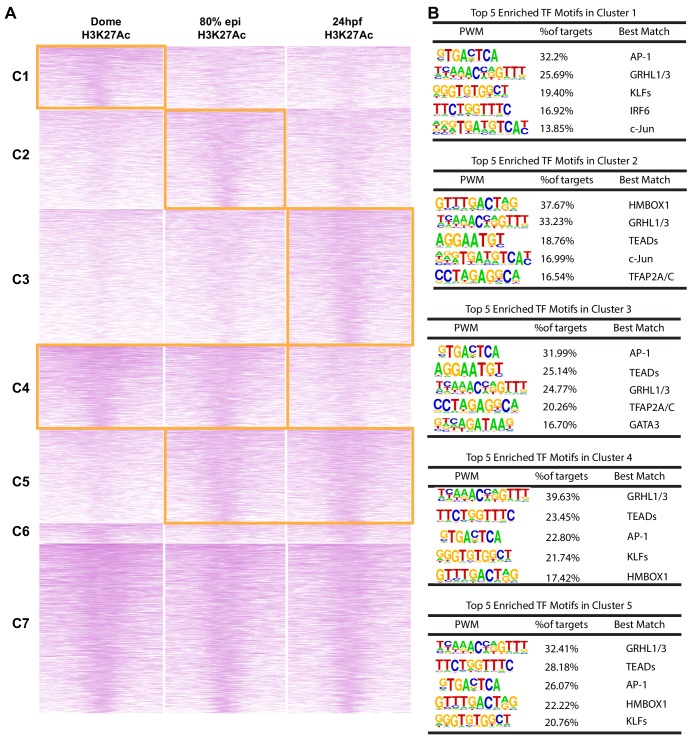
Different clusters of H3K27Ac ChIP-seq at different developmental stages in zGPAEs. (**A**) ATAC-seq summit centered heatmap of H3K27Ac ChIP-seq at 4.5 hpf, 8hpf and 24hpf data from Bogdanovic et al. (2012), cluster performed by *k*-mean. (**B**) Motif enriched in zGPAEs with high H3K27Ac at 4.5hpf. (**C**) Motifs enriched in zGPAEs with high H3K27Ac at 24 hpf.

**Figure 2—figure supplement 2.**
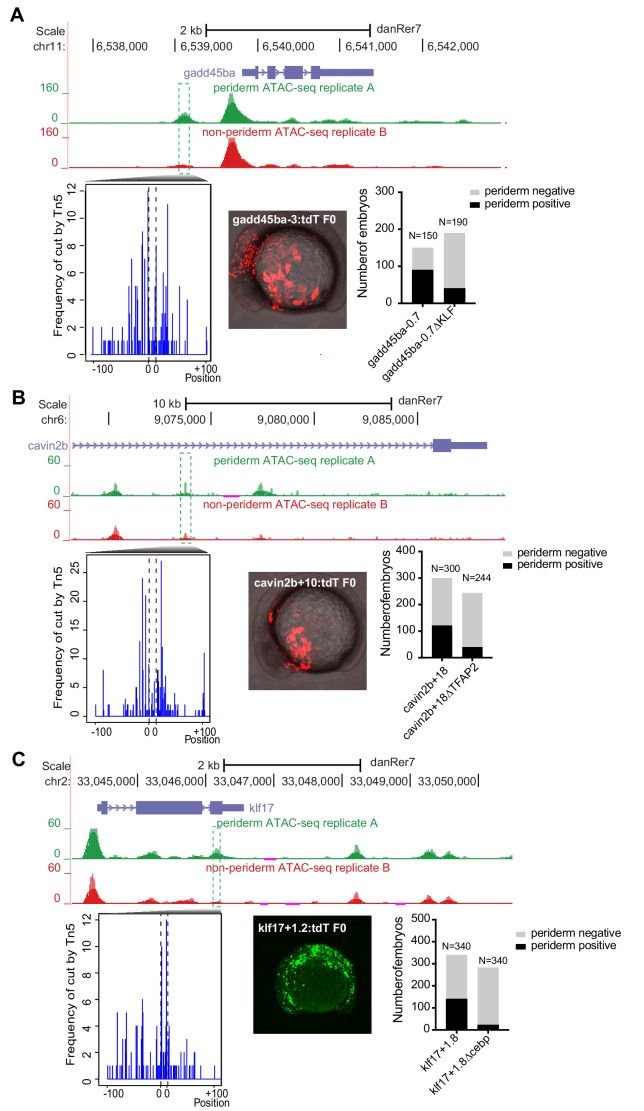
Transient reporter assay of (**A**) gadd45ba-3 with or without KLF motif, (**B**) cavin2b-+18 with or without TFAP2 motif and (**C**) klf17-+1.2 with or without C/EBP motif.

**Figure 2—figure supplement 3.**
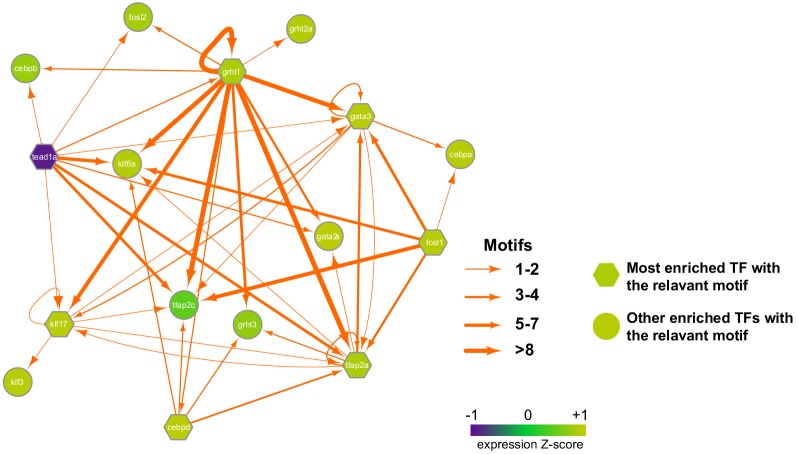
Putative regulatory interactions of major periderm-enriched transcription factors governing transcriptomic state in periderm cells at 4-somite stage. Depending on the expression level in periderm cells (GFP-positive cells) most enriched transcription factors with the relevant motifs are in hexagon while other enriched transcription factors with the relevant motifs are in round. Each TF node is colored according to the normalized expression z-score (related to periderm genes). The thickness of each edge represents the number of motifs located in the all nearby enhancers to each TF (within 100kbp to the transcription start site).

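The 16 transcription factor genes of the network in Figure 2—figure supplement 3 were compared between the populations at the 4-somite stage. Of these, 14 were called as higher in GFP-positive cells, with log2 fold changes from 0.25 (*tfap2c*) to 1.52 (*klf17*). The largest after *klf17* were those of *gata2a* (1.21), *grhl1* (1.01), *gata3* (1.00), *cebpa* (0.98) and *grhl2a* (0.90), with standard errors of 0.06 to 0.16. *cebpd* (0.88), *klf3* (0.75), *fosl2* (0.54), *fosl1a* (0.54), *klf6a* (0.45) and *tfap2a* (0.34) differed less, and with limma on log2(TPM + 1) *tfap2c* was not past the threshold (adjusted p = 0.657). *grhl3* did not pass the threshold, with 7.40 TPM in GFP-positive cells and 7.51 ± 1.67 TPM (SD, n = 3) in GFP-negative cells and an adjusted p of 0.057 from edgeR's quasi-likelihood test. It passed without replicate 3 of the GFP-positive cells (edgeR adjusted p = 0.0117) or without replicate 1 of the GFP-negative cells (edgeR adjusted p = 0.0381), and with limma its log2 fold change turned to -0.003 on log2(TPM + 1) and -0.0003 on log2(TPM + 0.1). *tead1a* was lower in GFP-positive cells, with 77.7 ± 4.42 TPM in GFP-negative cells, a log2 fold change of -0.66 (standard error 0.10, edgeR adjusted p = 4.62e-05).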

**Figure 2—figure supplement 4.**
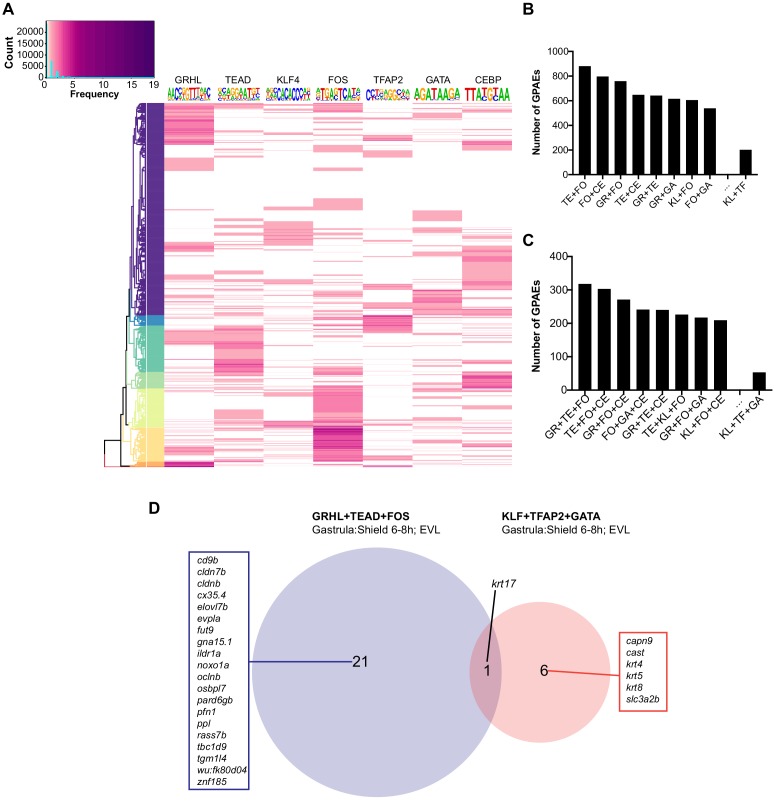
Motif combination in GPAEs. (**A**) Hierarchy clustering for the number of enriched motifs in all GPAEs. ‘Count’ in the color key indicates the sum for different number of each motif ‘frequency’. (**B**) Bar chart for the number of GPAEs with different two-motif combination. (**C**) Bar chart for the number of GPAEs with different three-motif combination. (**D**) Nearest EVL genes (within 100.0 kbp) of the GPAEs with ‘GRHL+TEAD+FOS’ and ‘KLF+TFAP2+GATA’ combination. GR: GRHL, TE: TEAD, FO: FOS, TF: TFAP2, GA: GATA, CE: CEBP, KL: KLF.

We predicted that zGPAE-enriched motifs would be essential for the periderm enhancer activity of zGPAEs. A zGPAE 3 kb downstream of the *cldne* transcriptional start site possesses a GRHL motif but lacks other signature motifs (Figure 2B). ATAC-seq data from GFP-positive cells included fewer TN5-mediated cleavage events within this motif than in flanking DNA, indicating that a transcription factor bound at the motif (Figure 2C; Pique-Regi et al., 2011). We amplified the zGPAE, deleted the motif by site-directed mutagenesis, engineered both the intact and motif-deleted versions into a GFP reporter vector (separately), and injected each into wild-type zebrafish embryos at the 1-cell stage. The periderm enhancer activity of the intact zGPAE was strong and specific at 11 hpf (4-somite stage) (Figure 2D), but that of the GRHL motif-deleted form was weaker (i.e., fewer injected embryos exhibited GFP in the periderm) (Figure 2E,F). Similarly, we identified zGPAEs in which motifs matching the KLF (Figure 2—figure supplement 2A), TFAP2 (Figure 2—figure supplement 2B) and C/EBP (Figure 2—figure supplement 2C) motifs were the only ones detected. In each case this sequence was protected from transposase access and its deletion reduced periderm enhancer reporter activity. Collectively, these assays support the assumption that zGPAE-enriched motifs are transcription factor binding sites essential for the function of periderm enhancers.

We then built a network using the best-match candidate transcription factors as nodes and linked the nodes using their putative target motifs as directional edges (from the regulating factor to its target motif, Figure 2—figure supplement 3). This network model raises additional testable hypotheses, including that GRHL transcription factors regulate expression of the other transcription factors enriched in periderm. Moreover, analyzing the genes associated with zGPAEs that contain specific motifs revealed that although only about 27% of zGPAEs contain a GRHL binding site, more than 70% of genes whose expression is enriched in GFP-positive cells are associated with a zGPAE containing a GRHL site (Figure 2F). This implies that GRHL paralogs contribute to the regulation of most genes expressed in periderm.

To determine if particular combinations of signature motifs are over represented in zGPAEs we counted the numbers of zGPAEs with various two-motif or three-motif combinations (Figure 2—figure supplement 4B and C). While some combinations were present more frequently than others, genes associated with zGPAEs with the most frequent three-motif-combination and those associated with the least frequent three-motif combination both were highly enriched for with the GO term ‘EVL (6–8 hr)'. Interestingly, however, the target genes of these two types of GPAEs rarely overlapped (Figure 2—figure supplement 4D). We also carried out unsupervised hierarchical clustering based on the frequency and combinations of motifs they contained (Figure 2—figure supplement 4A), but did not detect any striking patterns. Presumably distinct motif combinations reflect the deployment of transcription factors to effect expression of the associated genes in the EVL with specific timing, levels, or spatial constraint.

### A gapped k-mer support vector machine classifier trained on zebrafish periderm enhancer candidates

Towards comparing periderm enhancers in zebrafish and mammals, we sought to convert the pattern of enriched binding motifs into a scoring function. To this end we trained a supervised machine-learning classifier called gapped k-mer support vector machine (gkmSVM) on zGPAEs (Ghandi et al., 2014; Figure 3A). The trained classifier consists of a set of weights quantifying the contribution of each possible 10-mer to an element’s membership in a training set. The resulting scoring function quantifies the degree to which a given test sequence resembles the training set (Ghandi et al., 2014). Five-fold cross validation on subsets of zGPAEs reserved from the training set revealed that the gkmSVM trained on zGPAEs had an area under the receiver operating characteristic curve (auROC) of 0.88, and area under the precision-recall curve (auPRC) of 0.87 (Figure 3B). The latter shows we can identify over 50% of all zebrafish enhancers (recall) at a false positive rate of under 10% (precision = 1-false positive rate). These performance measures compare favorably to those of sequence-based classifiers trained on tissue-specific enhancers in other studies (Gorkin et al., 2012; Chen et al., 2018) and support the validity of the parameters we chose to use for identifying zGPAEs.

**Figure 3.**
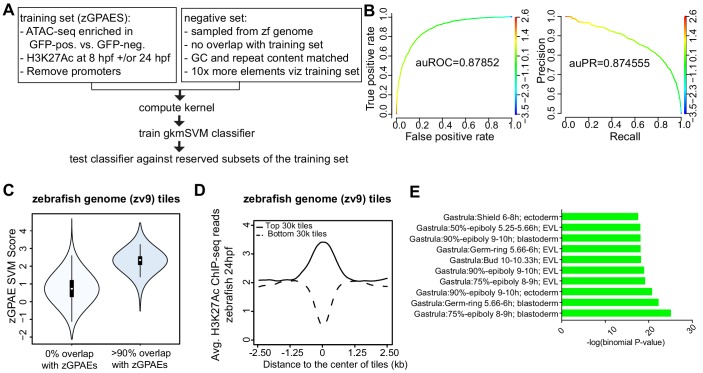
Training a gapped kmer support vector machine (gkmSVM) classifier trained on zGPAEs. (**A**) Pipeline for training and cross-validation of gkmSVM classifier on zebrafish periderm enhancer candidates. (**B**) Receiver Operating Characteristic (ROC) and Precision-Recall (PR) curves using the gkmSVM trained on zGPAEs. au, area under. Color of curves corresponds to SVM scores. (**C**) Violin plots showing SVM scores of zebrafish genome tiles with 0% or at least 90% overlapped with the training set (GPAEs). (**D**) Average H3K27Ac ChIP-seq reads at the 30,000 elements with the highest or lowest scores from the gkmSVM trained on zGPAEs. (**E**) GO enrichment assay for genes associated with the top-scoring tiles 10,000 tilesincluding those that overlap the training set. Figure 3—source data 1.Density plot for H3K27Ac ChIP-seq reads, as plotted in Figure 3D. Figure 3—source data 2.Barchart for GO enrichment assay, as plotted in Figure 3E.

**Figure 3—figure supplement 1.**
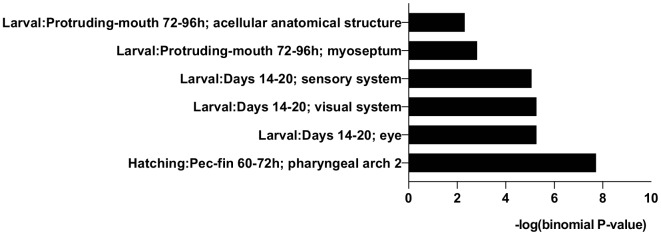
GO enrichment assay of gene expression for the top-scoring 10 K tiles that do not overlap zGPAEs.

The performance measures indicated that the classifier should be able to distinguish elements with periderm enhancer activity based on their sequence. To test this prediction, we partitioned the genome into 400 bp tiles, each overlapping the preceding one by 300 bp, and scored each tile with the classifier. As expected, the average score of the tiles that overlap zGPAEs (i.e., the training set) was higher than that for tiles that do not overlap zGPAEs (Figure 3C). Moreover, the average H3K27Ac signal in 24 hpf embryos at the top scoring 30,000 tiles was higher than in the lowest-scoring 30,000 tiles (Figure 3D). Most importantly, genes associated with the top-scoring 10,000 tiles are enriched for the GO terms ectoderm, EVL, and periderm (Figure 3E), fulfilling our prediction. In addition, average expression of such genes was higher in GFP-positive versus GFP-negative cells in our RNA-seq profiles of these two cell types (p<1.46e-05, Mann-Whitney-Wilcoxon Test). Interestingly, the top-scoring 10,000 tiles that do not overlap zGPAEs are not enriched for GO terms related to EVL (Figure 3—figure supplement 1). Thus, even though the classifier overall has a low false discovery rate, given the large size of the genome there are many high-scoring elements are not periderm enhancers (false positives).

### Zebrafish periderm enhancers share a binding site code with mouse and human periderm enhancers

While tissue-specific enhancers are rarely conserved between mammals and zebrafish (with some exceptions Visel et al., 2008), inter-species reporter tests have shown that they nonetheless can be composed of the same binding site code (Fisher et al., 2006a). Therefore, we predicted that elements of the human genome that receive a high score from the classifier trained on zGPAEs will be enriched for human periderm enhancers. To test this notion, we divided the human genome into 400 bp tiles and scored each tile using the classifier trained on zGPAEs. We identified the top-scoring 0.1% bin of tiles (28,595 tiles) and examined their overlap with active enhancers, defined by ChIP-seq with antibodies to various chromatin-marks, in 125 cell/tissue types evaluated by the Roadmap Epigenomics project (Kundaje et al., 2015). Although periderm was not among the tissues evaluated by this project, top-scoring tiles were enriched within enhancers for several epithelial cell types more so than in other categories of enhancers (Figure 4A). For instance, the average H3K27Ac signal in the top 0.1% tiles was much higher in normal human epidermal keratinocytes (NHEK) than in a transformed lymphocyte cell line (GM12878) (Figure 4B).

**Figure 4.**
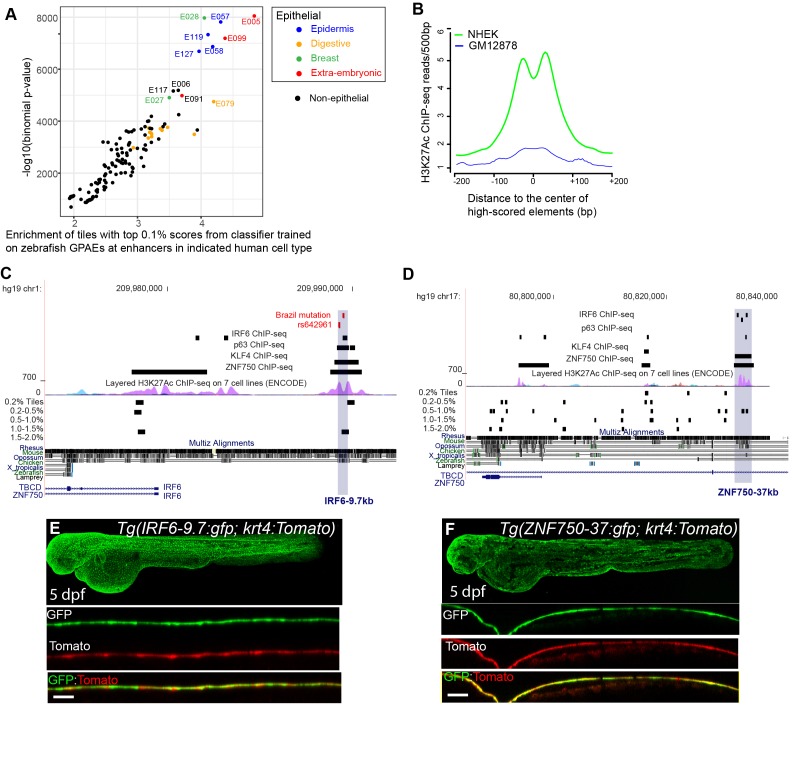
A classifier trained on zGPAEs applied to the human genome. (**A**) Enrichment of human genome tiles that receive a top 0.1% bin score using a zGPAE-trained classifier at enhancers active in the indicated cell type, as revealed by ChIP-seq to chromatin marks in the Roadmap Epigenomics project (Visel et al., 2008). -Such tiles are significantly enriched within a variety of epithelial enhancers. [E05: H1 BMP4 Derived Trophoblast Cultured Cells; E027: Breast Myoepithelial Primary Cells; E028: Breast variant Human Mammary Epithelial Cells; E057, E058: Foreskin Keratinocyte Primary Cells; E079: Esophagus; E091: Placenta; E099: Placenta amnion; E119, Mammary Epithelial Primary Cells (HMEC); E127:NHEK-Epidermal Keratinocyte Primary Cells]. (**B**) Average density of H3K27Ac ChIP-seq signal in NHEK and GM12878 cells (Visel et al., 2008) at top 0.1% tiles using a zGPAE-trained classifier. (**C**) Genome browser view focused on *IRF6-9.7*, also known as IRF6 multispecies conserved sequence 9.7 (MCS9.7) (hg19 chr1:209989050–209989824). A SNP within it, rs642961 (chr1: 209989270), is associated with risk for non-syndromic orofacial cleft. Brazil mutation refers to a rare mutation reported in a patient with Van der Woude syndrome (Fakhouri et al., 2012). This element has peaks of H3K27Ac, IRF6, TP63, and KLF4 ChIP-seq in normal human keratinocytes. Multiz Alignments of 100 vertebrate species shows it is conserved among mammals but not in zebrafishNonetheless it possesses tiles in the top 1.0-1.5% and 0.2% bins using a zGPAE-trained classifier (**D**) Genome browser view focused on *ZNF750-37* (hg19 chr17:80832267–80835105). This element has similar ChIP-seq signature as *IRF6-9.7*, and like it is not overtly conserved to fish but posseses high-scoring tiles using the zGPAE-trained classifier. (**E**) GFP expression pattern of *Tg(IRF6-9.7:gfp; krt4:Tomato)* at five dpf. (**F**) GFP expression pattern of *Tg(ZNF750-37:gfp; krt4:Tomato)* at five dpf. Both of these human non-coding elements have periderm enhancer activity in zebrafish embryos. Figure 4—source data 1.Scatter plot for the enrichment of top scoring human genome tiles, as plotted in Figure 4A. Figure 4—source data 2.Density plot for H3K27Ac ChIP-seq in NHEK and GM12878 cells within the top scoring human genome ties, as plotted in Figure 4B.

**Figure 4—figure supplement 1.**
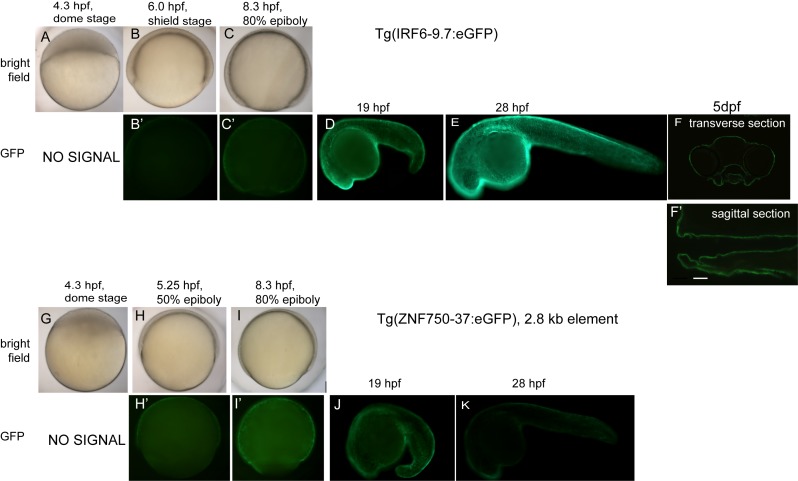
Detailed description of enhancer activity pattern of *Tg(IRF6-9.7:gfp)* and *Tg(ZNF750-37:gfp)*. (**A–K**) Lateral views of (**A–C, G–I**) bright field or (**B’, C’, D, E, H’, I’, J, K**) epifluorescence images of (**A–F**) Tg(IRF6-9.7:gfp) or (**G–K**) Tg(ZNF750-37:eGFP) transgenic zebrafish embryos at the indicated stage. Both strains exhibit GFP expression in the periderm. (**F**) Transverse and (**F’**) sagittal sections Tg(IRF6-9.7:gfp) larvae at 5 dpf showing GFP expression in oral epithelium.

**Figure 4—figure supplement 2.**
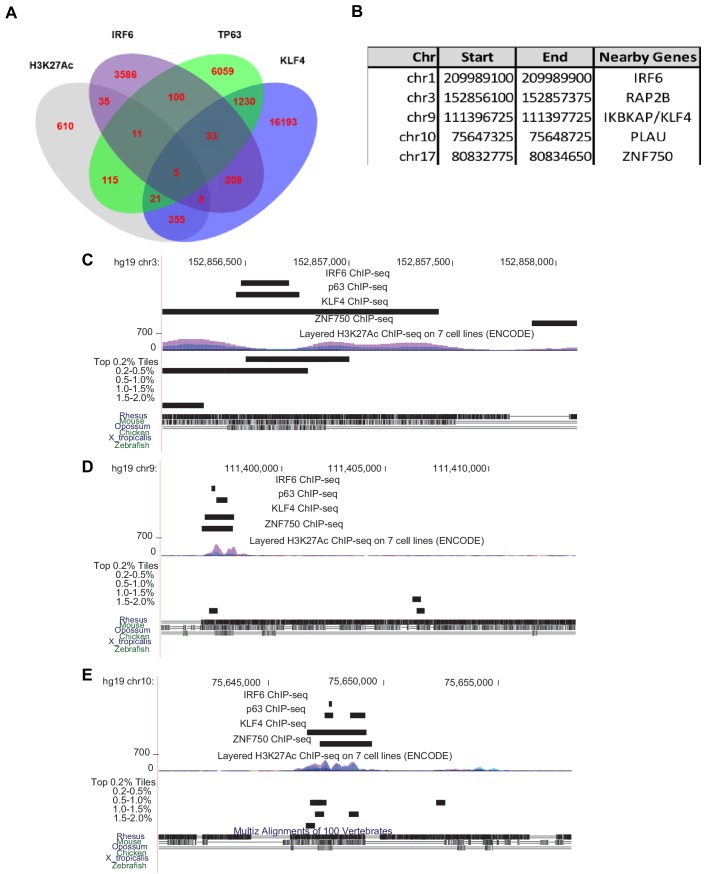
Browser views of all loci with mcs9.7 ChIP-seq features. (**A**) Intersection of TP63, IRF6, KLF4 and H3K27Ac ChIP-seq peaks in human NHEK cells. (**B**) Coordinates for five genomic regions with overlapped TP63, IRF6, KLF4 and H3K27Ac ChIP-seq peaks. (**C–E**) Genome browser view for regions sharing this feature near *RAP2B*, *KLF4*, and *PLAU*.

**Figure 4—figure supplement 3.**
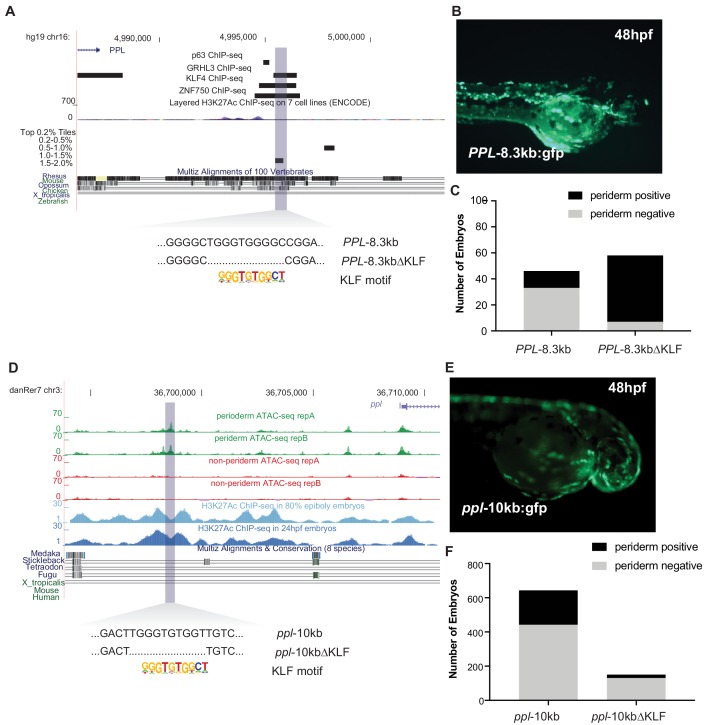
Reporter assay for human and zebrafish *PPL* elements predicted by zebrafish classifier. Transient transgenic reporter assays for enhancer candidates near human PPL and zebrafish ppl. (**A**) Genome browser (hg19) view for PPL -8.3kb. (**B**) Lateral view, anterior to the right, of an embryo at 48 hpf injected at the one cell stage with the PPL-8.3kb:gfp reporter construct. (**C**) Bar chart showing number of embryos with 10 or more GFP-positive periderm cells injected with the indicated construct. PPL-8.3kb:DKLF: in the enhancer element, the motif matching the KLF4 binding site has been deleted. (**D**) Zebrafish genome (danRer 7) browser view for ppl-10kb (**E**) Lateral view, anterior to the right, of an embryo at 48 hpf injected at the one cell stage with the ppl-10kb:gfp reporter construct. (**F**) Bar chart showing number of embryos with 10 or more GFP-positive periderm cells injected with the indicated construct. ppl-810kb:DKLF: in the enhancer element, the motif matching the KLF4 binding site has been deleted.

If top-scoring tiles in the human genome include human periderm enhancers, then the set of genes associated with such tiles should be enriched for those expressed in periderm. While there is no available expression profile of human periderm, a recent single cell-seq analysis of a region in murine embryonic faces reported a cluster of 248 genes co-expressed with the canonical periderm marker *Krt17* (Li et al., 2019). Genes associated with the top-scoring 0.1% bin of tiles are enriched for those in this cluster (hereafter, mouse periderm) (hypergeometric p-value=0.044) (Li et al., 2019). Similarly, the zebrafish orthologs of such genes are expressed, on average, at higher levels in GFP-positive versus GFP-negative cells described above (Wilcoxon rank sum test, p-value=8.371e-06). Finally, we analyzed tiles of the mouse genome using the classifier trained on zGPAEs and found that tiles in the top-scoring 0.1% bin were strongly associated with genes expressed in mouse periderm (Fisher’s Exact test, p=2.2e-16) (Li et al., 2019). These findings suggest periderm enhancers in zebrafish, human and mouse genomes are enriched for the same transcription factor binding sites.

An enhancer 9.7 kb upstream of the human *IRF6* transcription start site (i.e., *IRF6-9.7*) has been shown to drive reporter expression in oral periderm of transgenic mouse embryos (Figure 4C; Fakhouri et al., 2012). This element is of clinical interest as it harbors a mutation that co-segregates with Van der Woude syndrome in a family and that diminishes the periderm-enhancer activity of the element containing it (Fakhouri et al., 2014); it also harbors a single nucleotide polymorphism associated with risk for non-syndromic orofacial clefting (Rahimov et al., 2008). We engineered a 606 bp element within *IRF6-9.7* into the GFP reporter vector and injected it into wild-type embryos. In stable transgenic lines, GFP expression was detectable in the enveloping layer by shield stage (Figure 4—figure supplement 1B–E) and in periderm until at least five dpf (Figure 4E); it was also evident in pharyngeal epithelium at this stage (Figure 4—figure supplement 1F and F'). We created a double-transgenic embryo, harboring a tdTomato reporter whose expression is driven by the *krt4* promoter, and confirmed that tdTomato and GFP expression overlap (Figure 4F). Although *IRF6-9.7* is not overtly conserved to the zebrafish genome (Figure 4C), the part of it tested in mouse and zebrafish reporter assays contains a tile whose score matches the median score of tiles overlapping the training set (Figure 3C), and is in the top-scoring 1.0–1.5% bin of tiles in the human genome (Figure 4C). Interestingly, the highest-scoring tile within the larger enhancer, marked by H3K27Ac in normal human epidermal keratinocytes (NHEK), is in the top-scoring 0.2% bin of tiles (Figure 4C).

We discovered a second periderm enhancer by searching the genome for elements sharing several ChIP-seq features of *IRF6*-9.7; specifically we filtered on strong H3K27Ac signal (ENCODE data) and peaks of IRF6 (Botti et al., 2011), KLF4 (Boxer et al., 2014), and TP63 (Kouwenhoven et al., 2010) binding, all assessed in normal human epidermal keratinocytes (NHEK). There are only five elements in the genome where all of these features converge, and each score in the top 2% bin or higher (Figure 4—figure supplement 2). We focused on one that lies 37 kb upstream of *ZNF750* (*ZNF750-37*) (Figure 4D). Chromatin configuration data indicate it binds to the *ZNF750* promoter in keratinocytes (Rubin et al., 2017). The mouse ortholog of *ZNF750* (i.e., *ZFP750*) is expressed in murine oral epithelium (Richardson et al., 2017), and periderm (Li et al., 2019), and the zebrafish ortholog *znf750* is expressed in EVL (Farrell et al., 2018). We amplified a 2.8 kb element overlapping the H3K27Ac signal from NHEK cells and made stable transgenic reporter fish. In them GFP expression is detectable in the enveloping layer starting at 5.25 hpf (50% epiboly) (Figure 4—figure supplement 1I’) and still visible at five dpf, although with lower intensity than in *Tg(IRF6-9.7:gfp)* transgenic animals at this stage (Figure 4F), consistent with lower expression levels of *znf750* in comparison to *irf6*. The highest scoring tiles in this apparent human periderm enhancer lies in the 0.5–1.0% bin (Figure 4D), supporting our prediction.

We found a third periderm enhancer 8.3 kb upstream of the transcriptional start site of *PPL* (encoding Periplakin) (*PPL-8.3*), whose mouse ortholog is highly expressed in periderm (Li et al., 2019) and contributes to epidermal barrier formation (Sevilla et al., 2007). Referring to ChIP seq experiments in NHEK cells, this element is bound by KLF4, ZNF750, and GRHL3, all transcription factors implicated in differentiation of keratinocytes (reviewed in Klein and Andersen, 2015); it is on the flank of an island of H3K27Ac signal in NHEKs (ENCODE). In transient transgenic reporter assays in zebrafish it is a potent periderm enhancer (Figure 4—figure supplement 3A and B). We also amplified a zGPAEs 10 kb upstream of zebrafish *ppl* (*ppl-10*) (Figure 4—figure supplement 3D and E). Interestingly, deletion of KLF4 binding sites from the human element *PPL-8.3* or from the zebrafish element *ppl-10* strongly diminished the periderm enhancer activity in both cases (Figure 4—figure supplement 3C and F), suggesting that the two enhancers are at least partially functionally conserved. As predicted, the highest scoring tile within *PPL*-8.3 is in the top-scoring 1.5–2% bin.

To determine whether the shared binding sites reflect sequence homology between *ppl-10* and *PPL-8.3*, we performed sequence alignments. We found that a 467 bp core sequence from the zebrafish enhancer (plus-strand) is marginally more identical to a 400 bp core sequence from the human enhancer (plus-strand) relative to several control sequences including: the zebrafish minus-strand (reverse-complement), the non-biological reverse sequence, and non-biological sequences of similar lengths produced by Fisher-Yates shuffling of the plus-strand sequence (see Material and methods, Supplementary file 2a and Supplementary file 2b). Furthermore, three-way alignments of the human and mouse plus-strand sequences with each of the zebrafish test and control sequences indicates that the zebrafish plus-strand engenders a need for a number of null characters (dashes) in the three-way alignments that is almost one standard deviation smaller than the controls (158 insertions versus an average number of insertions of 200.2 +/- 44.1 s.d. amongst minus-strand, reverse, and three Fisher-Yates shuffled sequences of the plus-strand). Last, the Hu_400+ and Zf_467+ pairwise-alignment has more 5 bp-long blocks of perfect identity (five such blocks) relative to all five of the zebrafish controls (average two 5 bp-long blocs). Much of this potentially faint conservation overlies the elements conserved in the mammalian enhancer sequences (Supplementary file 2b). In summary, there is modest but detectable sequence homology between human *PPL-8.3* and zebrafish *ppl-10*.

### Defining sets of enhancers in mouse palate epithelium and a human oral epithelium cell line with ATAC-seq

Given the preceding findings, we reasoned that the gkmSVM classifier trained on the zebrafish periderm enhancers might be able to identify SNPs that disrupt periderm enhancers, and might perform as well as or better than classifiers trained on enhancers from other relevant tissues, such as mouse palate epithelium or a human oral epithelium cell line. To test this prediction, we dissected palate shelves from mouse embryos at embryonic day (E)14.5 and manually removed epithelium, both basal and periderm layers together, after brief incubation in trypsin (Figure 5A). Subsequently we subjected both the palate epithelium and the residual palate mesenchyme to ATAC-seq; there was a strong correlation among peaks in the three replicates (Figure 5—figure supplement 1A). In palate epithelium, we identified elements with more ATAC-seq reads than in palate mesenchyme (i.e., palate epithelium-specific NFRs, listed in Supplementary file 1g and h); these were binned as high- or low-density H3K27Ac signal (6079 and 8177 elements, respectively; listed in Supplementary file 1i) based on H3K27Ac ChIP-seq data from embryonic facial prominences (E14.5, ENCODE database, GEO:GSE82727) (ENCODE Project Consortium, 2012; Figure 5B). In the H3K27Ac^High^ cluster, the average H3K27Ac ChIP-seq signal dipped in the center of the NFR (Figure 5C) as in zGPAEs. The average density of ATAC-seq reads was slightly higher in H3K27Ac^High^ vs. H3K27Ac^Low^ cluster (Figure 5—figure supplement 1B). Genes assigned to H3K27Ac^High^ elements were strongly enriched for the GO term ‘oral epithelium’ (log_10_(binomial-FDR) <75), as were those assigned to H3K27Ac^Low^ elements (log_10_(binomial-FDR) <49) (Figure 5D, Figure 5—figure supplement 1C). Significantly, we found H3K27Ac^High^ cluster elements both near genes expressed at high levels in superficial palate epithelium (palate periderm) (e.g., *Krt17*, Figure 5E) and near those expressed in basal palate epithelium (e.g., *Krt14,* Figure 5—figure supplement 1D), showing that the isolated epithelium contained both of these layers. We also observed mesenchyme-specific NFRs in the H3K27Ac^High^ cluster near genes whose expression is high in mesenchyme (e.g., *Runx2*, Figure 5F), and shared NFRs in the H3K27Ac^High^ cluster near genes expressed in both (e.g., *Klf4*, Figure 5—figure supplement 1E). Elements in the H3K27Ac^High^ cluster that do not overlap transcription start sites were named mouse palate epithelium active enhancers (mPEAEs) (Supplementary file 1i). HOMER revealed 18 short sequences for which mPEAEs are enriched and that are present in at least 5% of them (Figure 5G). Of note, six were predicted to be bound by transcription factors also predicted to bind one of the 11 zGPAE signature motifs (Figure 5G, bold text), suggesting epithelial enhancers in vertebrates share a set of core transcription factors.

**Figure 5.**
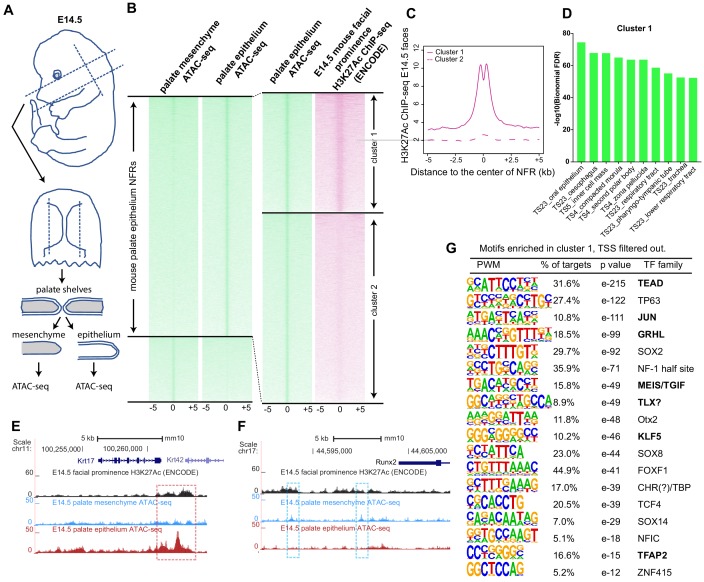
Identification of mouse embryonic palatal epithelium-specific active enhancers. (**A**) Workflow of ATAC-seq in epithelium and mesenchyme cells isolated from palate shelves dissected from E14.5 embryos. (**B**) Heatmap plots of ATAC-seq and E14.5 mouse facial prominence H3K27Ac ChIP-seq (Klein and Andersen, 2015) in tissue-specific NFRs. (**C**) Plot of average density of H3K27Ac ChIP-seq signal, showing higher signal at cluster 1 elements than cluster 2 elements. (**D**) GO enrichment (MGI mouse gene expression pattern) of genes associated with cluster 1 elements. (**E** and **F**) UCSC Genome browser views of the mouse genome (mm10 build) showing the ATAC-seq and H3K27Ac ChIP-seq signals near the *Krt17* and *Runx2* genes. Red box, an example of a mouse palate-epithelium active enhancer (mPEAE). Blue boxes, examples of mouse palate mesenchyme active enhancers (mPMAEs). (**G**) Motifs enriched in cluster 1 of E14.5 palate-epithelium specific NFRs with elements overlying transcription start sites removed (i.e., mPEAEs). Motifs shared with zGPAEs are in bold. Figure 5—source data 1.Density plot for H3K27Ac ChIP-seq in two clusters, as plotted in Figure 5C. Figure 5—source data 2.Barchart for GO enrichment, as plotted in Figure 5D.

**Figure 5—figure supplement 1.**
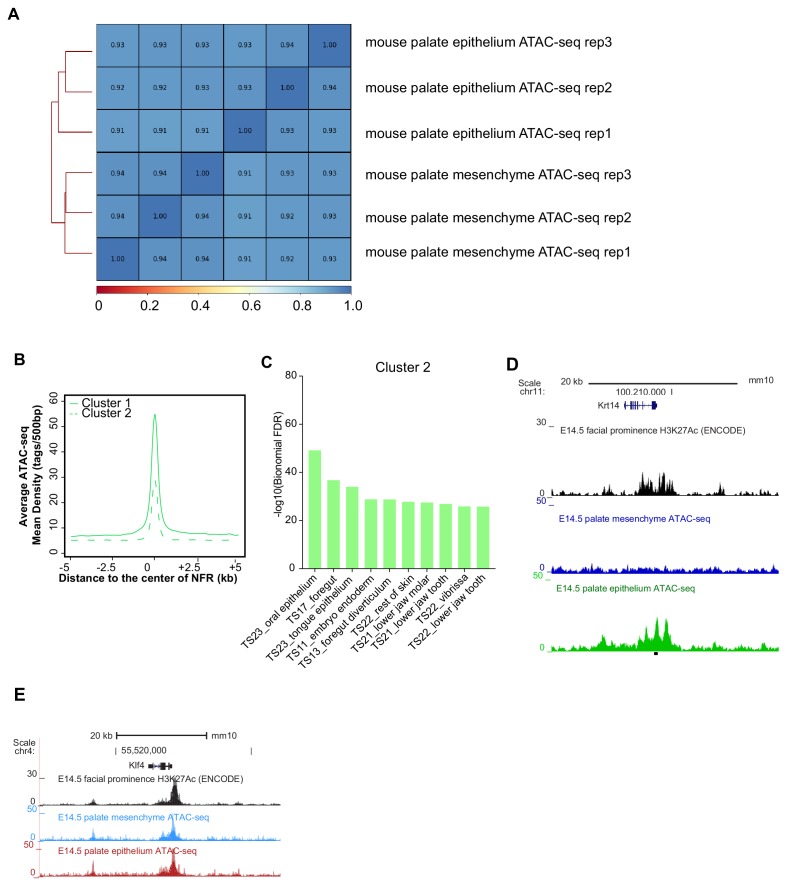
Concordance of replicates of mouse embryonic palatal epithelium ATAC-seq. (**A**) Correlation of three biological replicates of E14.5 mouse palate epithelium and mesenchyme ATAC-seq results. (**B**) ATAC-seq density plot of different clusters of E14.5 mouse palate epithelium specific NFRs. (**C**) GO enrichment (MGI mouse gene expression pattern) of genes associated with cluster 2 elements. (**D** and **E**) UCSC Genome browser view showing the ATAC-seq and H3K27Ac ChIP-seq signals in *Krt14* and *Klf4* locus.

**Figure 5—figure supplement 2.**
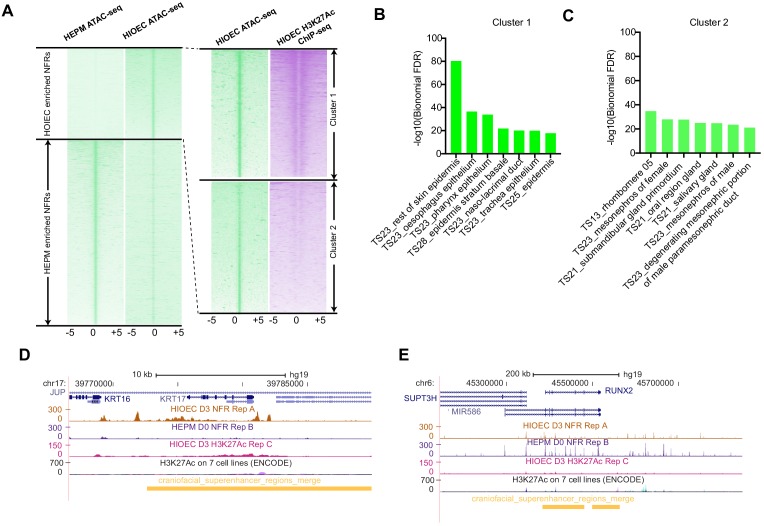
Summary of ATAC-seq in HIOEC and HEPM cells. (**A**) Heatmap plots of ATAC-seq of HIOEC- and HEPM-specific NFRs. (**B**). GO enrichment for the genes near cluster 1 of HIOEC-specific NFRs. (**C**). GO enrichment for the genes near cluster 2 of HIOEC-specific NFRs. (**D and E**) UCSC Genome browser tracks showing the HIOEC and HEPM ATAC-seq and NHEK H3K27Ac ChIP-seq signals in *IRF6* (**D**) and *RUNX2* (**E**) locus.

**Figure 5—figure supplement 3.**
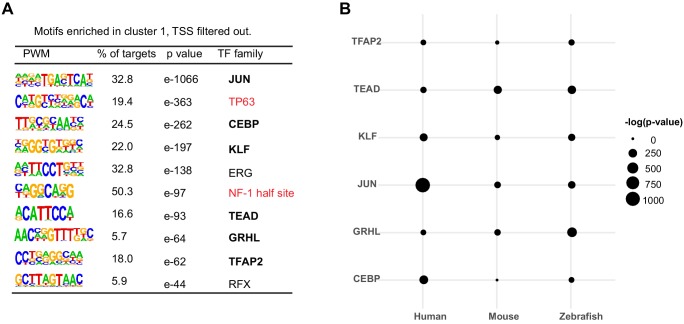
Motifs enriched in hOEAEs and shared among zGPAEs, mPEAEs and hOEAEs. (**A**) Motifs enriched in hOEAEs. Bold, shared motifs enriched in all three epithelial tissues. (**B**) The significance of enrichment of each of the shared motifs among hOEAEs, mPEAEs and zPEAEs.

Similarly, we carried out ATAC-seq, and H3K27Ac ChIP-seq on human immortalized oral epithelial cells (HIOEC) induced to differentiate by incubation in calcium. For comparison, we also carried out ATAC-seq on the human embryonic palate mesenchyme (HEPM) cell line . Focusing on ATAC-seq peaks that concorded among three replicates in each cell type, 31,296 NFRs present in HIOEC cells were absent in HEPM cells (Supplementary file 1j). Among such HIOEC-specific peaks, 15,972 overlapped (or were flanked by) H3K27Ac peaks called in two or more of the three replicates (cluster 1) (Figure 5—figure supplement 2A; listed in Supplementary file 1k) while 15,324 peaks neither overlapped nor were flanked (within 1500 bp) by H3K27Ac peaks (cluster 2). GO term enrichment revealed that genes associated with cluster 1 HIOEC-specific peaks were enriched for epithelial structure (Figure 5—figure supplement 2B), while cluster 2 did not exhibit such enrichment (Figure 5—figure supplement 2C). For instance, the *KRT17* gene is expressed in human epithelia, and chromatin regions within this locus were specifically open in HIOEC cells and overlapped with a human embryonic craniofacial super enhancer (Figure 5—figure supplement 2D). By contrast, chromatin regions within the *RUNX2* locus were specifically open in HEPM cells (Figure 5—figure supplement 2E). From cluster 1 we filtered out elements containing transcription start sites, and named the remaining subset human oral-epithelium active enhancers (hOEAEs). They were enriched for a set of binding sites, such as TEAD, JUN, C/EBP, GRHL and TFAP2; among these several were shared with zGPAEs and mPEAEs (Figure 5—figure supplement 3).

### Ranking OFC-associated SNPs using classifiers trained on zGPAEs, mPEAEs, and hOEAEs

Next, we used the classifiers trained on zGPAEs, mPEAEs, and hOEAEs to predict which single nucleotide polymorphisms (SNPs) associated with risk for orofacial cleft near the *KRT18* gene are most likely to disrupt an enhancer of the type upon which the classifier was trained. Revisiting our previously published GWAS data (Leslie et al., 2017), including imputed SNPs, we found 14 SNPs with at least suggestive p-values for association to risk for orofacial clefting (OFC) (p<1e-5) and in strong linkage disequilibrium with the lead SNP at this locus (i.e., SNPs 1–14) (SNP labels and p-values, Supplementary file 1j; Figure 6A). Functional SNPs are predicted to a) lie in enhancers active in a relevant tissue and b) have allele-specific effects on enhancer activity. To determine which SNPs lie in enhancers we evaluated published chromatin-state data from human embryonic faces (Wilderman et al., 2018) and 111 cell types characterized by the Roadmap Epigenomics project (Kundaje et al., 2015). Interestingly just three of the SNPs, i.e., SNP1, SNP2, and SNP13, lie in chromatin predicted to be active in one or more of these tissues while the others lay in relatively inert chromatin (Figures 6B, 9 representative Roadmap cell lines are shown). Using the classifier trained on zGPAEs, we calculated deltaSVM scores of the 14 SNPs, and for comparison, of 1000 additional SNPs within 100 kb (Figure 6C and D). The deltaSVM scores for most of the OFC-risk-associated SNPs were within one standard deviation of the median score of 1000 SNPs. By contrast, the deltaSVM score of SNP2 lower than that of 998 of 1000 randomly selected SNPs, and thus was an outlier (Bonferroni corrected p value = 0.028) (Figure 6C and D). Interestingly, SNP2 also had the strongest negative deltaSVM of all the OFC-risk-associated SNPs when the classifier was trained on mPEAEs or on hOEAEs, although in neither case were the deltaSVM values significant outliers in comparison to those of the 1000 randomly-selected SNPs (SNP2, Bonferroni corrected p values of 0.126 and 0.238, respectively) (Supplementary file 3b-e). Because *KRT18* is not expressed in palate mesenchyme, we used the classifier trained on mouse palate mesenchyme active elements (mPEAEs) as a negative control. As expected the deltaSVM for SNP2 was unremarkable (within the middle 50% of scores of 1000 SNPs) (Figure 6D and Supplementary file 3b-e). In conclusion, as DeltaSVM indicates that the risk-variant of SNP2 significantly lessens the periderm-enhancer score of the element containing it, SNP2 is the top-candidate for a functional SNP at this locus.

**Figure 6.**
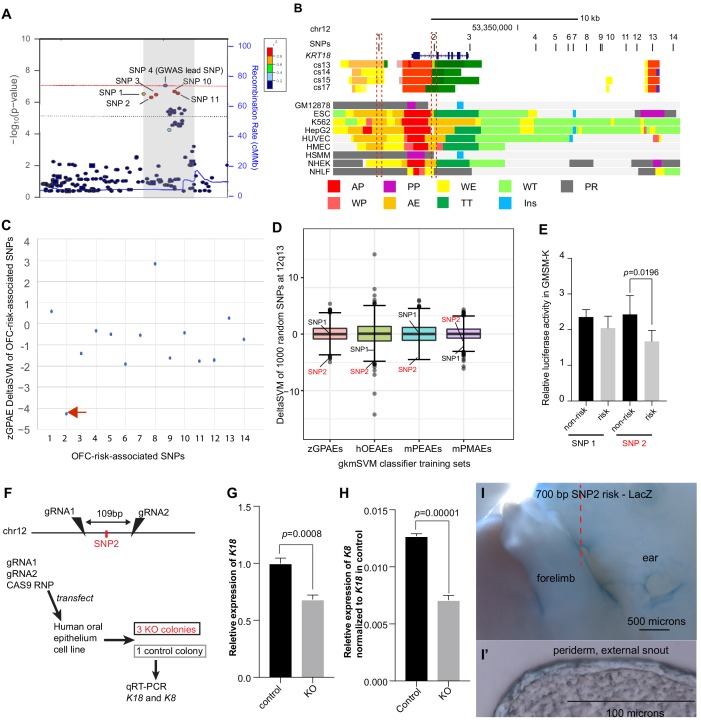
Use of a classifier trained on zGPAEs to prioritize orofacial clefting (OFC)-associated SNPs near *KRT18* for functional tests . (**A**) Regional plot showing OFC-risk-associated single nucleotide polymorphism (SNPs) near *KRT18* from this study. SNP4 is the lead SNP from our meta-analysis of OFC GWAS (Leslie et al., 2017). (**B**) Browser view of the human genome, hg19, focused on this locus. Tracks: SNPs: OFC-risk-associated SNPs. SNP1: rs11170342, SNP2: rs2070875, SNP3: rs3741442, SNP4: rs11170344, SNP5: rs7299694, SNP6: rs6580920, SNP7: rs4503623, SNP8: rs2363635, SNP9: rs2682339, SNP10: rs111680692, SNP11: rs2363632, SNP12: rs4919749, SNP13: rs2638522, SNP14: rs9634243. Color coded bars: Chromatin status (color code explained in key), revealed by ChIP-seq to various chromatin marks. Cs13-cs17, facial explants from human embryos at Carnegie stage (cs) 13–17, encompassing the time when palate shelves fuse (Wilderman et al., 2018). Roadmap Epigenomics Project cell lines (Visel et al., 2008): GM12878, B-cell derived cell line; ESC, Embryonic stem cells; K562, myelogenous leukemia; HepG2, liver cancer; HUVEC, Human *umbilical vein endothelial cells*; HMEC, human mammary epithelial cells; HSMM, human skeletal muscle myoblasts; NHEK, normal human epidermal keratinocytes; NHLF, normal human lung fibroblasts. AP, active promoter; WP, weak promoter; PP, poised promoter; AE, active enhancer; WE, weak enhancer; TT, transcriptional transition; WT, weakly transcribed; Ins, insulator; PR, polycomb-repressed. (**C**) deltaSVM scores predicted by zGPAEs-derived classifier for the 14 OFC associated SNPs near *KRT18*. (**D**) Box and whisker plots of deltaSVM scores of 1000 randomly-selected SNPs near KRT18, scored by classifiers trained by zGPAEs (zebrafish periderm active enhancers), hOEAEs (human oral epithelium active enhancers), mPEAEs (mouse palatal epithelium active enhancers) and mPMAEs (mouse palatal mesenchyme active enhancers). The line is the median scoring SNP, the box contains the middle-scoring two quartiles, and the whisker represent the top and lower quartiles. Dots are outliers. deltaSVM scores for SNP1 and SNP2 are indicated. Number out of 1000 randomly selected SNPs with a lower deltaSVM than SNP2 with classifier trained on zGPAEs, 2; on mPEAEs, 9; on hOEAEs, 17; on mPMAEs, 186. (**E**) Dual luciferase assay for non-risk and risk alleles of rs11170342 (SNP1) and rs2070875 (SNP2) in GMSM-K cells. (**F**) Schematic diagram showing the workflow of generating GMSM-K cell colonies with 109 bp flanking SNP2 deleted by CRISPR-Cas9. (**G,H**) qRT-PCR showing relative RNA expression of *KRT18* (**G**) and *KRT8* (**H**) in three homozygous knockout colonies (KO) and one isolated wild-type colony (Control) of GMSM-K cell lines. (**I**) Lateral view of transgenic mice LacZ reporter assay for the 700 bp DNA fragment overlapping SNP2. (**I’**) Section of the facial prominence from I (red circled region). Figure 6—source data 1.Barchart for relative dual luciferase activity in GMSM-K cells, as plotted in Figure 6E. Figure 6—source data 2.Barchart for relative gene expression of *K18* and *K8* in GMSM-K cells, as plotted in Figure 6G and H.

**Figure 6—figure supplement 1.**
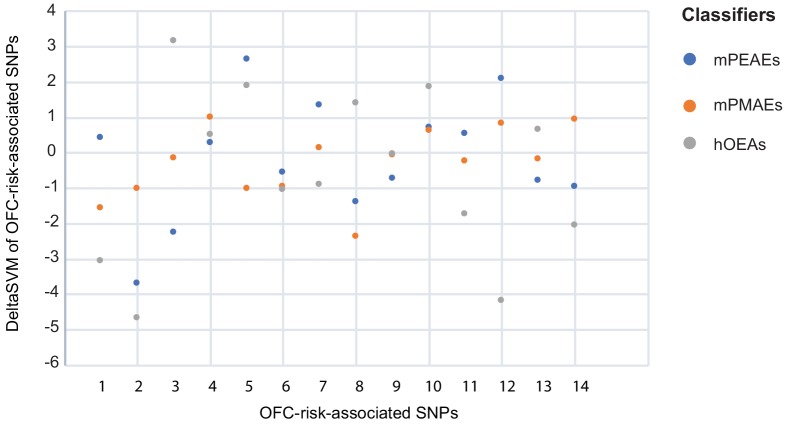
Dot plot of deltaSVM scores for each SNP calculated with classifiers trained on the indicated set of enhancer candidates.

**Figure 6—figure supplement 2.**
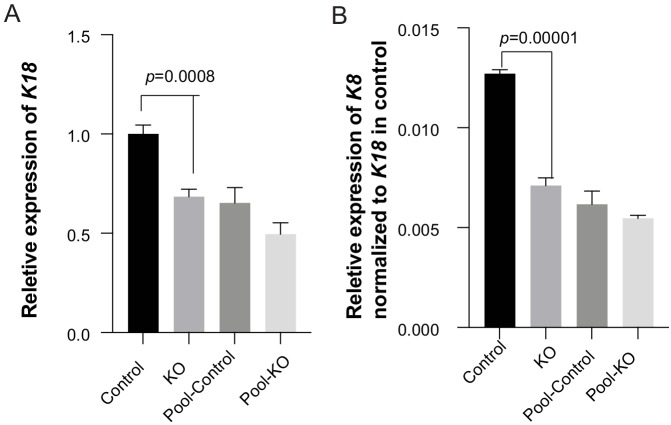
Bargraphs showing relative RNA expression of K18 (**A**) and K8 (**B**) in GMSM-K cells. KO: three homozygous knockout colonies; Control: one isolated wildtype colony; Pool-control: pool of GMSM-K cells transfected with two gRNAs only; Pool-KO: Pool of GMSM-K cells transfected with two gRNA along with Cas9 RNP.

**Figure 6—figure supplement 3.**
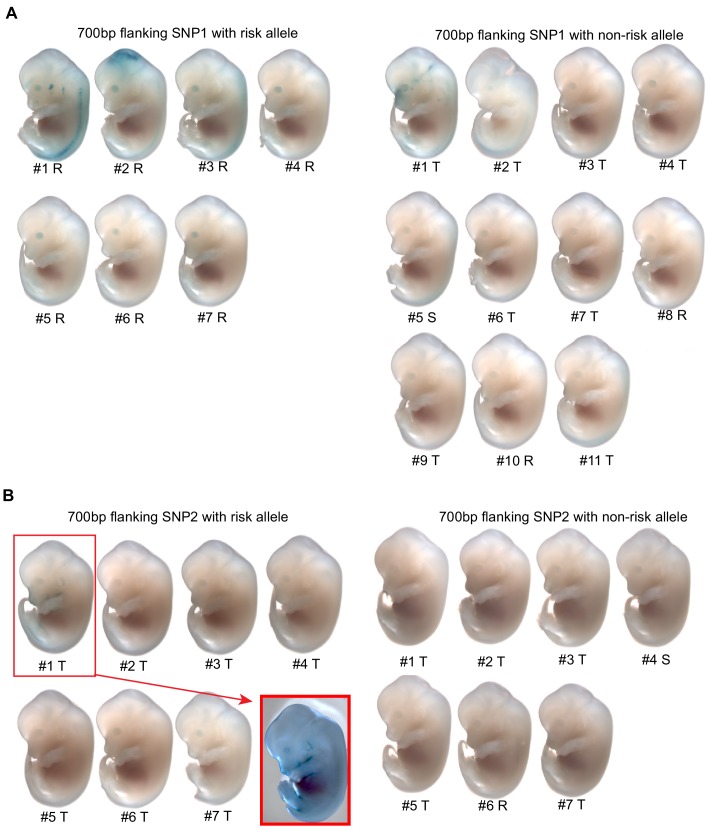
Lateral views of all wild-type mouse embryos for *LacZ* reporter assay. (**A**) Embryos injected with a reporter construct built from a 701 bp element centered on SNP1, harboring the risk or non-risk allele as indicated. The large majority of embryos with SNP1 constructs, of either allele, were not blue, and no two blue embryos showed the same pattern. R-random integration, see below. No further copy number analysis was carried out. (**B**) Embryos injected with a reporter construct built from a 700 bp element centered on SNP2, harboring the risk or non-risk allele as indicated. Using the genomic DNA isolated from each embryo, PCR was carried out to determine if the reporter construct was present at all, and whether it was (S - single) present at the safe harbor locus in a single copy, (T - tandem), present at the safe harbor locus in more than one copy, or (R-random) was detectable but absent from the safe harbor locus, suggesting it integrated randomly into the genome (Kvon et al., 2020). One embryo (number 1, boxed) injected with a SNP2 construct (risk-allele) showed reporter activity in the periderm, as predicted. Quantitative PCR indicated this embryo had 8–10 copies of the reporter construct while the other T embryos had 2 copies.

### Reporter assays in human oral epithelium cells support SNP2 being functional variant

Previously, upon training a gkmSVM classifier on melanocyte enhancers, the deltaSVM scores of SNPs within known melanocyte enhancers were found to correlate with the observed differences in reporter activity between t enhancer constructs tested in a melanocyte cell line (Lee et al., 2015). Therefore we predicted that, similarly, upon training a classifier on zGPAEs, mPEAEs, or hOEAEs, deltaSVM scores of SNPs within known epithelium enhancers would correlate with the differences in reporter activity between risk and non-risk constructs tested in a human basal oral keratinocyte cell line. Of the 14 OFC-risk associated SNPs at this locus, only SNP1 and SNP2 lie in chromatin marked as an active enhancer in normal human epidermal keratinocytes (NHEK) cells, which we predict are similar to oral keratinocytes (Figure 6B). SNP1 has a neutral deltaSVM when the classifier was trained on zGPAEs or mPEAEs (Figure 6C and D and Figure 6—figure supplement 1) and a deltaSVM of −3, in the lowest quartile of 1000 SNPs, when the trained on hOEAEs (Figure 6D and Figure 6—figure supplement 1). As mentioned above, SNP2 had a strongly negative deltaSVM with the classifier trained on zGPAEs, mPEAEs, and hOEAEs (Figure 6C and D). We amplified 700-base-pair elements centered on each SNP, engineered them to harbor either the risk-associated or non-risk associated allele of the SNP, introduced them (separately) into a luciferase-based reporter vector (with a basal SV40 promoter), and transfected these constructs into GMSM-K basal oral epithelium cells (Gilchrist et al., 2000). Both elements drove luciferase levels above background, suggesting that both SNPs lie in enhancers active in oral keratinocytes. SNP2 but not SNP1 had significant allele-specific effects on this enhancer activity, with the risk-associated variant driving lower reporter activity than the non-risk variant (Figure 6E). Thus, for these two SNPs, the deltaSVM scores and reporter effects were correlated, and SNP2 was further supported as being functional.

We next tested the prediction that the enhancer in which SNP2 lies regulates expression of *KRT8* and/or *KRT18*. We transfected GMSM-K cells with Cas9 ribonucleotide protein (RNP) and, in experimental cells, with two gRNAs targeting sites separated by 109 bp and on either side of SNP2, or, in control cells, with a non-targeting gRNA. Two days post-transfection, quantitative RT-PCR on RNA harvested from the pools of cells revealed that *KRT18* mRNA, and at lower levels, *KRT8*, could be detected in control cells, and that levels of both transcripts trended lower in experimental cells (Figure 6—figure supplement 2). We isolated single-cells and expanded clones from both the control and experimental cells. Among the latter, we used PCR and sequencing to identify three independent clones that were homozygous for a 109 bp deletion between the two gRNA target sites. The average expression level of *KRT18* and *KRT8* in these three colonies was lower than in a single colony we isolated from the control cells (Figure 6G,H). These results support the notion that the region containing SNP2 is an enhancer driving expression of *KRT8* and *KRT18* in human oral epithelial cells.

*KRT18* is expressed in many epithelia other than periderm, including trophectoderm (Foshay and Gallicano, 2009), embryonic surface ectoderm (McGowan and Coulombe, 1998; Tadeu and Horsley, 2013), oral epithelia (whether basal or superficial layer not reported) (Gong et al., 2005), embryonic cornea (Gong et al., 2005), gonad (Appert et al., 1998), bladder (Erman et al., 2006), choroid plexus (Diez-Roux et al., 2011) and others. To test the prediction that SNP2 lies in a periderm enhancer, we engineered a 700 bp element centered on SNP2, and harboring either the risk or non-risk allele of it, into the GFP reporter vector. We similarly engineered two GFP reporter constructs from 700 bp elements centered on SNP1 with risk or non-risk alleles of it. Unexpectedly, in zebrafish embryos injected with these constructs and monitored up until 4 days post fertilization, we detected very little GFP expression and no consistent pattern of it (N > 100 embryos each construct). This implies either these elements do not function as enhancers in zebrafish embryos, or they do not interact efficiently with the basal promoter in the vector. We considered the possibility that, against our prediction, the elements are enhancers in mammals but not in zebrafish. We engineered all four elements (separately) into reporter vectors with a minimal *Shh* promoter and the *LacZ* gene and carried out transgenic reporter assays in F0 mouse embryos using site-directed transgene integration (Kvon et al., 2020). Across 18 transgenic embryos injected with SNP1 element, 11 with the non-risk allele, seven with the risk allele, we did not observe reproducible reporter expression, defined as expression in the same anatomical structure in at least two embryos injected with the same construct, and the majority of transgenic embryos did not show any reporter staining (Figure 6—figure supplement 3A). Similarly, in 14 transgenic embryos injected with SNP2 element, seven with each allele, we did not observe reproducible reporter expression, and most showed none at all (Figure 6—figure supplement 3B). These results indicate that the elements centered on SNP1 and on SNP2, at least when paired with the basal *Shh* promoter and integrated at this locus, do not reproducibly drive high level reporter activity.

Interestingly, however, a single embryo transgenic for the risk allele of the SNP2 element exhibited mild reporter expression in the periderm of the face and limbs (Figure 6I,I’, and Figure 6—figure supplement 3B). We hypothesized that this embryo had a higher copy number of the reporter vector than the other embryos. PCR analysis confirmed that this embryo carried 8 copies of the reporter constructs, whereas all other embryos transgenic for SNP2 carried only two copies. This result is consistent with the the prediction that SNP2 lies in a periderm enhancer .

### Allele-specific effects of SNP1 and SNP2 transcription factor binding sites

We used JASPAR to assess the transcription factor consensus binding sites in 19 bp windows centered on SNP1 (rs11170342) or SNP2 (rs2070875). The risk allele of SNP1 strongly reduced the score of Plagl1 and Spz1 sites, and created high-scoring sites for SP4/8/9 and KLF14/15. The risk allele of SNP2 strongly reduced the score of SNAI1/2, NFATC1/2/4, and SIX1/2 sites, and created high-scoring sites for HNF4A/G and NR2F1 (Supplementary file 3f). Interestingly, Snai2 is expressed in mouse palate epithelium, and Snai1/Snai2 double mutants exhibit abnormal migration of periderm at medial edge palate epithelium (Murray et al., 2007).

## Discussion

Here we undertook an analysis of zebrafish periderm enhancers with two objectives relevant to the genetic underpinnings of orofacial clefting. The first was to learn more about the gene regulatory network (GRN) governing periderm differentiation. Already, the human orthologs of four known elements of this GRN, Irf6, Grhl3, Klf17, and simple epithelium keratins, are implicated in risk for non-syndromic orofacial clefting. Therefore, the orthologs of additional members of this GRN, in particular genes at hubs of the network, are candidates to harbor the mutations that constitute the missing heritability for orofacial clefting. The second objective was to use zebrafish periderm enhancers to train a classifier with which to prioritize SNPs in non-coding DNA for their likelihood of disrupting periderm enhancers. Until recently, identifying enhancers of a given specificity has required testing enhancers individually in reporter assays. Chromatin mark ChIP-seq, and ATAC-seq, which requires fewer cells, have permitted the identification of candidate enhancers in a specific tissue or cell type in large numbers (Quillien et al., 2017; Wilkerson et al., 2019). However, there is currently no cell line model of human palate periderm. Periderm cells could be isolated from murine embryonic palate shelves using fluorescence-activated cell sorting (FACS) and the *Krt17*-GFP transgenic mouse line (McGowan and Coulombe, 1998). However, the zebrafish periderm is far more accessible. While tissue-specific enhancers are rarely strongly conserved between fish and mammals, the faithful performance of tissue-specific enhancers near the human *RET* gene in zebrafish transgenic reporter assays implied that, at least in some cases, enhancers specific for a given tissue are composed of the same transcription factor binding sites in the two clades (Fisher et al., 2006a). Ultimately we met both of these objectives.

To identify a set of enhancers active in zebrafish periderm we sorted GFP-positive and GFP-negative cells from *Tg(krt4:gfp)* transgenic embryos at 11 hpf and performed ATAC-seq on both populations. About 5% of all ATAC-seq positive elements had at least 2-fold more ATAC-seq reads in GFP-positive cells. For comparison, ATAC-seq on GFP-positive and GFP-negative cells sorted from *Tg(fli1:gfp)* zebrafish embryos at 24 hpf (Quillien et al., 2017), or pro-sensory cells sorted from cochlear ducts in *sox2-EGFP* transgenic mice (Wilkerson et al., 2019), revealed about 9% and 15%, respectively, of all ATAC-seq elements to have greater read depth in GFP -positive cells. The difference in the fraction of tissue-specific elements may simply reflect differences in the fold-change-in-ATAC-seq-reads filter applied to such elements. Less than half of the NFRs enriched in GFP-positive cells were marked by H3K27Ac in whole embryo lysates from near the same stage (Bogdanovic et al., 2012). This observation is consistent with other studies showing the correlation between nucleosome-free status and H3K27Ac signal it is not absolute; for instance, inactive enhancers can be nucleosome free (Iwafuchi-Doi et al., 2016). Genes flanking elements meeting both criteria are strongly enriched for those expressed in periderm. Genes flanking elements meeting only the first criterion (more ATAC-seq reads in GFP-positive cells than GFP-negative cells) were similarly enriched, but to a lesser degree. Periderm-specific NFRs lacking H3K27Ac at 8hpf or 24 hpf but associated with genes expressed in periderm may be enhancers that are active at another stage; consistent with the existence of such elements, a recent study shows the expression profile in zebrafish periderm changes over time (Cokus et al., 2019). Further, 10 of 10 tested elements meeting both criteria and proximal to genes known to be highly and specifically expressed in periderm functioned as periderm enhancers in zebrafish reporter assays. Together these findings support our conclusion that elements with more ATAC-seq reads in GFP-positive versus GFP-negative cells sorted from *Tg(krt4:gfp)* embryos at 11 hpf, and marked with H3K27Ac at 8 hpf and or at 24 hpf, have periderm enhancer (or promoter) activity in embryos at these stages.

Assessment of transcription-factor binding sites enriched in ATAC-seq peaks can yield insights into transcriptional regulatory networks (Lowe et al., 2019; Miraldi et al., 2019), and did so here for the periderm GRN. First, transcription factors known to bind motifs enriched in the zebrafish periderm enhancer candidates include those previously implicated in periderm development, like Irf6, Grhl3 and Klf17, and novel ones, including C/ebp, Fosl, Gata3 and Tead. Interestingly, orthologs (or, in the case of Klf17, the paralog, Klf4) of each these transcription factors are necessary for mammalian skin development, showing the similarity of the relevant GRNs (e.g., GRHL [Gordon et al., 2014; Nishino et al., 2017],TEAD-YAP (Elbediwy et al., 2016), FOS-JUN/AP-1 (Uluçkan et al., 2015), KLF4 (Segre et al., 1999), TFAP2 (Leask et al., 1991), GATA6 (Yang et al., 2002), C/EBP (Sato et al., 2012), ETS1 (Chin et al., 2013; Nagarajan et al., 2010), IRF6 [Ingraham et al., 2006]). A role for Tead family members in periderm development is supported by the observation that a loss of function mutation in *yap*, encoding a cofactor of Tead, disrupts periderm development in medaka (Porazinski et al., 2015). Knowledge of the key elements of the periderm GRN may help in prioritizing variants that are discovered in patients with orofacial clefting through whole exome or whole genome analyses. Second, whereas Irf6 sites are found in just 5% of enhancer candidates, Grhl sites are present in most. This implies that although both of these transcription factor families are essential for periderm development, Grhl proteins function much more broadly than their Irf6 counterparts. Third, the Irf6 binding site was enriched to a greater extent in the enhancer candidates that were associated with more anti-H3K27Ac ChIP-seq reads at 8 hour post fertilization (hpf) than at 11 hpf. This implies that Irf6 acts early in the GRN; the notion that Irf6 activates a periderm program and is then no longer necessary is consistent with the fact that zygotic *irf6* mutants are viable (Li et al., 2017). Finally, the zGPAEs associated with genes encoding candidate members of the GRN contain the binding sites for other such members, implying that mutual cross-regulation of these transcription factor is extensive. While direct connections inferred in this way await confirmation by ChIP-seq or CUT&RUN, cross-regulation among members of a given GRN layer is a common feature in development (Davidson, 2009). Of note, ATAC-seq data can be combined with RNA-seq data to yield models of transcriptional regulatory networks that approach the more difficult-to-achieve network models achieved with ChIP-seq and transcription-factor knockout studies (Miraldi et al., 2019).

Next, we applied machine-learning classifier to zebrafish periderm enhancer candidates and used it to test the prediction that zebrafish periderm enhancers are enriched for the same sequence motifs as their mammalian counterparts. While gapped kmer support vector machine classifier was the top-performing algorithm at the time we began the study, others are available now that may function better in some circumstances (Liu et al., 2017b). The trained classifier had a low false positive rate and auROC and auPR curves comparable to those in similar published studies (Gorkin et al., 2012; Chen et al., 2018). We applied gkmSVM to tiles of the zebrafish genome. Plotting the average score of tiles overlapping the training set and that of those that do not was useful in conveying the potential of this tool to distinguish periderm enhancers based on sequence alone. On average tiles overlapping biochemically-predicted periderm enhancers (i.e., zGPAEs) have higher scores than those that do not, but plots of these two distributions overlap, indicating that a high score is not a guarantee that an element is a periderm enhancer. We also applied the classifier to the human genome and discovered that enhancers in various epithelial cell types are enriched for high-scoring tilesmore so than other classes of enhancers. This suggests that epithelial enhancers are similarly constructed in these vertebrate organisms. In some cases, high-scoring tiles in the human genome may be orthologs of zebrafish periderm enhancers. An example of such an instance may be a high-scoring tile 8.3 kb upstream of the human *PPL* gene which we found had detectable sequence conservation to an GFP-positive NFR 10 kb upstream of the zebrafish *ppl* gene. Applying the classifier to the murine genome revealed that high-scoring tiles were enriched near genes expressed in periderm, revealing that periderm enhancers in zebrafish and mouse are enriched for the same sequence motifs. This implies human periderm enhancers share this feature and supports the use of the classifier in deltaSVM analysis of disease-associated SNPs near genes expressed in periderm.

Finally, we used the classifier trained on zGPAEs to prioritize orofacial-cleft associated SNPs near *KRT18,* a gene expressed in periderm, for those that are likely to affect a periderm enhancer. Interestingly, classifiers trained on enhancers apparently selective for a) zebrafish periderm versus non-periderm, b) mouse palate epithelium versus palate mesenchyme, or c) a human oral epithelium cell line versus a human palate mesenchyme cell line all picked SNP2 (i.e., rs2070875) as having the strongest Delta SVM among the 14 OFC-associated SNPs at this locus. This again supports the notion that epithelial enhancers are similarly constructed in all vertebrates. Although the sets of enriched transcription factor binding sites enriched in the three sets of enhancer were similar, only the classifier trained on zebrafish periderm enhancers yielded a deltaSVM for SNP2 that met formal significance. Assuming that SNP2 is indeed functional, these results indicate that the success of deltaSVM in identifying functional SNPs depends more on the enhancers being derived from the correct tissue (i.e., periderm) than the correct species (i.e., human).

Is SNP2 the orofacial-cleft (OFC)-associated SNP at this locus that directly affects risk for the disorder? Luciferase assays in human oral epithelium cells support the notion that SNP1 and SNP2 lie in enhancers active in oral epithelium, and support the predictions of the deltaSVM analysis that SNP2 but not SNP1 affects the activity of the enhancer encompassing them. The fact that homozygous deletion of the 109 bp region flanking SNP2 reduced expression of *KRT18* and *KRT8,* also supports SNP2 affecting OFC risk as periderm integrity is compromised in zebrafish embryos depleted of several keratin genes (Pei et al., 2007). Unexpectedly these elements were not consistently active in reporter assays carried out in zebrafish and mouse embryos. However, robust chromatin mark evidence from human embryonic faces and human epidermal keratinocytes suggests the lack ennhancer activity of these elements in the zebrafish and mouse embryo assays reflects a technical artifact; for instance it is possible these enhancers are not compatible with the basal promoter in the *GFP* vector (from the FOS gene Fisher et al., 2006b) or in the *LacZ* vector (from the *Shh* gene). In zebrafish embryo reporter assays, enhancers perform more robustly when paired with their cognate promoters than with an exogenous one (Quillien et al., 2017). Interestingly, in a single mouse embryo with 8 copies of the SNP2 transgene construct, reporter expression was clearly detected in external periderm. The construct had the risk allele of SNP2, but as reporter copy number varied among embryos, we could not assess whether the allele affected reporter level in this assay. Generating embryos with multiple integrated copies of the constructs, or perhaps targeting the constructs to a different locus, will be necessary to determine if the enhancer harboring SNP2 is active in oral periderm as would be predicted if SNP2 is relevant to risk for orofacial clefting. In summary, the data gathered support SNP2 as affecting expression of an enhancer active in periderm and regulating *KRT18* and *KRT8* expression.

We conclude by suggesting the classifiers presented may be useful in nominating functional SNPs at the additional loci identified in orofacial clefting genome wide association studies. At loci where the candidate risk gene is expressed in oral epithelium, for example *IRF6, MAFB, FOXE1, TP63*, the classifiers trained on zGPAEs, mPEAEs, and hOEAEs should all be applied; if the risk gene is expressed in basal epithelium, like *TP63*, the classifier trained on mPEAEs may work better than the one trained on zGPAEs. Where the candidate risk gene is expressed in mesenchyme (e.g., *PAX7*), the classifier trained on mPMAEs is expected to be the most accurate. It is important to note that in a study of over 100 SNPs, the correlation between deltaSVM scores and the effects of SNPs on reporter level (in an appropriate cell type) was significant but modest (Lee et al., 2015). Therefore, machine learning analyses can prioritize SNPs but functional tests remain essential. Such tests include quantification of a SNP’s effects on enhancer activity, either by reporter assays in vitro, or more powerfully, through genome engineering of an appropriate cell line to render the SNP homozygous for then risk or non-risk allele and then quantification of RNA levels for the proximal risk-relevant gene. The efficiency of homology directed repair for this purpose remains highly locus-dependent, and we did not succeed in applying it here, although we did so at another locus (Liu et al., 2017a). Fortunately, single-nucleotide editing tools are improving rapidly (Zafra et al., 2018; Anzalone et al., 2019). Finally, in vivo reporter assays will remain essential for testing the tissue specificity of enhancers harboring the candidate functional SNPs. In such assays, safe harbor chromatin integration is clearly desired, although such safe harbors may be more permissive for expression in some tissues than others, and enhancer-promoter compatibility may additionally affect efficiency of in vivo reporter assays (Quillien et al., 2017).

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Escherichia coli*)	One Shot TOP10	Life technologies	Cat# C4040-10	Chemically competent cells
Cell line (*Homo-sapiens*)	GMSM-K (human embryonic oral epithelial cell line)	(Gilchrist et al., 2000)	RRID:CVCL_6A82	a kind gift from Dr. Daniel Grenier
Cell line (*Homo-sapiens*)	HIOEC (human immortalized oral epithelial cells)	(Sdek et al., 2006)	RRID:CVCL_6E43	
Cell line (*Homo-sapiens*)	HEPM (human embryonic palatal mesenchyme cells)	ATCC	ATCC Cat# CRL-1486, RRID:CVCL_2486	
Antibody	anti-Histone H3, Acetylated Lysine 27 (Rabbit polyclonal)	Abcam	Abcam Cat# ab4729, RRID:AB_2118291; lot NO. GR3211959-1;	ChIP (4 ug per 500,000 HIOEC cells)
Recombinant DNA reagent	pXX330 (plasmid)	Addgene;{Cong, 2013 #2;Ran, 2013 #1}	RRID :Addgene_ 42230	
Recombinant DNA reagent	cFos-GFP	(Fisher et al., 2006b)		a gift from Shannon Fisher
Recombinant DNA reagent	cFos-tdTomato	This paper		Modified from cFos-GFP
Recombinant DNA reagent	pENTR/D-TOPO	Life technologies	InvitrogenCat# K240020	
Recombinant DNA reagent	cFos-FFLuc	(Liu et al., 2017a)		
Sequence-based reagent	cFos-RLuc	(Liu et al., 2017a)		
Sequence-based reagent	Klf17_+1.8_F	This paper	PCR primers	ATGCTGACTCCA CCATCCTC
Sequence-based reagent	Klf17_+1.8_R	This paper	PCR primers	CACCTACCCCTTGGC TAATCGTTG
Sequence-based reagent	Cavin2b_+18_F	This paper	PCR primers	TTCTGTTTTTGC CATCAGCA
Sequence-based reagent	Cavin2b_+18_R	This paper	PCR primers	CACCTTTTAATCAC CGCCTTTCCA
Sequence-based reagent	Gadd45ba_−0.7_F	This paper	PCR primers	TGGTTGGGTTC AGAGGTAGG
Sequence-based reagent	Gadd45ba_−0.7_R	This paper	PCR primers	CACCATGACTCGAC GAAAGCAAA
Sequence-based reagent	SNP2_gRNA_left	This paper	gRNA target	CTAAGAAGGATC TGCTCCCC
Commercial assay or kit	SNP2_gRNA_right	This paper	gRNA target	GAGGACAGTATTC TTAAACG
Commercial assay or kit	RNAqueous Total RNA Isolation Kit	Ambion	Cat# AM1912	
Commercial assay or kit	RNA Clean and Concentrator-5 Kit	Zymo Research	Cat# R1013	
Commercial assay or kit	SMART-Seq v4 Ultra Low Input RNA Kit	TAKARA	Cat# 634888	
Commercial assay or kit	Agilent RNA 6000 Pico	Agilent Technologies	Cat# 5067–1513	
Commercial assay or kit	Nextera XT DNA Sample Preparation Kit	Illumina	Cat# FC-131–1002	
Commercial assay or kit	Nextera DNA Sample Preparation Kit	Illumina	Cat# FC-121–1030	
Commercial assay or kit	VAHTS Universal DNA Library Prep Kit for Illumina	Vanzyme	Cat# ND606-01	
Commercial assay or kit	KAPA Library Quantification Kit	Roche	Cat# KK4824	
Commercial assay or kit	NEBNext High-Fidelity 2x PCR Master Mix	New England Biolabs	Cat# M0541S	
Chemical compound, drug	Ampure XP beads	Beckman Coutler	Cat# A63881	
Chemical compound, drug	0.25% trypsin-EDTA	Life Technologies	Cat# 25200056	
Chemical compound, drug	Defined trypsin inhibitor	Life Technologies	Cat# R007100	
Software, algorithm	Turbo DNase I	Ambion	Cat# AM2238	
Software, algorithm	R	R	RRID:SCR_001905	v 3.5.1 v 3.3.2
Software, algorithm	Bowtie2	(Langmead and Salzberg, 2012)	RRID:SCR_005476	v 2.3.4.1
Software, algorithm	Trimmomatic	(Bolger et al., 2014)	RRID:SCR_011848	v.0.38
Software, algorithm	DiffBind	(Ross-Innes et al., 2012)	RRID:SCR_012918	
Software, algorithm	seqMINER	(Ye et al., 2011)	RRID:SCR_013020	v 1.2.1
Software, algorithm	HOMER	(Heinz et al., 2010)	RRID:SCR_010881	v 3.0
Software, algorithm	Gapped k-mer support vector machine	(Ghandi et al., 2016)	https://rdrr.io/cran/gkmSVM/	v 0.79.0
Software, algorithm	BEDTools	(Quinlan and Hall, 2010)	RRID:SCR_006646	v 2.24.0
Software, algorithm	Picard Tools	http://broadinstitute.github.io/picard/	RRID:SCR_006525	v 0.35
Software, algorithm	SAMtools	(Li et al., 2009)	RRID:SCR_002105	v 1.7
Software, algorithm	MACS2	(Zhang et al., 2008)	RRID:SCR_013291	v 2.1.1
Software, algorithm	DeepTools	(Ramírez et al., 2016)	RRID:SCR_016366	v 2.0

### Identification of SNPs associated with human orofacial clefting

We re-analyzed our published meta-analysis of two GWASs for orofacial clefting (Leslie et al., 2017).The details of each contributing GWAS have been extensively described. Data are from a total of 823 cases, 1700 controls, and 2811 case-parent trios and were obtained by genotyping using the Illumina HumanCore+Exome array or the Illumina Human610-Quad array. In our re-analysis, genotype probabilities for imputed SNPs were converted to most-likely genotype calls using GTOOL (http://www.well.ox.ac.uk/~cfreeman/software/gwas/gtool.html). Genotype calls were retained for analysis only if the genotype with the highest probability was greater than 0.9. SNPs were excluded if the minor allele frequency was low (<1%), the imputation quality scores was low (INFO <0.5) or deviating from Hardy-Weinberg equilibrium in genetically defined Europeans (p<0.0001). Statistical analyses were performed as previously described (Leslie et al., 2017), using an inverse variance-weighted fixed-effects meta-analysis. At the 12q13.13 locus, we prioritized 14 SNPs whose p-values indicated strong linkage disequilibrium (<1E-5) (listed in Supplementary file 1j). These included two SNPs with p-values reaching formal genome-wide significance (5E-8): rs11170344, the lead SNP in our re-analysis; and rs3741442, which was identified in a recent GWAS in a Chinese orofacial cleft population. (Yu et al., 2017).

### Zebrafish lines and maintenance

*D. rerio* were maintained in the University of Iowa Animal Care Facility according to a standard protocol (protocol no. 6011616). (Westerfield, 1993) All zebrafish experiments were performed in compliance with the ethical regulations of the Institutional Animal Care and Use Committee at the University of Iowa and in compliance with NIH guidelines. Zebrafish embryos were maintained at 28.5°C, and staged by hours or days post-fertilization (hpf or dpf).

### Mouse maintenance

All C57BL/6 mouse experiments used for ATAC-seq library preparation were performed in accordance with approval of the Institutional Animal Care and Use Committees at the School and Hospital of Stomatology of Wuhan University (protocol no. 00271454). Mouse experiments for *LacZ* reporter transgenic animal work performed at the Lawrence Berkeley National Laboratory (LBNL) were reviewed and approved by the LBNL Animal Welfare and Research Committee. Transgenic mouse assays were performed in *Mus musculus* FVB strain mice.

### Cell culture

GMSM-K human embryonic oral epithelial cell line (a kind gift from Dr. Daniel Grenier; Gilchrist et al., 2000) and the human immortalized oral epithelial cell (HIOEC) line (Sdek et al., 2006) were maintained in keratinocyte serum-free medium (Life Technologies, Carlsbad, CA) supplemented with EGF and bovine pituitary extract (Life Technologies). HEPM human embryonic palatal mesenchyme cells (ATCC CRL-1486) were maintained in DMEM (Hyclone, Pittsburgh, PA) supplemented with 10% fatal bovine serum (Hyclone). All the cell lines used in this study were tested for mycoplasma contamination and authenticated by genetic profiling using polymorphic short tandem repeats.

### Electroporation and dual luciferase assay

For dual luciferase assays, each reporter construct was co-transfected with Renilla luciferase plasmid and three biological replicates were used. Briefly, GMSM-K cells were electroporated with plasmid using the Amaxa Cell Line Nucleofector Kit (Lonza, Cologne, Germany) and the Nucleofector II instrument (Lonza). We used a dual-luciferase reporter assay system (Promega, Madison, WI) and 20/20 n Luminometer (Turner Biosystems, Sunnyvale, CA) to evaluate the luciferase activity following manufacturer’s instructions. Relative luciferase activity was calculated as the ratio between the value for the Firefly and Renilla enzymes. Three independent measurements were performed for each transfection group. All results are presented as mean ±s.d. Statistical significance was determined using the Student’s *t*-test.

### Plasmid constructs and transient reporter analysis of potential periderm enhancer in zebrafish and mouse

All candidate enhancer elements described were cloned using zebrafish or human genomic DNA, and were harvested from either zebrafish embryos or a human immortalized oral keratinocyte cell line (GMSM-K; Gilchrist et al., 2000). Products were cloned into the pENTR/D-TOPO plasmid (Life Technologies, Carlsbad, CA) and validated by Sanger sequencing. Site-directed mutagenesis was used to generate elements lacking the corresponding motifs or containing a risk variant. All elements were subcloned into the *cFos-GFP* plasmid (a gift from Shannon Fisher; Fisher et al., 2006b) or *cFos-tdTomato*, a derivative of *cFos-GFP*, or *cFos-GFP; Cry-GFP*, a derivative that includes a lens-specific promoter (cloning details available upon request). For each reporter construct, at least 100 embryos at the 1 cell to 2 cell stage were injected (20 pg reporter construct plus 20 pg tol2 mRNA); three replicates were performed, each on a different day (Fisher et al., 2006b). Embryos injected were examined by epifluorescence microscopy first at approximately 11 hpf, then each day subsequently until approximately four dpf. SNP1 and SNP2 700 bp elements, used in GFP and *LacZ* reporter constructs were (SNP1) chr12:53,340,250–53,340,950 and (SNP2) chr12:53,343,968–53,344,668 (hg19). Specifically, for mouse reporter assay, candidate enhancers were PCR-amplified and cloned upstream of a *Shh*-promoter-*LacZ*-reporter cassette. We used a mouse enhancer-reporter assay that relies on site-specific integration of a transgene into the mouse genome (Kvon et al., 2020). In this assay, the reporter cassette is flanked by homology arms targeting the H11 safe harbor locus (Tasic et al., 2011). Cas9 protein and a sgRNA targeting H11 were co-injected into the pronucleus of FVB single cell stage mouse embryos (E0.5) together with the reporter vector (Kvon et al., 2020). Embryos were sampled and stained at E13.5. Embryos were only excluded from further analysis if they did not carry the reporter transgene. Transgene copy number was estimated by qPCR using a TaqMan probe targeting *Shh* promoter.

### Dissociation of zebrafish embryos and FACS

About 500 *Tg(krt4:GFP)* (Gong et al., 2002) embryos were collected at the 4-somite stage and rinsed with PBS without Ca^2+^ or Mg^2+^ (Life Technologies). Embryos were dechorionated using pronase (Sigma, St. Louis, MO, 1 mg/mL in fish water 1 mg/mL in fish water) at room temperature for 10 min, rinsed in PBS, and then dissociated cells using a pestle and incubated in trypsin (0.25%)-EDTA (Life technology) at 33°C for 30 min. Reactions were stopped by adding PBS supplemented with 5% fetal bovine serum (Life technologies). Dissociated cells were re-suspended into single-cell solution and analyzed at the University of Iowa Flow Cytometry Facility, using an Aria Fusion instrument (Becton Dickinson, Franklin Lakes, NJ).

### Dissociation of mouse palatal epithelium

Mouse embryos at were collected at E14.5 and palate shelves were dissected. The multi-layered palate shelf epithelium was manually isolated as described previously (Zhang et al., 2017). Briefly, palatal shelves isolated from the frontal facial prominence were incubated in 0.25% trypsin-EDTA (Life Technologies) at 4°C for 10 min, after which the reaction was stopped using Trypsin Inhibitor (Life Technologies). Under a dissecting microscope, the epithelium was isolated for ATAC-seq by gently peeling using microforceps. The remaining tissue, comprised largely of mesenchymal cells, was also collected for control samples. This isolation protocol was previously described as a method for harvesting oral periderm (Zhang et al., 2017), but in our experiment it was clear that the epithelial layers were harvested together. Supporting the basal epithelium being harvested with the epithelial and not the mesenchymal layer, the ATAC-seq results from the former and not the latter show open chromatin at the *Tp63* gene. Approximately 20,000 epithelial cells and the same number of mesenchymal cells were harvested from seven embryos at E14.5. About 20,000 cells were used to prepare one ATAC-seq library.

### Preparation of RNA-seq libraries and high-throughput sequencing

Three independent biological replicates were subjected to RNA-seq profiling. In each replicate, we isolated 20,000 peridermal and non-peridermal cells from *Tg(krt4:GFP)* embryos at the 4-somite stage. Total RNA was extracted from the sorted cells using the RNAqueous Total RNA Isolation Kit (Ambion, Foster City, CA) and treated with Turbo DNase I (Ambion, Austin, TX) to remove residual genomic DNA. The treated RNA was then purified and concentrated using the RNA Clean and Concentrator-5 Kit (Zymo Research, Irvine, CA). After quantification with Qubit 3.0 (Life Technologies) and quality control with the Agilent RNA 6000 Pico Kit on Agilent 2100 (Agilent Technologies, Santa Clara, CA), 1 ug of RNA was subjected to first-strand cDNA synthesis and cDNA amplification using the SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio, Kusatsu, Shiga, Japan). Purified cDNA was quantified using Qubit (Life Technologies), and for each library 150 pg cDNA was used as input with the Nextera XT DNA Sample Preparation Kit (Illumina, San Diego, CA), following the manufacturer’s instructions. Each DNA library was quantified using a KAPA Library Quantification Kit (Roche, Mannheim, Germany) and pooled for HiSeq4000 (Illumina) high-throughput sequencing at the same molarity.

### RNA-seq data analysis

RNA-seq raw reads data was trimmed using the Trimmomatic (Usadel Lab, Aachen, Germany. v0.36; Bolger et al., 2014) (parameter: ILLUMINACLIP:TrueSeq3PE-PE.fa:2:30:10:8:TRUE LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:30), and aligned to zv10 cDNA reference sequence using the kallisto (Pachter Lab, California Institute of Technology, Pasadena, CA) aligner (Bray et al., 2016) with the default parameters. The output from kallisto was quantified using the sleuth R package (Pachter Lab; Pimentel et al., 2017) according to a standard protocol. We used q-value <0.01 and p-value<0.01 as the threshold for significant difference. Gene set enrichment analysis was performed using GSEA (v 3.0) (Subramanian et al., 2005). Gene ontology (GO) enrichment analysis was performed using the Metascape online tool (http://metascape.org/gp/index.html) (Tripathi et al., 2015), and the top GO categories were selected according to the binomial *P* values. Raw and processed sequencing data for RNA-seq were deposited in GEO repository (GSE140241).

### Chromatin immunoprecipitation of H3K27 acetylation (H3K27Ac) combined with high throughput sequencing (ChIP-seq)

HIOEC cells were seeded at 1 × 10^5^ cells per 100 mm plate (one plate per biological replicate), grown to 90–100% confluency (refreshed medium every other day) and subjected to 1.2 mM Ca^2+^ in culture medium for 3 days. Cell were washed with ice-cold PBS (Hyclone) and fixed with 1% paraformaldehyde (PFA) for 10 min at room temperature. PFA was then quenched in 134M Glycine (Sigma) for 5 min at room temperature, and cells were collected with a cell scraper in ice-cold PBS. After centrifuge for 10 mins at 500 g, the cell pellets were resuspended with 5 mM PIPES pH8.5, 85 mM KCl, 1% (v/v) IGEPAL CA-630, 50 mM NaF, 1 mM PMSF, 1 mM phenylarsine oxide, 5 mM Sodium Orthovanadate and protease inhibitor cocktail (Roche, Germany). After sonication, chromatin immunoprecipitation was performed using 4 ug of anti-Histone H3, Acetylated Lysine 27 (H3K27Ac) (Abcam, Cambridge, UK, ab4729, lot NO. GR3211959-1) per 500,000 cells. ChIP-seq library were indexed with kit (ND606-01, Vanzyme, China). 150-bp-paired-end sequencing was performed using the HiSeq X Ten sequencer (Illumina, provided by Annoroad Genomics, China). Output sequences were trimmed using Trimmomatic (v0.38) (Bolger et al., 2014) (parameter: ILLUMINACLIP:TrueSeq3PE-PE.fa:2:30:10:8:TRUE LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:30). All trimmed, paired reads were aligned to human genome assembly 19 (hg19) using Bowtie 2 (Johns Hopkins University, Baltimore, MD, default parameters; Langmead and Salzberg, 2012). Peaks were called using MACS2 (v2.1.1) (Zhang et al., 2008). DeepTools (Max Planck Institute for Immunobiology and Epigenetics, Freiburg, Germany, v 2.0) was used to confirm reproducibility of the biological replicates and generate bigWig coverage files for visualization (Ramírez et al., 2016). Raw and processed sequencing data for this H3K27Ac ChIP-seq were deposited in GEO repository (GSE139809).

### Preparation of ATAC-seq library and high-throughput sequencing

We prepared the ATAC-seq library according to a previously published protocol (Buenrostro et al., 2013). Briefly, sorted cells were lysed with 50 µL cold lysis buffer (10 mM Tris-‐HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% NP-40; all components purchased from Sigma) in a centrifuge at 500 x g for 15 min at 4°C. Pelleted nuclei were resuspended in 50 µL tagmentation reaction mix (25 µL Nextera TD Buffer, 2.5 µL Nextera TD Enzyme, and 22.5 µL H_2_O, all from the Nextera DNA Sample Preparation Kit [Illumina]). Tagmentation was performed at 37°C for 30 min in a thermocycler and, immediately after the reaction was completed, the DNA was purified using a Qiagen PCR Purification MinElute Kit (QIAGEN, Germantown, MD) and eluted with 10 µL elution buffer. Eluted DNA was subjected to PCR amplification and library indexing, using the NEBNext High-Fidelity 2x PCR Master Mix (New England Biolabs, Ipswich, MA) with a customized Nextera PCR primer pair, according to the following program: 72°C for 5 min; 98°C for 30 s; 11 cycles of 98°C for 10 s, 63°C for 30 s, and 72°C for 1 min; and hold at 4°C. The PCR product was purified with 1.8 x volume (90 µL for each sample) of Ampure XP beads (Beckman Coulter, Brea, CA) to produce 18 µL of final library. Library quality was assessed using 1 µL of the final purified DNA on a BioAnalyzer 2100 High Sensitivity DNA Chip (Agilent Technologies). All DNA libraries that exhibited a nucleosome pattern in the BioAnalyzer 2100 Assay passed the pre-sequencing QC process and were pooled for high-throughput sequencing in HiSeq 2500, HiSeq4000, or HiSeq X Ten (Illumina, provided by Annoroad Genomics Company (China)).

### Mapping of ATAC-seq reads and calling of peaks and differential peaks

Raw ATAC-seq reads were trimmed using Trimmomatic (v 0.38) (Bolger et al., 2014) (parameter: ILLUMINACLIP:NexteraPE-PE.fa:2:30:10:8:TRUE LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:5) and mapped to either the danRer7, hg19 or mm10 reference genome using Bowtie 2 (Langmead and Salzberg, 2012) (default parameters). Sorting, removal of PCR duplicates and conversion from SAM to BAM files were performed using SAMtools (Li et al., 2009). A customized Python script was used to identify fragments shorter than 100 bp as the nucleosome-free-regions (NFRs), as previously described (custom scripts and piplines we deployed are available at https://github.com/Badgerliu/periderm_ATACSeq; copy archived at https://github.com/elifesciences-publications/periderm_ATACSeq) (Buenrostro et al., 2013). The Picard toolset (http://broadinstitute.github.io/picard/) was used to check fragment size distribution. We employed DeepTools (v 2.0) to check the reproducibility of the biological replicates and generate bigWig coverage files for visualization (Ramírez et al., 2016). Peaks were called using MACS2 (v2.1.1) (Zhang et al., 2008) (parameter: --nomodel--nolambda --gsize 1.4e9 --keep-dup all --slocal 10000 --extsize 54 for zebrafish periderm ATAC-seq, and --nomodel --nolambda --gsize 2.7e9 --keep-dup all --slocal 10000 for mouse periderm or HOIEC ATAC-seq). Differentially accessible NFRs were identified using an R package DiffBind (Ross-Innes et al., 2012) with a fold-change threshold of 0.5, and FDR < 0.01.

Raw and processed sequencing data for zebrafish, mouse and human ATAC-seq were deposited in GEO repository (GSE140241, GSE139945 and GSE139809).

### Integration of ATAC-seq and H3K27Ac ChIP-seq data

To compare our zebrafish periderm ATAC-seq results to those in previously published whole-embryo H3K27Ac ChIP-seq studies (Bogdanovic et al., 2012), we retrieved the single-end, raw read data from GEO Series GSE32483 H3K27Ac ChIP-seq from whole zebrafish embryos at several stages. Raw data were aligned to the danRer7 reference genome using Bowtie 2, and peaks were called using MACS2. Following an earlier study (Gorkin et al., 2012), we defined ‘H3K27Ac-flanked’ regions as those between adjacent H3K27Ac peaks separated by up to 1500 bp. NFRs were identified in cells isolated at 11 hpf; GFP-positive active elements (GPAEs) were the GFP-positive NFRs that overlap H3K27Ac peaks, or H3K27Ac flanked regions, at 8.3 hpf (80% epiboly) and/or at 24 hpf embryos; GNAEs were the GFP-negative NFRs that did so.

The approach used to identify enhancers that are active in the mouse palate epithelium was similar. It involved integrating mouse palate-epithelium-specific NFRs found in this study with previously published H3K27Ac ChIP-seq data for E14.5 mouse embryonic facial prominences (GSE82727) (ENCODE Project Consortium, 2012). We also identified enhancers that are active in HIOECs by integrating HIOEC-enriched NFRs with the H3K27Ac ChIP-seq results from this study.

We used seqMINER (v 1.2.1) (Ye et al., 2011) to calculate the normalized reads matrix for each NFR of interest, generating a matrix file for the downstream heatmap and density plot in R.

### Assignment of ATAC-seq peaks to genes and gene ontology analysis

The Genomic Regions Enrichment of Annotations Tool (GREAT, http://great.stanford.edu/public/html/) (McLean et al., 2010) was employed to assign genes proximal to genomic regions of interest (i.e., ATAC-seq and high-scoring elements), using the following locus-to-gene association rule: two nearest genes within 100 kb. We also used GREAT to identify GO terms for which the set of associated genes was enriched.

### Comparisons of peak accessibility and gene expression

To compare ATAC-seq accessibility and relative gene expression between tissues, we first identified genes for which zebrafish peridermal and non-peridermal tissue was enriched using Sleuth as described above. We then identified the normalized ATAC-seq accessibility using the EdgeR package embedded in the DiffBind analysis suite (cutoff: fold change >0.5 or<−0.5, p-value<0.01). We used GREAT to associate the periderm- and non-periderm-enriched genes with their tissue-specific ATAC-seq peaks. To determine whether the accessibility of periderm-specific ATAC-seq correlates with gene expression in the periderm, we compared the accessibility of tissue-specific ATAC-seq peaks (values normalized) within genes for which either peridermal or non-peridermal tissue is enriched, as well as the levels of expression of genes associated with periderm or non-periderm ATAC-seq peaks.

### Motif enrichment analysis and footprinting for periderm-enriched motifs

We identified the de novo motifs for which the genomic regions of interest are enriched using the findMotifsGenome.pl function of HOMER (Heinz et al., 2010) (parameter: -len 8,10,12), and assigned the most enriched motifs to the transcription factors with highest expression in related tissues. For the Tn5 footprint analysis, we shifted all reads aligned to the plus strand by +4 bp, and all reads aligned to the minus strand by −5 bp. To predict the binding of members of the GRHL, KLF, TFAP2, and C/EBP transcription factor families, we downloaded the related motifs in all transcription factors of interest (http://cisbp.ccbr.utoronto.ca/) (Weirauch et al., 2014), and calculated the Tn5 cleavage frequency in the +/- 100 bp sequence flanking the motifs of interest, using CENTEPEDE (Pique-Regi et al., 2011).

For analysis of the potential clustering pattern of periderm-enriched motif combination within zebrafish GPAEs, we firstly annotated all the GPAEs using HOMER annotatePeaks function with the motif files for GRHL, TEAD, KLF, FOS, TFAP2, GATA and CEBP, and counted the occurrence of each motif in each peak. Hierarchy clustering was then performed on the occurrence of different motif in each peak using the ‘hierarchy_cluster_motif_combination_pattern_in_GPAE.R’ script deposited in periderm_ATACSeq github repository. We also counted the sum of every two-motif-combination and three-motif-combination in each GPAE using ‘motif_combination_count.R’ script deposited in github.

### Comparison of TFBS enrichment

To determine the number of binding sites that would have been shared by chance, we generated 10 sets of 4000 randomly-selected 400 bp sequences from two species and assessed the average number of transcription factors predicted to bind sequences enriched in both species. Transcription factors receiving a score of 0.8 in HOMER output (Heinz et al., 2010) were considered to match the binding site.

### Construction of network depicting the regulatory relationships among periderm-enriched transcription factors

To assign periderm signature motifs to the periderm-enriched genes, we first annotated all periderm-specific NFRs with signature motifs using HOMER, then calculated the total number of times each motif was present in all of periderm-specific NFRs near the periderm-enriched transcription factor. Expression levels of each transcription factor in the periderm were also taken into account.

### Training of a gapped k-mer support vector machine on zebrafish periderm enhancers

All GFP-positive active enhancers (GPAEs) were resized into 400 bp regions that maximize the overall ATAC-seq signal within each NFR; all GPAEs composed of > 70% repeats were removed. Repeat fractions were calculated using repeat masked sequence data (danRer7) from the UCSC Genome Browser (http://genome.ucsc.edu/). A supervised-machine-learning classifier, gapped k-mer support vector machine (gkmSVM) was used to generate a 10-fold larger set of random genomic 400 bp sequences in the danRer7 reference genome, based on matching of GC and repeat fraction of the positive training set. gkmSVM were performed to generate a scoring vector (parameter: K = 6, L = 10). Related ROC and PRC were generated using gkmSVM output (Ghandi et al., 2016). For genome-wide enhancer predictions, mouse (mm10) and human (hg19) genomes were segmented into 400 bp regions with 300 bp overlap, and all regions were scored using a gkmSVM script.

### Tests of enhancer homology

The following DNA fragments were used to test homology of the human and zebrafish enhancers. The 489 bp sequence corresponding to the human *ppl* periderm enhancer (plus-strand) was trimmed to a conserved 400 bp core block (‘Hu_400+”), which lacks an overlapping non-conserved AluJr4 SINE on the *ppl*-proximal side and a non-conserved MIR SINE on the *ppl*-distal side. The homologous mouse sequence to the human 400 bp core enhancer was determined to be a 409 bp fragment (‘Mm_409+”). A zebrafish 467 bp core fragment (‘Zf_467+”) was identified to correspond to be the block most similar to the mammalian *ppl* enhancer core. All three core fragments lie 8.5 kb (human), 4.0 kb (mouse), and 10.4 kb (zebrafish) upstream of *ppl*, which is transcribed to the left in each case. To evaluate homology between Hu_400+ and Zf_467+ enhancer fragments we performed pairwise alignments between various sequences using CLUSTALW and default parameters as available via Clustal Omega (https://www.ebi.ac.uk/Tools/msa/clustalo/). The Hu_400+ | Mm_409+ pairwise alignment constituted the homologous control to compare to the Hu_400+ | Zf_467+ test alignment. For different types of negative controls, we also aligned the Hu_400+ sequence to the mouse and fish sequences corresponding to the minus-strand (i.e., reverse-complements ‘Mm_409-’ and ‘Zf_467-‘), the non-biological reverse sequence (‘Mm_409R’ and ‘Zf_467R’), and three different Fisher-Yates shuffled versions of the mouse and zebrafish plus-strand sequences (‘Mm_409+S1/S2/3’ and ‘Zf_467+S1/S2/S3’). Last, we also compared different 3-way alignments involving Hu_400+, Mm_409+, and the various zebrafish test and controls (Supplementary file 2a and Supplementary file 2b).

### Annotation of potential zebrafish periderm enhancer candidates using ENCODE/Roadmap data

All mapped data from the Roadmap Epigenomics Project (Kundaje et al., 2015) (http://www.roadmapepigenomics.org/) were downloaded as BAM files; imputed enhancer regions in each cell/tissue type were also downloaded. Using the BEDTools (v2.24.0) (Quinlan and Hall, 2010) intersect function, we evaluated the fraction of high-scored elements that overlapped with enhancer regions in each cell/tissue type.

### Analysis of transcription factor binding sites affected by alleles of SNP1 and SNP2

We used 19 bp sequences centered on the SNP1 and SNP2, with risk or non-risk alleles of these SNPs, as input to JASPAR (http://jaspar.genereg.net) (Fornes et al., 2019). We queried all 1011 transcription factor binding site profiles using a relative profile score threshold of 80%. ‘Sites lost’ were those at a particular start position with a score of 5.0 or higher in the sequence with the non-risk allele and with a score less than 2.0, or not detected, in the sequence with the risk allele. ‘Sites gained’ had the opposite pattern.

## Data Availability

Raw and processed sequencing data were deposited in GEO repository (GSE140241, GSE139945 and GSE139809). Custom scripts and piplines we deployed for sequencing data analysis and visualization are available at https://github.com/Badgerliu/periderm_ATACSeq (copy archived at https://github.com/elifesciences-publications/periderm_ATACSeq). All data generated or analysed during this study are included in the manuscript and supporting files. Source data files have been provided for figures. The following datasets were generated: LiuHCornellRA2020Zebrafish periderm at 4-somite stageNCBI Gene Expression OmnibusGSE140241 LiuHCornellRA2019ATAC-seq profile of mouse palatal epithelium at E14.5NCBI Gene Expression OmnibusGSE139945 LiuHCornellRA2019Human oral epithelial cell line HIOECNCBI Gene Expression OmnibusGSE139809 The following previously published datasets were used: BogdanovićOFernandez-MiñanATenaJJdela Calle-Mustienes EHidalgoCvanHeeringen SJVeenstraGJGómez-SkarmetaJL2012Dynamics of enhancer chromatin signatures mark the transition from pluripotency to cell specification during embryogenesisNCBI Gene Expression OmnibusGSE3248310.1101/gr.134833.111PMC346019822593555 ENCODE Pilot Project Research Consortium2016ChIP-seq from embryonic facial prominence (ENCSR481SGM)NCBI Gene Expression OmnibusGSE82727 NIH Roadmap Epigenomics Mapping Consortium2015127-reference epigenome/25-state Imputation Based Chromatin State ModelNIH Roadmap Epigenomics FTPjointModel/final

# Supplementary material for: Analysis of zebrafish periderm enhancers facilitates identification of a regulatory variant near human KRT8/18
**Source:** eLife. 2020 Feb 7;9:e51325. doi: 10.7554/eLife.51325
**Supplement:** Supplementary file 2. — (a) Alignments summary for enhancer homology test between ppl-10 and PPL-8.3. (b) Alignments details for enhancer homology test between ppl-10 and PPL-8.3. All alignments were conducted using the CLUSTALW algorithm with default parameters via the Clustal Omega server (https://www.ebi.ac.uk/Tools/msa/clustalo/). Alignments were then annotated to highlight identical blocks of length 5 to 6 bp long (cyan) or longer (yellow). See Materials and methods for further details on the choice of enhancer fragments used in these alignments.

**a Summary of ClustalO alignment between zebrafish *ppl*-10 enhancers and PPL-8.3**

| **Sequence Two (pairwise), or Sequence Three (3-way)** | **Length (bp)** | **# of identical positions in alignment (*)** | **# of null characters inserted (-)** | **% identity of human 400 bp** | **% identity, normalized by insertions** | **5-mers** | **6-mers** | **7-mers** | **8-mers** | **9-mers** | **10-mers** | **11-mers** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Mouse plus strand (+) | 409 | 231 | 57 | 57.8% | 50.5% | 10 | 0 | 2 | 2 | 2 | 2 | 1 |
| Mouse minus strand (-) | 409 | 159 | 117 | 39.8% | 30.8% | 2 | 2 | 1 | 0 | 1 | 0 | 0 |
| Mouse reverse sequence | 409 | 167 | 85 | 41.8% | 34.4% | 2 | 0 | 0 | 0 | 0 | 0 | 0 |
| Mouse scrambled sequence 1 | 409 | 157 | 71 | 39.3% | 33.3% | 1 | 0 | 0 | 0 | 0 | 0 | 0 |
| Mouse scrambled sequence 2 | 409 | 163 | 81 | 40.8% | 33.9% | 3 | 1 | 0 | 0 | 0 | 0 | 0 |
| Mouse scrambled sequence 3 | 409 | 160 | 59 | 40.0% | 34.9% | 1 | 1 | 0 | 0 | 0 | 0 | 0 |
| Zebrafish plus strand (+) | 467 | 181 | 73 | 45.3% | 38.3% | 5 | 0 | 0 | 0 | 0 | 0 | 0 |
| Zebrafish minus strand (-) | 467 | 158 | 107 | 39.5% | 31.2% | 2 | 0 | 0 | 0 | 0 | 0 | 0 |
| Zebrafish reverse sequence | 467 | 168 | 107 | 42.0% | 33.1% | 2 | 0 | 1 | 0 | 0 | 0 | 0 |
| Zebrafish scrambled sequence 1 | 467 | 168 | 95 | 42.0% | 33.9% | 4 | 1 | 0 | 0 | 0 | 0 | 0 |
| Zebrafish scrambled sequence 2 | 467 | 166 | 135 | 41.5% | 31.0% | 2 | 1 | 0 | 0 | 0 | 0 | 0 |
| Zebrafish scrambled sequence 3 | 467 | 174 | 73 | 43.5% | 36.8% | 1 | 2 | 1 | 0 | 0 | 0 | 0 |
| 3-way w/ zf plus strand (+) | 467 | 96 | 158 | 24.0% | 17.2% | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| 3-way w/ zf minus strand (-) | 467 | 97 | 227 | 24.3% | 15.5% | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| 3-way w/ zf reverse sequence | 467 | 99 | 248 | 24.8% | 15.3% | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| 3-way w/ zf scrambled sequence 1 | 467 | 110 | 170 | 27.5% | 19.3% | 1 | 1 | 0 | 0 | 0 | 0 | 0 |
| 3-way w/ zf scrambled sequence 2 | 467 | 86 | 216 | 21.5% | 14.0% | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| 3-way w/ zf scrambled sequence 3 | 467 | 90 | 140 | 22.5% | 16.7% | 0 | 0 | 0 | 0 | 0 | 0 | 0 |

**b Details for ClustalO alignment between zebrafish *ppl*-10 enhancers and PPL-8.3**

**Alignment #1.** Shown below is the pair-wise alignment of the core human *periplakin* (*ppl*) enhancer conserved in mammals (400 bp) aligned to the homologous 409 bp block in mouse. These sequences correspond to the plus strand (+) sequences located upstream of *ppl*, which is transcribed to the left in each genome. Alignment #1 serves as a positive control for the described enhancer homology tests.

**9-mer (a)**

Hu_400+ TTCTGACACAACCTGCTACACAT----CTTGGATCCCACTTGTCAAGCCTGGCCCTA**GGC** 56

Mm_409+ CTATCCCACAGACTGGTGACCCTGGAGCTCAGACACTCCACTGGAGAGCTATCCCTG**GGC** 60

* * **** *** * * * ** ** * * * ** **** *******

**10-mer (b) 10-mer (c)**

Hu_400+ **CTCTCA**GG------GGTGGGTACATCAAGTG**AGGAAGTCAC**ACTG**TCAGGGCAGA**AAGAG 110

Mm_409+ **CTCTCA**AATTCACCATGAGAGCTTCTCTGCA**AGGAAGTCAC**CCCA**TCAGGGCAGA**--GTG 118

********** * * ************** * ************** * *

**8-mer (d) 9-mer (e)** (f) (g) **7-mer (h)**

Hu_400+ GGGCTG**GGTGGGGC**CGG**ACAGGCTCT**GC-TGGCTCAGG**ATCCC**G**GCAGG**ACAGG**CTGCCC** 169

Mm_409+ GTTCTA**GGTGGGGC**TAA**ACAGGCTCT**ACCAGGCACAGT**ATCCC**T**GCAGG**GCAGA**CTGCCC** 178

* ** ************ ************* * *** *** ********* ********* *** **********

(i) (j)

Hu_400+ **A**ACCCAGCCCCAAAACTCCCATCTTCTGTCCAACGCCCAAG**CCTGC**TTCCTC**CCTGC**CCC 229

Mm_409+ **A**GCCTCCTGTTCACG--------------CCCATGCTTTTT**CCTGC**CTGCTG**CCTGC**TCC 224

***** ** * ** * ** ********* * ** ********* **

(k) **(l) (m)**

Hu_400+ ---------------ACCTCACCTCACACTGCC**CAGAC**TGGTGGGGCT**GCATT**T**TTGGG**G 274

Mm_409+ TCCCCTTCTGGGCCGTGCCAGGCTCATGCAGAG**CAGAC**CAGTACAGCC**GCATT**C**TTGGG**C 284

* **** * * ********* ** ** ********* *********

**7-mer (n)** **8-mer(o) 11-mer (p)**

Hu_400+ C-CGGTGCCA**GGTGTGA**TGGA-----GGACAGCC**CAGGTCAG**G**AGGTCAGGGCC**CCGTTT 328

Mm_409+ AAGTGTCTCT**GGTGTGA**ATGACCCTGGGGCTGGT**CAGGTCAG**A**AGGTCAGGGCC**TTGTTC 344

** * *********** ** ** * * ************ *************** ***

(q) (r)

Hu_400+ **CCTCC**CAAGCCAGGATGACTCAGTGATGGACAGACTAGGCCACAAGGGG-CC**GAACA**CAA 387

Mm_409+ **CCTCC**AGTGCCCAAGTGATA--------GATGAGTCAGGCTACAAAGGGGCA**GAACA**AGA 396

********* *** *** ** **** **** *** * ********* *

(s)

Hu_400+ AG**CCAAA**TTAGGG 400

Mm_409+ AA**CCAAA**CCGAGT 409

* ********* *

**Alignment #2.** Shown below is the pair-wise alignment of the core human *ppl* enhancer (Hu_400+) aligned to the reverse complement of the homologous 409 bp block in mouse (Mm_409-).

Hu_400+ ------------------**TTCTG**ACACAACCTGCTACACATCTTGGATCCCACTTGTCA- 41

Mm_409- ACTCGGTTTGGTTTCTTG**TTCTG**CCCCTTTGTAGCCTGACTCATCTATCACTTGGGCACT 60

********* * * * ** * *** * *

Hu_400+ ------AGCCT**GGCCCT**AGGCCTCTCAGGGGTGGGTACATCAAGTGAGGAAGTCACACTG 95

Mm_409- GGAGGGAACAA**GGCCCT**GACCTTCTGACCTG----------ACCAGCCCCAGGGTCATTC 110

* * ********** * *** * * * * ** ** *

**7-mer**

Hu_400+ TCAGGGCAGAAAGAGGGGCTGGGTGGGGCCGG-----ACAG**GCTCTGC**TGGCTCAGGATC 150

Mm_409- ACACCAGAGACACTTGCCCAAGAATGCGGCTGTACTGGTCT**GCTCTGC**ATGAGCCTGGCA 170

** *** * * * * * * * * *********** * * *

Hu_400+ CCGGCAGGACAGGCTGCC----CAACCCAGCCCCAAAACTC----------------CCA 190

Mm_409- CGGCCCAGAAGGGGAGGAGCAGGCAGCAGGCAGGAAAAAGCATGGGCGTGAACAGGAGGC 230

* * * ** ** * * * ** **** *

**9-mer**

Hu_400+ TCTTCTGTCCAACGCCC---------AA**GCCTG**CT----TCCTCCCT**GCCCCACCT**CACC 237

Mm_409- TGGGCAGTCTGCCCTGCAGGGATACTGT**GCCTG**GTAGAGCCTGTTTA**GCCCCACCT**AGAA 290

* * *** * * ********* * * *************

Hu_400+ TCACA**CTGCCC**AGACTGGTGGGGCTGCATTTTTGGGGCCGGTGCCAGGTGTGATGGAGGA 297

Mm_409- CCACT**CTGCCC**TGATGGGGTG-ACTTCCTTGCAGAGAA--------GCTCTCATGGTGAA 341

*** ********** ** ** * ** * ** * * * * * **** * *

Hu_400+ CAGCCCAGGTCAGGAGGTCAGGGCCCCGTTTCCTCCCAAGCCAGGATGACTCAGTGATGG 357

Mm_409- TTTGAGAGGCCCA-----------------------------GGGATAGCTCTCCAGTGG 372

*** * **** *** ***

Hu_400+ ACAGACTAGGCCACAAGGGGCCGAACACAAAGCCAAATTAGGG 400

Mm_409- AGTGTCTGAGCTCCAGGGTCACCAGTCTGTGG-GATAG----- 409

* * ** ** ** ** * * * * *

**Alignment #3.** Shown below is the pair-wise alignment of the core human *ppl* enhancer (Hu_400+) aligned to the reverse sequence of the homologous 409 bp block in mouse (Mm_409R). This alignment constitutes a negative control as the reverse sequence is a non-biological sequence.

Hu_400+ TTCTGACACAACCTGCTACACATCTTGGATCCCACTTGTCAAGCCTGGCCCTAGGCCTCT 60

Mm_409R ---TGAGCCAAACC----------AAAGAACAAGACGGGGAAACATCG------------ 35

*** *** * ** * * ** * * *

Hu_400+ CAGGGGTGGGTACATCAA---GTGAGGAAGTCACAC-TGTCAGGGCAGAAAGAG-GGGCT 115

Mm_409R ---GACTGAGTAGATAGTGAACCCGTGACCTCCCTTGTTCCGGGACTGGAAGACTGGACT 92

* ** *** ** ** ** * * * ** * * **** ** **

Hu_400+ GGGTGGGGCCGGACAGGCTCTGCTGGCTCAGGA--TCCCGGCAGGACAGGCTGCCCAACC 173

Mm_409R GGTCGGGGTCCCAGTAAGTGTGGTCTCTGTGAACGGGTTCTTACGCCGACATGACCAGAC 152

** **** * * * ** * ** * * * * * ** *** *

Hu_400+ CAGCCCC-----AAAACTCCCA-----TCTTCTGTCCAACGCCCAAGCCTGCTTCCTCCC 223

Mm_409R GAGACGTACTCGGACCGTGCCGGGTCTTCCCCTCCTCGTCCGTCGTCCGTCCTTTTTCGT 212

** * * * ** ** ** * * * * * *** **

Hu_400+ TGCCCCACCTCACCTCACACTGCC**CAGAC**TGGTG---------GGGCTGCATTTTTGGG- 273

Mm_409R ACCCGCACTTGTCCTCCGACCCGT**CAGAC**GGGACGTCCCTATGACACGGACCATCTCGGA 272

** *** * **** ** ********* ** * * * * **

Hu_400+ --------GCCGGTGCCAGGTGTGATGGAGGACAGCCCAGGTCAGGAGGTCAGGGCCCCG 325

Mm_409R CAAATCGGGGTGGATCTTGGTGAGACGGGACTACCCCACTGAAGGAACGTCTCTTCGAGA 332

* ** * **** ** ** ** * * * *** *

Hu_400+ TTTCCTCCCAAGC---CAGGATGACTCAGTGAT-------GG**ACAGA**--CTAGGCCACAA 373

Mm_409R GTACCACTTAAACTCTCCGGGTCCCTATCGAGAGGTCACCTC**ACAGA**CTCGAGGTCCCAG 392

* ** * ** * * ** * ** ********* * *** * **

Hu_400+ GGGGCCGAACACAAAGCCAAATTAGGG 400

Mm_409R TGGTCAGACACCCTAT---------C- 409

** * ** * *

**Alignments #’s 4, 5, and 6.** Shown below are three pair-wise alignments of the core human *ppl* enhancer (Hu_400+) aligned to one of three (S1, S2, and S3) different Fisher-Yates shuffled sequences of the homologous 409 bp plus-strand block in mouse (Mm_409+S1/S2/S3). These pair-wise alignments serve as negative controls.

Alignment #4

Hu_400+ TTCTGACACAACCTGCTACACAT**CTTGG**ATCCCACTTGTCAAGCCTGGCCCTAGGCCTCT 60

Mm_409+S1 --------AGAGCTC------CG**CTTGG**---CCTGTGCTCAAATG------------AAG 31

* ** ********* ** * ****

Hu_400+ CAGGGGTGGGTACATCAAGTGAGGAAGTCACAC--TGTCAGGGCAGAAAGAGGGGCTGGG 118

Mm_409+S1 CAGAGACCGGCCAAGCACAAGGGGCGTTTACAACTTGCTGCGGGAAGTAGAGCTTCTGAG 91

*** * ** * ** * ** * *** ** ** * **** *** *

Hu_400+ TGGGGCCGGACAGG---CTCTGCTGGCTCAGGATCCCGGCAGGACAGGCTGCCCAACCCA 175

Mm_409+S1 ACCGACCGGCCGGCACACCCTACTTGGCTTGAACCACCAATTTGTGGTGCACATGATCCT 151

* **** * * * ** ** * * * * * * * * **

Hu_400+ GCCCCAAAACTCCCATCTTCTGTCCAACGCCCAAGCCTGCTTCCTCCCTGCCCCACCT-- 233

Mm_409+S1 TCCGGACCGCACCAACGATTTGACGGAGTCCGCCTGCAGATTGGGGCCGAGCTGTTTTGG 211

** * * ** * * ** * * ** * * ** ** * *

Hu_400+ ----CACCTCACACTGCCCAGACTGG---------TGGGGCTGCATTTTTGGGGCCGGTG 280

Mm_409+S1 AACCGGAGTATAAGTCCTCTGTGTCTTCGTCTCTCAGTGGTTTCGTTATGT--CCCTCCG 269

* * * * * * * * ** * * ** * ** *

Hu_400+ CCAGGTGTGATGGAGGACAGCCC-------AGGTCAGGAGG---TCAGGGCCCCGTTTCC 330

Mm_409+S1 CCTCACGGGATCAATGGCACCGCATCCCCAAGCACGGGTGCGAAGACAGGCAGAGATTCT 329

** * *** * * ** * * ** * ** * *** * ***

Hu_400+ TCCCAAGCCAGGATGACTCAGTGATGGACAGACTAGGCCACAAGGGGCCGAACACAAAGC 390

Mm_409+S1 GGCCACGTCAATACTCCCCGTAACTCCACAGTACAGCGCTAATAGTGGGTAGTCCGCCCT 389

*** * ** * * * * **** ** * * * * * *

Hu_400+ CAAATTAGGG---------- 400

Mm_409+S1 ATACGGAGAGCCGCCCACCC 409

* ** *

Alignment #5

Hu_400+ ---TTCTGACACAACCTGCTACACATCT----------TGGATCCCACTTGTCAAGCCTG 47

Mm_409+S2 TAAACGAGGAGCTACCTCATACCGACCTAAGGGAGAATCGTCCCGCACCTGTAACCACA- 59

* * **** *** * ** * * *** *** * *

Hu_400+ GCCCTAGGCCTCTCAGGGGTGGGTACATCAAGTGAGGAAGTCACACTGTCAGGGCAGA-- 105

Mm_409+S2 ------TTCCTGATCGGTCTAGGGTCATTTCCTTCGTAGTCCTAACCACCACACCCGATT 113

*** ** * ** *** * * * * ** ** * **

Hu_400+ ---------------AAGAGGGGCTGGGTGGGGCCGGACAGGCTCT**GCTGG**CTCAGGATC 150

Mm_409+S2 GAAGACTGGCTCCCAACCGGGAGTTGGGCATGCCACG---GCCCTC**GCTGG**GCCTCCCTC 170

* ** * **** * * * * * ********* * **

Hu_400+ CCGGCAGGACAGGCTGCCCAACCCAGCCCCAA-AACTCCCATCTTCTGTCCAACGCCCAA 209

Mm_409+S2 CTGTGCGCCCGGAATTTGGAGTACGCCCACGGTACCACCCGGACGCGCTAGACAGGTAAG 230

* * * * * * * * ** * * * *** * * * * *

Hu_400+ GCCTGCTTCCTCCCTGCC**CCACC**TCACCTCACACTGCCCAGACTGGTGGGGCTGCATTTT 269

Mm_409+S2 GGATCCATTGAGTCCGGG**CCACC**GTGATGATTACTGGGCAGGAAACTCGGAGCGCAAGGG 290

* * * * * * ********* **** *** * ** ***

Hu_400+ T--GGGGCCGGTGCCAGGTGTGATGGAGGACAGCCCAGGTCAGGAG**GTCAG**GGCCCCGTT 327

Mm_409+S2 TGCGAAGCAGTTAACTGGTTTCT-----------------------**GTCAG**TAC--C-AT 324

* * ** * * * *** * ********* * * *

Hu_400+ TCCTC**CCAAGC**-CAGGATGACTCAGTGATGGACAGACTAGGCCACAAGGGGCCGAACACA 386

Mm_409+S2 TGTTG**CCAAGC**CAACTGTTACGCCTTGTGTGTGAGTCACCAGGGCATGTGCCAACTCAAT 384

* * ********** * * ** * ** * ** * ** * * * **

Hu_400+ AAGCCAAATTAGGG----------- 400

Mm_409+S2 TAGCCGCAGTCGCGCCTCGAGCTAC 409

**** * * * *

Alignment #6

Hu_400+ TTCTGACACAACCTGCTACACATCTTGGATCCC--ACTTGTCAAGCCTGGCCCTAGGCCT 58

Mm_409+S3 -------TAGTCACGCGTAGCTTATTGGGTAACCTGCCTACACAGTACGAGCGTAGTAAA 53

* ** * * **** * * * * ** * * ***

Hu_400+ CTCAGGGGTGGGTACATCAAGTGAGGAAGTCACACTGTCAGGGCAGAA----AGAG-GGG 113

Mm_409+S3 AATGCGGGGGGCTGA-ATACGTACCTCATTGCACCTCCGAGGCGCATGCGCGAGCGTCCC 112

*** ** * * ** * * ** *** ** *

Hu_400+ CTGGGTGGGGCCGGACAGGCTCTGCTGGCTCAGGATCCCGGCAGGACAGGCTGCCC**AACC** 173

Mm_409+S3 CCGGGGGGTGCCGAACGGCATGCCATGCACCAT------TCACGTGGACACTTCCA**AACC** 166

* *** ** **** ** * * ** ** * * ** ** ********

Hu_400+ **C**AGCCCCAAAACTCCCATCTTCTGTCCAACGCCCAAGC----CTGCTTCCTCCCTGCCCC 229

Mm_409+S3 **C**CG-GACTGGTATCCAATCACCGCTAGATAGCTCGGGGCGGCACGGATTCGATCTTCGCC 225

***** * * *** *** * * * ** * * * * * ** * **

Hu_400+ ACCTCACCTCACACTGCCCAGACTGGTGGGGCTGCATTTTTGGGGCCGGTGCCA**GGTGTG** 289

Mm_409+S3 GTGTCGCAAGGCCG----------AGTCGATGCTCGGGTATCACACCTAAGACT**GGTGTG** 275

** * * ** * * * * ** * * **********

Hu_400+ ATGGAGGACAGCCCAGGTCAG-------------GAGGTCAGGGCCCCGTTTCCTCCC-A 335

Mm_409+S3 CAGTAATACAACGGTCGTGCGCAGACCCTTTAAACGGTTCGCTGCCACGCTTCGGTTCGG 335

* * *** * ** * * ** *** ** *** *

Hu_400+ AGCCAGGATG----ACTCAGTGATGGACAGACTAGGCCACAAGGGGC--CGAACACAAAG 389

Mm_409+S3 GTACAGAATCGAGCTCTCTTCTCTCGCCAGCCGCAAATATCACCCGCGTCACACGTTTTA 395

*** ** *** * * *** * * * ** * **

Hu_400+ CCAAATTAGGG--- 400

Mm_409+S3 CCAGATTGACGCAC 409

*** *** *

**Alignment #7.** Shown below is the pair-wise alignment of the core human *ppl* enhancer (Hu_400+) aligned to the 467 bp enhancer block from zebrafish (Zf_467+). The 467 bp zebrafish sequence corresponds to the enhancer fragment with the highest similarity to the core of the human enhancer. These sequences correspond to the plus strand (+) sequences located upstream of *ppl*, which is transcribed to the left in each genome.

Hu_400+ TTCTGACACAACCTGCTACACATCTTGGAT-------C**CCACT**-TGTCAAGCCTGGCCCT 52

Zf_467+ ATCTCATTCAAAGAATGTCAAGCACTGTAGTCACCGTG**CCACT**AAATGAACCATGGCACT 60

*** * *** ** ** * ********* * ** * **** **

Hu_400+ AG-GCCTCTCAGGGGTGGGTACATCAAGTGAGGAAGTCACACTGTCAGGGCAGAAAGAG- 110

Zf_467+ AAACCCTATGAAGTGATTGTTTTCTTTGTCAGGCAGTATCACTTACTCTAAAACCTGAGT 120

* *** * * * * ** ** *** *** **** * * ***

Hu_400+ -GGGCTGGGTGGGGC------------CGGACA-GGC**TCTGC**TGGCTCAGGATCCCGGCA 156

Zf_467+ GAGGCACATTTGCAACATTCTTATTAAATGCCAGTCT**TCTGC**GACCTGTGACACACTTCA 180

*** * * * ** ********* ** * * * **

Hu_400+ GGACAGGCTGCCCAACCC----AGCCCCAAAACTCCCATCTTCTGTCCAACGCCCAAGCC 212

Zf_467+ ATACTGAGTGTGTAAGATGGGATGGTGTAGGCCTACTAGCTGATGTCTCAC---TAAATC 237

** * ** ** * * ** * * ** **** ** ** *

Hu_400+ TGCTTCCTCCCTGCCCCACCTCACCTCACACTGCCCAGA-----CTG**GTGGG**GCTGCATT 267

Zf_467+ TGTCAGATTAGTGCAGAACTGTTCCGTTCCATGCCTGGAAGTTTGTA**GTGGG**CCTGAAGA 297

** * *** ** ** * **** ** * ********* *** *

Hu_400+ TT--TGGGGCCGGTGC**CAGGT**GT----GATGGAGGACAGCCCAGGTCAGGAGG------- 314

Zf_467+ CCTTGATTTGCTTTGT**CAGGT**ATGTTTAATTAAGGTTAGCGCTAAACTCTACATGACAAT 357

* ** ********* * ** *** *** * * *

Hu_400+ ---------------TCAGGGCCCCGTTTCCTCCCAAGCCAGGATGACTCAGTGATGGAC 359

Zf_467+ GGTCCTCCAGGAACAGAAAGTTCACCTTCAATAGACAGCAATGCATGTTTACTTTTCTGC 417

* * * * ** * *** * * * * * * *

Hu_400+ AGACTAGGC--------CACA**AGGGG**CCGAACACAAAGCCA-AATTAGGG 400

Zf_467+ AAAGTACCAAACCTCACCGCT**AGGGG**GAGTCGAATAGTTTTGACTGAGGC 467

* * ** * * ********* * * * * * ***

**Alignment #8.** Shown below is the pair-wise alignment of the core human *ppl* enhancer (Hu_400+) aligned to the reverse complement of the 467 bp block from zebrafish (Zf_409-) used in Alignment #7.

Hu_400+ --TTCTGAC----ACAACCTGC------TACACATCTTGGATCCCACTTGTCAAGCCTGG 48

Zf_467- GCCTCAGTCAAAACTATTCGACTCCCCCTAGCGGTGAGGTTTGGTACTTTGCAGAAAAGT 60

** * * * * * ** * * * **** ** *

Hu_400+ CCCTAGGCCT----CTCA--GGGGTGGGTACATC-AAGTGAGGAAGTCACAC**TGTCA**GGG 101

Zf_467- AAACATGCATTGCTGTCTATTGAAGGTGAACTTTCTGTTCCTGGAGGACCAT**TGTCA**TGT 120

* ** * ** * * * ** * * * ** ** ********* *

Hu_400+ CAG------------------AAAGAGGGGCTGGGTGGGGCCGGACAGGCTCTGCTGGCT 143

Zf_467- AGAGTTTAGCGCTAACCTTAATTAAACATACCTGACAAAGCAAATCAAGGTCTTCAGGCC 180

* * * * ** ** * *** * ***

Hu_400+ CAGGATCC-CGGCAGGACAGGCTGCCCAACCCA--GCCCCAAAACTCCCATCTTCTGTCC 200

Zf_467- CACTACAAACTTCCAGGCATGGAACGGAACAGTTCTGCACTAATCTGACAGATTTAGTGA 240

** * * * * ** * * *** * * ** ** ** ** **

Hu_400+ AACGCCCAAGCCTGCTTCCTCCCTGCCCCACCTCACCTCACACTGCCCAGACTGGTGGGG 260

Zf_467- GACATCAGCTAG-----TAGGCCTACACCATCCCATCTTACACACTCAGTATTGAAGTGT 295

** * *** * *** * ** ** **** * * ** * *

Hu_400+ CTGCATTTT--------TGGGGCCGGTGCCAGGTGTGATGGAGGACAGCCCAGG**TCAGG**A 312

Zf_467- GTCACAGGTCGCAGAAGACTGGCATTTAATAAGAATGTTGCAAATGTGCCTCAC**TCAGG**T 355

* * *** * * * ** ** * *** *********

Hu_400+ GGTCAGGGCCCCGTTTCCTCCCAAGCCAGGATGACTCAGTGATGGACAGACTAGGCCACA 372

Zf_467- TTT--------------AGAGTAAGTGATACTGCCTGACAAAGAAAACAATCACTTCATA 401

* *** * ** ** * * * * * ** *

Hu_400+ AGGGGCCGAACACAAAGCCAAATTAGGG-------------------------------- 400

Zf_467- GG-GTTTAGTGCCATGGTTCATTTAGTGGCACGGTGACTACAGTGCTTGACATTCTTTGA 460

* * ** * * **** *

Hu_400+ ------- 400

Zf_467- ATGAGAT 467

**Alignment #9.** Shown below is the pair-wise alignment of the core human *ppl* enhancer (Hu_400+) aligned to the reverse sequence of the 467 bp enhancer block from zebrafish (Zf_467R). This alignment constitutes a negative control as the reverse sequence is a non-biological sequence.

Hu_400+ ---------TTCTGA-----------------------CACAACCTGCTACACATCT--- 25

Zf_467R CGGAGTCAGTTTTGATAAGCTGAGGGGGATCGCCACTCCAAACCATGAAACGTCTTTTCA 60

** *** ** * * ** ** * *

**7-mer**

Hu_400+ ------------------TGGATC**CCACTTG**TCAAGCCTGGCCCTAGGCCTCTCAGGGGT 67

Zf_467R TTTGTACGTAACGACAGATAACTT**CCACTTG**AAAGACAAGGACCTCCTGGTAACAGTACA 120

* * *********** * * ** *** * ***

Hu_400+ GGGTACATCAAGTGAGGAAGTC---------------ACACTGTCAGGG**CAGAA**AGAGGG 112

Zf_467R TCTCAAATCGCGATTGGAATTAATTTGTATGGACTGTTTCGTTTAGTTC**CAGAA**GTCCGG 180

* *** * **** * * * ********* **

Hu_400+ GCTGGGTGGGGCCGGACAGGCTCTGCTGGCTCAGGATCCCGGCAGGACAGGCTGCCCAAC 172

Zf_467R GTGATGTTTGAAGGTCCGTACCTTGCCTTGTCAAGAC-----GTGATTAGACTGTCTAAA 235

* ** * * * * *** *** ** * ** *** * **

Hu_400+ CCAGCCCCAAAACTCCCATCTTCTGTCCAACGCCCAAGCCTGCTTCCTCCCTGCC--CCA 230

Zf_467R TCACTCTGT----------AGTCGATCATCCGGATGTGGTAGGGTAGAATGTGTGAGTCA 285

** * ** ** ** * * * ** **

Hu_400+ CCTCACCTCACACTGCCCAGACTG--GTGGGGCTGCATTTTT---GGGGCCGGTGCCAGG 285

Zf_467R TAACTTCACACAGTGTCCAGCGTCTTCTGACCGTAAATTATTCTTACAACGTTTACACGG 345

* * **** ** **** * ** * *** ** * * * **

Hu_400+ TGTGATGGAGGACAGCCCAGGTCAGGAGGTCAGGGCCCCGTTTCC-TCCCAAGCCAGGAT 344

Zf_467R AGTGAGTCCAAAA--TCTCATTCACTA--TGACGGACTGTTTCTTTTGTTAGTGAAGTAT 401

**** * * *** * * * ** * ** * * ** **

Hu_400+ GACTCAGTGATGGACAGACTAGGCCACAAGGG---------GC**CGAAC**ACAAAGCCAAAT 395

Zf_467R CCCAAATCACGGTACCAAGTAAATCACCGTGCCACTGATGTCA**CGAAC**TGTAAG-AAACT 460

* * * ** * ** *** * ********* *** ** *

Hu_400+ TAGGG-- 400

Zf_467R TACTCTA 467

**

**Alignments #’s 10, 11, and 12.** Shown below are three pair-wise alignments of the core human *ppl* enhancer (Hu_400+) aligned to one of three (S1, S2, and S3) different Fisher-Yates shuffled sequences of the 467 bp plus-strand block from zebrafish (Zf_467+S1/S2/S3). These pair-wise alignments serve as negative controls.

Alignment #10

Hu_400+ ---------------------------------TTCTGACACAACCTGCTACACATCTTG 27

Zf_467+S1 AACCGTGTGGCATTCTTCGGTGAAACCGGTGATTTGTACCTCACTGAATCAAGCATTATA 60

** * * ** * *** *

Hu_400+ GATCCCACTTGTCAAGCCTGGCC------CTAGGCCTCTCAGGGGTGGGTACAT------ 75

Zf_467+S1 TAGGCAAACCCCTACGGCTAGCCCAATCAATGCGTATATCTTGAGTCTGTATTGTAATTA 120

* * * * * ** *** * * * ** * ** ***

Hu_400+ -CAAGTGA**GGAAGT**CACA--CT**GTCAG**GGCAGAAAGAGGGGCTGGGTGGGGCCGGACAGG 132

Zf_467+S1 ATCCTTGG**GGAAGT**AATCCCCG**GTCAG**CTCACAAAGC--TACGGGGTCTGTAATAAGTCA 178

** ********** * * ********* ** **** * **** * *

Hu_400+ CTCTGCTGGCT-----------CAGGATCC----CGGCAGGACAGGCTGCCCAACCCAGC 177

Zf_467+S1 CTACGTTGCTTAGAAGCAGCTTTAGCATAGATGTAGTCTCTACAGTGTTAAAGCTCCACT 238

** * ** * ** ** * * **** * ***

Hu_400+ C------------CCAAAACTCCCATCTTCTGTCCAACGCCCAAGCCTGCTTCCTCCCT- 224

Zf_467+S1 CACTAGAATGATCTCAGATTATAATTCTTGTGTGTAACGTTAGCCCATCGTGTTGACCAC 298

* ** * **** *** **** * * * **

Hu_400+ --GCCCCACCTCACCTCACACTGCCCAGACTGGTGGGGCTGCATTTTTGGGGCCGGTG-- 280

Zf_467+S1 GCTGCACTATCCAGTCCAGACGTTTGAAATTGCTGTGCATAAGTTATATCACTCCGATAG 358

* * ** ** ** * * ** ** * * ** * * *

Hu_400+ CC**AGGTG**TGA-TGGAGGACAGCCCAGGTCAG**GAGGT**CAGGGCCCCGT**TTCCT**CCCAAGCC 339

Zf_467+S1 GG**AGGTG**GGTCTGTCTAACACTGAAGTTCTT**GAGGT**TAAA------C**TTCCT**G---AATC 409

********* * ** *** ** ** ********* * ********* * *

Hu_400+ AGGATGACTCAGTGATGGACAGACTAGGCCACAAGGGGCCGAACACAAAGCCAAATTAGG 399

Zf_467+S1 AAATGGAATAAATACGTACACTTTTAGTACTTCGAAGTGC---TGCAACGCAGTGTTGCA 466

* ** * * * *** * * * *** ** **

Hu_400+ G 400

Zf_467+S1 A 467

Alignment #11

Hu_400+ -TTCTGACAC**AACCT**--GCTACAC---------------ATC**TTGGAT**CCCACTTGTCAA 42

Zf_467+S2 CAAAGGAGAG**AACCT**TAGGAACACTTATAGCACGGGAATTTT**TTGGAT**TCCGTTAATGGA 60

** * ********* * **** * ********** ** * * *

Hu_400+ G-CCTGGCCCTAGGCCTCTCAGGGGTGGGTAC----ATCAAGT----------GAGGAAG 87

Zf_467+S2 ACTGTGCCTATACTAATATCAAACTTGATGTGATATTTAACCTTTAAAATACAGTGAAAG 120

** * ** * *** ** * * * * * ***

Hu_400+ TCACACTGTCAGGGCAGAAAGAG----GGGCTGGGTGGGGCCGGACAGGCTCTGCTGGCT 143

Zf_467+S2 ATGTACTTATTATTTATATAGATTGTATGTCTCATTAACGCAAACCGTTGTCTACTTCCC 180

*** * * *** * ** * ** * *** ** *

Hu_400+ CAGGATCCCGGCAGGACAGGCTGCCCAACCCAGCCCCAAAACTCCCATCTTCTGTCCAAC 203

Zf_467+S2 -----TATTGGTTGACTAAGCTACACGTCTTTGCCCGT-----ACACTGTTAGGTATACA 230

* ** * * *** * * * **** * * ** ** *

Hu_400+ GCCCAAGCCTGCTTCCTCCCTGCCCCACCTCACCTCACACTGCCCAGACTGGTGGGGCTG 263

Zf_467+S2 AACCA---------------------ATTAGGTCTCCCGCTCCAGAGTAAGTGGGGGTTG 269

*** * *** * ** * ** * **** **

Hu_400+ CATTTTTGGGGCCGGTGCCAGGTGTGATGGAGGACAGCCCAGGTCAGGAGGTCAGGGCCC 323

Zf_467+S2 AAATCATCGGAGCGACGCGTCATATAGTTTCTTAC---GGAGATAGGGCGCAAAGTGCAA 326

* * * ** ** ** * * * ** ** * ** * ** **

Hu_400+ CGTT---TCCT-----CCCAAGCCAG-------GATGACTCAGTGATGGACAGACTAGGC 368

Zf_467+S2 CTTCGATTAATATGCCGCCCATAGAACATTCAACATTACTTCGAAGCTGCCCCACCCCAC 386

* * * * ** * * ** *** * * * ** *

Hu_400+ CACAA---------GGGGCCGA---ACACAAAGCCAAA**TTAGG**G---------------- 400

Zf_467+S2 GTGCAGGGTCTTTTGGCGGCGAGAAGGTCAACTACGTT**TTAGG**TAAGATTTTCTGTGACT 446

* ** * *** *** * *********

Hu_400+ --------------------- 400

Zf_467+S2 GTTGGTCACGCCCCGAGTCCT 467

Alignment #12

Hu_400+ ---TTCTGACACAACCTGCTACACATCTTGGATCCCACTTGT----------CAAGCCTG 47

Zf_467+S3 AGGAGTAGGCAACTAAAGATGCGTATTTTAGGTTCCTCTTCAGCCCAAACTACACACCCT 60

* ** * * * ** ** * * ** *** ** **

Hu_400+ GCCCTAGGCCTC**TCAGGG**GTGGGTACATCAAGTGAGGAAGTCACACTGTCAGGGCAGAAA 107

Zf_467+S3 AACGTGGGCT--**TCAGGG**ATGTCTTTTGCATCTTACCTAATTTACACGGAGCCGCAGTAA 118

* * *** ********** ** * ** * * * * * **** **

Hu_400+ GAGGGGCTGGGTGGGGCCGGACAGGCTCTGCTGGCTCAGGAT-CCCGGCAG-GACAGGCT 165

Zf_467+S3 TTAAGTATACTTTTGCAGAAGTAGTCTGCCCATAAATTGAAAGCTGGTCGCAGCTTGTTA 178

* * * * ** ** * * * * * * * *

**7-mer**

Hu_400+ **GCCCAAC**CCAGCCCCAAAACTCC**CATCTT**CTGTCCAA--CGCCCAAGCCTGCTTCCTCCC 223

Zf_467+S3 **GCCCAAC**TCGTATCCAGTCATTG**CATCTT**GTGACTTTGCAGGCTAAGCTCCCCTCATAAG 238

*********** * *** * ********** ** * * * **** * ** *

Hu_400+ TG----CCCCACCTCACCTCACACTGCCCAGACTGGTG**GGGCT**GCATTTTT-GGG-GCCG 277

Zf_467+S3 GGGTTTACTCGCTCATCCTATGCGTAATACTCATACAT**GGGCT**TCAAGTTTAGGTAGCCC 298

* * * * *** * * ********* ** *** ** ***

Hu_400+ GTGCCAGGTGTG-------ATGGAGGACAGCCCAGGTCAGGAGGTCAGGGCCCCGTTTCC 330

Zf_467+S3 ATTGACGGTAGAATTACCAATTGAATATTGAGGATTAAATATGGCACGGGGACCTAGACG 358

* *** ** ** * * * * ** *** ** *

Hu_400+ TCCCAA-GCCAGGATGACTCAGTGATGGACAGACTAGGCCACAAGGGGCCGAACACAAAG 389

Zf_467+S3 TCACAAAGTCTTCGTTAATCT-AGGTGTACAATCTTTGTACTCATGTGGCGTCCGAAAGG 417

** *** * * * * ** * ** *** ** * * * * ** * ** *

Hu_400+ CCAAATTAGGG--------------------------------------- 400

Zf_467+S3 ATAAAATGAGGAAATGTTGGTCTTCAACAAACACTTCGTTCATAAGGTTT 467

*** * **

**Alignments # 13.** For reference, shown below is a pair-wise alignment of the core human *ppl* enhancer (Hu_400+) aligned to the full-length 812 bp enhancer from the zebrafish *ppl* locus (Zf_812+).

Hu_400+ ------------------------------------------------------------ 0

Zf_812+ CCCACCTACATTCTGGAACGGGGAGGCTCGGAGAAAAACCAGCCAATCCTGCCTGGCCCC 60

Hu_400+ ------------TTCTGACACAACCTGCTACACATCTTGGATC----------------C 32

Zf_812+ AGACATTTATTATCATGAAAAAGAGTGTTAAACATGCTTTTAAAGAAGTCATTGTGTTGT 120

* *** * * ** ** **** *

Hu_400+ CACTTGT--------------------------------------CAAGCCTGGCCCTAG 54

Zf_812+ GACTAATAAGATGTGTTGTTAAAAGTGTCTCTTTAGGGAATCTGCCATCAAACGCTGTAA 180

*** * ** ** **

Hu_400+ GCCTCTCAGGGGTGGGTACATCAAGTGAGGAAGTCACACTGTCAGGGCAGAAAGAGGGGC 114

Zf_812+ TTCTCCTCGGCTTG-----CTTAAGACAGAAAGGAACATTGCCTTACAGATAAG-GAGGA 234

*** ** ** * *** ** *** *** ** * *** * **

Hu_400+ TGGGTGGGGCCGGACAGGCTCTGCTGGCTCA----GGATCCCG-GCAGGACAGGCTGCCC 169

Zf_812+ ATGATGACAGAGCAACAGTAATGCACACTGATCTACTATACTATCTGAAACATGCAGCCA 294

* ** * * * *** ** * ** * *** ** ***

Hu_400+ AACCCAGCCCCA-----AAACTCCCATCTTCTGTCCAACGCCCAAGC------------- 211

Zf_812+ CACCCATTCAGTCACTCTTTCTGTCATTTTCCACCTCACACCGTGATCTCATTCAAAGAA 354

***** * ** *** *** * ** **

Hu_400+ ---------CTGCTTCCTCCCTGCCCCACC---TCACCTCACACTGCCCAGACTGGTGGG 259

Zf_812+ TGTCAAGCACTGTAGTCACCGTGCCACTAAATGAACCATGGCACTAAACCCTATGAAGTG 414

*** * ** **** * * * **** * ** * *

Hu_400+ GCTGCATTTTTGGG--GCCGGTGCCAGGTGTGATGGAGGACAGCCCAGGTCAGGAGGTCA 317

Zf_812+ ATTGTTTTCTTTGTCAGGCAGTATCACTTA-----CTCTAAAACCTGAGTGAGGCACATT 469

** ** ** * * * ** ** * * * ** ** ***

Hu_400+ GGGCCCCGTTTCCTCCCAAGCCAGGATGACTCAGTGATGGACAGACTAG----------- 366

Zf_812+ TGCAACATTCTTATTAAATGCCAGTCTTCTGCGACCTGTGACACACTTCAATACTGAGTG 529

* * * * * * ***** * * **** ***

Hu_400+ -G---------------------------------------------------------- 367

Zf_812+ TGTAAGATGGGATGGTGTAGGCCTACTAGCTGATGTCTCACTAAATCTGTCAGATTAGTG 589

*

Hu_400+ ------------------------------------------------------------ 367

Zf_812+ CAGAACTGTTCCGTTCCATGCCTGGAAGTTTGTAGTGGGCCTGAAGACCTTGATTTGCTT 649

Hu_400+ ----------------------------------------CCACAAGGGG---------- 377

Zf_812+ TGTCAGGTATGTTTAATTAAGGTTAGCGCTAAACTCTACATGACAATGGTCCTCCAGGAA 709

**** **

Hu_400+ CCGAACACAAAGCCAAATTAGGG------------------------------------- 400

Zf_812+ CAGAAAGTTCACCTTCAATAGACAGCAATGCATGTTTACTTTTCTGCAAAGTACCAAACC 769

* *** * * * ***

Hu_400+ ------------------------------------------- 400

Zf_812+ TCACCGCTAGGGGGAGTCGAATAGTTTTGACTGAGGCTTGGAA 812

**Alignments # 14.** For reference, shown below is a pair-wise alignment of the full-length human *ppl* enhancer (Hu_489+) aligned to the full-length 812 bp enhancer from the zebrafish *ppl* locus (Zf_812+). Relative to the 400 bp core enhancer used in the majority of pair-wise alignments, the full-length enhancer sequences overlaps a non-conserved Alu element (AluJr4 sub-family) on the *ppl*-proximal side and a MIR-element on the *ppl*-distal side.

Hu_489+ ------------------------------------------------------------ 0

Zf_812+ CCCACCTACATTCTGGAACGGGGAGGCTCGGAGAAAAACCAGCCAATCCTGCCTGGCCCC 60

Hu_489+ ------------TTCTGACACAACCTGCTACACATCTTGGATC----------------C 32

Zf_812+ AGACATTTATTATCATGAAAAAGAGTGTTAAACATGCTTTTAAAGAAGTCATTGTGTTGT 120

* *** * * ** ** **** *

Hu_489+ CACTTGT--------------------------------------CAAGCCTGGCCCTAG 54

Zf_812+ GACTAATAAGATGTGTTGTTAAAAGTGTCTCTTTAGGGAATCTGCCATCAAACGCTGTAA 180

*** * ** ** **

Hu_489+ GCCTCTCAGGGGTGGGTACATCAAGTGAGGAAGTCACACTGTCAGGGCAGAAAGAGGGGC 114

Zf_812+ TTCTCCTCGGCTTG-----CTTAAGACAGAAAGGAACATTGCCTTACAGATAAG-GAGGA 234

*** ** ** * *** ** *** *** ** * *** * **

Hu_489+ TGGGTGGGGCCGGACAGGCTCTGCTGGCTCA----GGATCCCG-GCAGGACAGGCTGCCC 169

Zf_812+ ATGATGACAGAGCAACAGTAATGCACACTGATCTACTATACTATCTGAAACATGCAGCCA 294

* ** * * * *** ** * ** * *** ** ***

Hu_489+ AACCCAGCCCCA-----AAACTCCCATCTTCTGTCCAACGCCCAAGC------------- 211

Zf_812+ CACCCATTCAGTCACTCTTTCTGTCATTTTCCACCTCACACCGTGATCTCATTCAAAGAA 354

***** * ** *** *** * ** **

Hu_489+ ---------CTGCTTCCTCCCTGCCCCACC---TCACCTCACACTGCCCAGACTGGTGGG 259

Zf_812+ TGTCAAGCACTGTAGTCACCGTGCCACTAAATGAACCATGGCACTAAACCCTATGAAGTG 414

*** * ** **** * * * **** * ** * *

Hu_489+ GCTGCATTTTTGGG--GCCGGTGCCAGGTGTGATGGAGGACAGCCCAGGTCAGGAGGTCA 317

Zf_812+ ATTGTTTTCTTTGTCAGGCAGTATCACTTA-----CTCTAAAACCTGAGTGAGGCACATT 469

** ** ** * * * ** ** * * * ** ** ***

Hu_489+ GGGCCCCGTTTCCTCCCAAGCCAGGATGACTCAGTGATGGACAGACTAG----------- 366

Zf_812+ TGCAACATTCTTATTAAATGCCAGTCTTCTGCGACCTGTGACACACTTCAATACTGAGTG 529

* * * * * * ***** * * **** ***

Hu_489+ -G---------------------------------------------------------- 367

Zf_812+ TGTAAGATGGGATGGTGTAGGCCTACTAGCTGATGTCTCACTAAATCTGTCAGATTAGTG 589

*

Hu_489+ ------------------------------------------------------------ 367

Zf_812+ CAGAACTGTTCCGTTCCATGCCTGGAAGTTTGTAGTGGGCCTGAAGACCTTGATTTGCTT 649

Hu_489+ ----------------------------------------CCACAAGGGG---------- 377

Zf_812+ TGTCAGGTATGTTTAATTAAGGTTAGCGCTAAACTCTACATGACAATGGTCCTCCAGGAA 709

**** **

Hu_489+ CCGAACACAAAGCCAAATTAGGG------------------------------------- 400

Zf_812+ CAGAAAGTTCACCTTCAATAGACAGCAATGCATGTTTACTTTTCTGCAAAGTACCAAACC 769

* *** * * * ***

Hu_489+ ------------------------------------------- 400

Zf_812+ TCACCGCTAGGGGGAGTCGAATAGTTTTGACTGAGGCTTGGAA 812

**Alignments # 15.** For reference, shown below is a three-way multiple sequence alignment of the core human *ppl* enhancer (Hu_400+), the homologous 409 bp block from mouse *ppl* locus (Mm_409+), and the 467 bp block from the zebrafish *ppl* locus (Zf_467+), which is located in a similar position as the mammalian enhancer. Highlighted are two of the 18 conserved mammalian blocks with some similarity to zebrafish sequences.

Hu_400+ --TTCTGACACAACCTGCTACACAT------CTTGGATCCCACTTGTCAAGCCTGGCCCT 52

Mm_409+ --CTATCCCACAGACTGGTGACCCT-GGAG-CTCAGACACTCCACTGGAGAGCTATCCCT 56

Zf_467+ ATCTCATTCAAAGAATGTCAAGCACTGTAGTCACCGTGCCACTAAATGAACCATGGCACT 60

* ** * ** * * * * * * * **

**b. 10-mer**

Hu_400+ AGGCCTCTCAGG------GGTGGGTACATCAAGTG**AGGAAGTCAC**ACTGTC----AGGGC 102

Mm_409+ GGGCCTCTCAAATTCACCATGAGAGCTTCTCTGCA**AGGAAGTCAC**CCCATC----AGGGC 112

Zf_467+ AAACCCTATGAAG-----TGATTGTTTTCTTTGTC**AGG**C**AGT**AT**C**ACTTACTCTAAAACC 115

** * ***** *** *** * * * *

**e. 9-mer f.**>>

Hu_400+ AGAAAGAGGGGCT------GGGTG----GGGCCGG**ACAGGCTCT**GC-TGGCTCAGG**ATCC** 151

Mm_409+ AGA--GTGGTTCT------AGGTG----GGGCTAA**ACAGGCTCT**ACCAGGCACAGT**ATCC** 160

Zf_467+ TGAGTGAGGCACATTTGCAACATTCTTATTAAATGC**CAG**T**CTT**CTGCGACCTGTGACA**C**A 175

** * ** * * ******* ****** * * *****

> **g.**>>> **h. 7-mer**

Hu_400+ **C**G**GCAGG**A**CAG**G**CTGCCCA**ACCCA----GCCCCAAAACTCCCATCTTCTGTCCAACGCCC 207

Mm_409+ **C**T**GCAGG**G**CAG**A**CTGCCCA**GCCTC----CTGTTCACG--------------CCCATGCTT 202

Zf_467+ **C**TT**CA**ATA**C**T**G**AG**TG**TGT**A**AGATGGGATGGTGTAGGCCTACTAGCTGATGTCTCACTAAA 235

***** ****** ***** ***** ****** ***** * *

Hu_400+ -AAGCCTGCTTCCTCCCTGCCCC---------------ACCTCACCTCACACTGCCCAGA 251

Mm_409+ -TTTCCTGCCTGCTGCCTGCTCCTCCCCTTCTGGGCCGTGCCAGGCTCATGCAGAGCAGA 261

Zf_467+ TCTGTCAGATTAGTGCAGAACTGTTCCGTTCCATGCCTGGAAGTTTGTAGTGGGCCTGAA 295

* * * * * * * *

**l.**>>> **m.**>>>

Hu_400+ CTGGTGGGGCT**GCATT**T**TTGGG**GC---------------CGGTGCCAGGTGTGATGGA-- 294

Mm_409+ CCAGTACAGCC**GCATT**C**TTGGG**CAA--------------GTGTCTCTGGTGTGAATGACC 307

Zf_467+ GACCTTGATTT**GC**T**TT**G**T**CA**GG**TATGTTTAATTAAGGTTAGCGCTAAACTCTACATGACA 355

* ****** ****** ***** ****** * * **

Hu_400+ ---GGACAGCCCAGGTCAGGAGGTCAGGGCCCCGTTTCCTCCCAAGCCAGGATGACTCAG 351

Mm_409+ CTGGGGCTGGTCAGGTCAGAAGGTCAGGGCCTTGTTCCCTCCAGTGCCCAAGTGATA--- 364

Zf_467+ ATGGTCC------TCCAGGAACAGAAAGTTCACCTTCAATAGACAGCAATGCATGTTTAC 409

* * * * * * * ** * **

Hu_400+ TGATGGACAGACTAGGCCA-------CAAGGGG-CCGAACACAAAGCCAAATTAGGG- 400

Mm_409+ -----GATGAGTCAGGCTA-------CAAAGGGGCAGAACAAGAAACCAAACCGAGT- 409

Zf_467+ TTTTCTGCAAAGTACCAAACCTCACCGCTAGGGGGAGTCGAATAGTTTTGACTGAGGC 467

* * *** * * * * *

* 96 count (3-way identical characters)

- 158 count (null characters)

**Alignments # 16.** For reference, shown below is a three-way multiple sequence alignment of the core human *ppl* enhancer (Hu_400+), the homologous 409 bp block from mouse *ppl* locus (Mm_409+), and the reverse complement of the 467 bp block from the zebrafish *ppl* locus (Zf_467-). This alignment serves as a control alignment for Alignment #15, which features far fewer insertions of null characters (158 dashes versus 227 dashes). However, the number of alignment columns with 3-way identity is similar in both (96 and 97 * columns).

Hu_400+ ------TTCTGACACAACCTGCTACACAT----CTTGGATC--CCACTTGTCAAGCCTGG 48

Mm_409+ ------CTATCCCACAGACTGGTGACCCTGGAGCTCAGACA--CTCCACTGGAGAGCTAT 52

Zf_467- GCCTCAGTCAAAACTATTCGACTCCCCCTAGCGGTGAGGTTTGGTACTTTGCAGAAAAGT 60

* * * * * * * * * *

**a. 9-mer** **c. 10-mer**

Hu_400+ CCCTA**GGCCTCTCA**GG------GGTGGGTACATCAAGTG-AGGAAGTCACACTG**TCAGGG** 101

Mm_409+ CCCTG**GGCCTCTCA**AATTCACCATGAGAGCTTCTCTGCA-AGGAAGTCACCCCA**TCAGGG** 111

Zf_467- AAACAT**GC**A**T**TG**C**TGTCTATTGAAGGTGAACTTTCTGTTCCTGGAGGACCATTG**TCA**T-**G** 119

****** ***** ***** * * ** * ******* *****

**e. 9-mer**

Hu_400+ **CAGA**AAGAGGGGCT-------------------GGGTGGGGCCGG**ACAGGCTCT**G**C**-TGG 141

Mm_409+ **CAGA**--GTGGTTCT-------------------AGGTGGGGCTAA**ACAGGCTCT**A**C**CAGG 150

Zf_467- T**AGA**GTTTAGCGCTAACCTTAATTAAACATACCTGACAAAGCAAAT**CA**A**G**G**TCT**T**C**AGGC 179

******* * ** * ** ****** ***** ******* ***** *

Hu_400+ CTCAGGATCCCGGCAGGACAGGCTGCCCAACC--CAGCCCCAAAACTCCCA--TCTTCTG 197

Mm_409+ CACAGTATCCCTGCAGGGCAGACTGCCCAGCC--TCCTGTTCACG--------------- 193

Zf_467- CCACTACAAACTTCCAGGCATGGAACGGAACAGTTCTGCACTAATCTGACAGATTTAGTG 239

* * * * ** * * * *

Hu_400+ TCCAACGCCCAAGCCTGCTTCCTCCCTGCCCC---------------ACCTCACCTCACA 242

Mm_409+ -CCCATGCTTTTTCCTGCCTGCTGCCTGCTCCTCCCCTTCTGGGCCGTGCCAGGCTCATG 252

Zf_467- AGACATCAGCTAGTAGGCC-------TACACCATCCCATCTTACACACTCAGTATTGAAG 292

* ** * * ** * * *

**n. 7-mer**

Hu_400+ C---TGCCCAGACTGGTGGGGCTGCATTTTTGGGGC-CGGTGC**CAGGTGTGA**TG**GA**----- 294

Mm_409+ C---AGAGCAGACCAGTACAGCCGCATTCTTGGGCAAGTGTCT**C**T**GGTGTGA**A**TGA**----- 305

Zf_467- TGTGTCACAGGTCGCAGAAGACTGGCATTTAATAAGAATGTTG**CA**AA**TGTG**CC**T**C**A**CTCAG 353

* * * * * * ** ***** ******** *****

**p. 11-mer**

Hu_400+ ---------------GGACAGCCCAGGTCAGG-----------------**AGGTCAGGGCC** 322

Mm_409+ ----------CCCTGGGGCTGGTCAGGTCAGA-----------------**AGGTCAGGGCC** 338

Zf_467- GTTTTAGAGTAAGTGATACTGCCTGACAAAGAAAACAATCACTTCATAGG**G**T**T**T**AG**T**GCC** 413

* * ** ***** ***** ****** *******

Hu_400+ CCGTTTCCTCCCAAGCCAGGATG-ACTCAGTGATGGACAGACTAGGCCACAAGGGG-CCG 379

Mm_409+ TTGTTCCCTCCAGTGCCCAAGTG-ATA--------GATGAGTCAGGCTACAAAGGGGCAG 388

Zf_467- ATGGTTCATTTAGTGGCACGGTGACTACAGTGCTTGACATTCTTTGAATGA--------- 464

* * * * * * ** ** * *

Hu_400+ AACACAAAGCCAAATTAGGG 400

Mm_409+ AACAAGAAACCAAACCGAGT 409

Zf_467- ----------------GAT- 467

* 97 count (3-way identical characters)

- 227 count (null characters)

**Alignments # 17.** For reference, shown below is a three-way multiple sequence alignment of the core human *ppl* enhancer (Hu_400+), the homologous 409 bp block from mouse *ppl* locus (Mm_409+), and the (non-biological) reverse sequence of the 467 bp block from the zebrafish *ppl* locus (Zf_467R). This alignment serves as a control alignment for Alignment’s #15 and #16, which features far fewer insertions of null characters (158 dashes versus 227 dashes). While the number of alignment columns with 3-way identity is similar (99 * columns versus 96 and 97 * columns in Alignments #15 and #16, respectively), Alignment #16 features many more insertions of null characters (248 dashes inserted versus 158 and 227 dashes in Alignments #15 and #16, respectively).

Hu_400+ -------TTCTGACACAACCTGCTACACAT------------CTTGGATCCCACTTGTCA 41

Mm_409+ -------CTATCCCACAGACTGGTGACCCTGG--------AGCTCAGACACTCCACTGGA 45

Zf_467R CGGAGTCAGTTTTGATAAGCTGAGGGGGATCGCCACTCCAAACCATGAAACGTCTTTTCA 60

* * * *** * * ** * * *

Hu_400+ AGCCTGGCCCTAGGCCTCT-----CAGG------GGTGGGTACATCAAGTGAGGAAGTCA 90

Mm_409+ GAGCTATCCCTGGGCCTCT-----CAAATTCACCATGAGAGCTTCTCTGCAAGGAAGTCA 100

Zf_467R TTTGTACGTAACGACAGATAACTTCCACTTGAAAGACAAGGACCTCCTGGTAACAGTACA 120

* * * * * * * * **

Hu_400+ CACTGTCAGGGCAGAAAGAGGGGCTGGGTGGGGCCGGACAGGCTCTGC-TGGCTCAGGAT 149

Mm_409+ CCCCATCAGGGCAGA--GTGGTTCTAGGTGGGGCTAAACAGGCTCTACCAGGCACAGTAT 158

Zf_467R T-CTCAAATCGCG----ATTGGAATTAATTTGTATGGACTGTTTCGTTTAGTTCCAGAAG 175

* * ** * * * * ** * ** * *** *

Hu_400+ CCCGGCA------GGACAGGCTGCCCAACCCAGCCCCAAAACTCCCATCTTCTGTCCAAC 203

Mm_409+ CCCTGCA------GGGCAGACTGCCCAGCCTCCTGTTCACG--------------CCCAT 198

Zf_467R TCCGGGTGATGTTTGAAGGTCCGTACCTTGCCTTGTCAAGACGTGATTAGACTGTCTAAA 235

** * * * * * * * * *

Hu_400+ GCCCAAGCCTGCTTCCTCCCTGCCCC-----------------------------ACCTC 234

Mm_409+ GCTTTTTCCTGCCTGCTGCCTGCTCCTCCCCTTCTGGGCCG--------------TGCCA 244

Zf_467R TCACT-----CTGTAGT---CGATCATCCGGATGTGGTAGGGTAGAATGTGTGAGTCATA 287

* * * * *

Hu_400+ ACCTCACA--CTGCCCAGACTG--GTGGGGCTGCATTTTTGGGGC-CGGTGCCAGGTGTG 289

Mm_409+ GGCTCATG--CAGAGCAGACCA--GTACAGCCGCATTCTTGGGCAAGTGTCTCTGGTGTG 300

Zf_467R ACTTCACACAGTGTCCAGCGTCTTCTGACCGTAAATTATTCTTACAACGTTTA------- 340

*** * *** * *** ** **

Hu_400+ ATGGA-----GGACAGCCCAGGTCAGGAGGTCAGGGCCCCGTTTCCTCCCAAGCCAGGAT 344

Mm_409+ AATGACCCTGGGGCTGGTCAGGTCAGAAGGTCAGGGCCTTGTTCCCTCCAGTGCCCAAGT 360

Zf_467R ------------------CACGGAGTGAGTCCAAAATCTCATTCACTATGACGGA---CT 379

** * ** ** * ** ** * *

Hu_400+ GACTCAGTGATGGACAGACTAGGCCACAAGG----------------------------- 375

Mm_409+ GATA--------GATGAGTCAGGCTACAAAG----------------------------- 383

Zf_467R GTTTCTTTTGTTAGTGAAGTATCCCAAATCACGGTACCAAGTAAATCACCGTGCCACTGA 439

* * * * *

Hu_400+ -GG-CCGAACACAAAGCCAAATTAGGG- 400

Mm_409+ -GGGCAGAACAAGAAACCAAACCGAGT- 409

Zf_467R TGTCACGAACTGTAAGAAACTTACTCTA 467

* **** ** *

* 99 count (3-way identical characters)

- 248 count (null characters)

**Alignments #’s 18, 19, and 20.** Shown below are three 3-way alignments of the core mammalian *ppl* enhancers (Hu_400+ and Mm_409+) aligned to one of three (S1, S2, and S3) different Fisher-Yates shuffled sequences of the 467 bp plus-strand block from zebrafish (Zf_467+S1/S2/S3). These multiple-sequence alignments serve as negative controls.

Alignment #18

Hu_400+ ----TTCTGACACAACCTGCTACACAT----CTTGGATCCC-------------ACTTGT 39

Mm_409+ ----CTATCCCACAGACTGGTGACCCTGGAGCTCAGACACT-------------CCACTG 43

Zf_467+S1 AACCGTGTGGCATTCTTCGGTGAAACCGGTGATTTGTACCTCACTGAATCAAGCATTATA 60

* * ** * * * * *

Hu_400+ CAAGCCTGGCCCTAGGCCTCTCAGG-------------------------GGTGGGTACA 74

Mm_409+ GAGAGCTATCCCTGGGCCTCTCAAATTCAC-------------------CATGAGAGCTT 84

Zf_467+S1 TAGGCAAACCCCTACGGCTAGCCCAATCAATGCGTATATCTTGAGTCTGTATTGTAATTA 120

* **** * ** *

Hu_400+ TCAAGTGA**GGAAGT**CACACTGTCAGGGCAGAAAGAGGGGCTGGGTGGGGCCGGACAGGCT 134

Mm_409+ CTCTGCAA**GGAAGT**CACCCCATCAGGGCAGA--GTGGTTCTAGGTGGGGCTAAACAGGCT 142

Zf_467+S1 ATCCTTGG**GGAAGT**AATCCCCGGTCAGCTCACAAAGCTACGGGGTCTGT--AATAAGTCA 178

********** * * ** * * * *** * ** *

Hu_400+ CTGC-TGGCTCAGGATCCCGGCAGGACAGGCTG--CCCAACCCAGCCCCAAAACTCCCAT 191

Mm_409+ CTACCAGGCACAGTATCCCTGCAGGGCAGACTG--CCCAGCCTCCTGTTCACG------- 193

Zf_467+S1 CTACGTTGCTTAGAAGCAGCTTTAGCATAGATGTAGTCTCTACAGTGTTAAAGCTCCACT 238

** * ** ** * * * ** * *

Hu_400+ C-------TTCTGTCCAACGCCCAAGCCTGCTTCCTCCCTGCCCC--------------- 229

Mm_409+ --------------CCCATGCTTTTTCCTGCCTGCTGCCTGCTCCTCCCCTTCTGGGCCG 239

Zf_467+S1 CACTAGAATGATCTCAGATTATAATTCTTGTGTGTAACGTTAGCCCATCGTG-TTGACCA 297

* * * ** * * * **

Hu_400+ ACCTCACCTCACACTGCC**CAGAC**TGGTGGGGCTGCATTTTTGGGGC-CGGT---GCCAGG 285

Mm_409+ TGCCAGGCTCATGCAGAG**CAGAC**CAGTACAGCCGCATTCTTGGGCAAGTGT---CTCTGG 296

Zf_467+S1 CG-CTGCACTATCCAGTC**CAGAC**GTTTGAA-----ATTGCTGTGCATAAGTTATATCACT 351

* * * ********* * *** ** * ** *

Hu_400+ TGTGATGGA-----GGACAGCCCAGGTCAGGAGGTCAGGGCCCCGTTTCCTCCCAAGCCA 340

Mm_409+ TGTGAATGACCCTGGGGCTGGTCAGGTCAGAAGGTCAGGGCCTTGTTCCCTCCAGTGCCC 356

Zf_467+S1 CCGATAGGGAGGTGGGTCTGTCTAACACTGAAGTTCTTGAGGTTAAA-CTTCCTGAATCA 410

* ** * * * * * ** ** * * *** *

Hu_400+ GGATGACTCA-GTGATGGACAGACTAGGCCACAAGGGG-CCGAACACAAAGCCAAATTAG 398

Mm_409+ AAGTGATA---------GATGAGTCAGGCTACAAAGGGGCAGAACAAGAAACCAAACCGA 407

Zf_467+S1 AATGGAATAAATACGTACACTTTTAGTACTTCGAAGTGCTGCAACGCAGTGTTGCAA--- 467

** * * * * * * *** *

Hu_400+ GG 400

Mm_409+ GT 409

Zf_467+S1 -- 467

* 110 count (3-way identical characters)

- 170 count (null characters)

Alignment #19

Hu_400+ ----------TTCTGACACAACCTGCTACACAT----CTT---GGAT-CCCACTTGTCAA 42

Mm_409+ ----------CTATCCCACAGACTGGTGACCCTGGAGCTC---AGAC-ACTCCACTGGAG 46

Zf_467+S2 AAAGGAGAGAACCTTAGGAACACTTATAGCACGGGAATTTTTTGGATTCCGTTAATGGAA 60

* * ** * * ** * *

Hu_400+ GCCTGGCCCTAGGCCTCTCAGG------------------GGTGGGTACATCAAGTGAGG 84

Mm_409+ AGCTATCCCTGGGCCTCTCAAATT------------CACCATGAGAGCTTCTCTGCAAGG 94

Zf_467+S2 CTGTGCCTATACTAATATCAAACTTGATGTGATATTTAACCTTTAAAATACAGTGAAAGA 120

* * * * *** * **

Hu_400+ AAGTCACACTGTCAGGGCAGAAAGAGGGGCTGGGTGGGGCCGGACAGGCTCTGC-TGGCT 143

Mm_409+ AAGTCACCCCATCAGGGCAGA--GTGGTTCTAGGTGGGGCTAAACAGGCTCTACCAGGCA 152

Zf_467+S2 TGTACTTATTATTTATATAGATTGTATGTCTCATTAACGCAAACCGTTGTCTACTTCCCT 180

* * *** * ** * ** * *** * *

Hu_400+ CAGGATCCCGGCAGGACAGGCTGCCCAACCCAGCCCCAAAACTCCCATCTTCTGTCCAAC 203

Mm_409+ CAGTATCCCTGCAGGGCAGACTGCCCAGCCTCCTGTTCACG--------------CCCAT 198

Zf_467+S2 A-----------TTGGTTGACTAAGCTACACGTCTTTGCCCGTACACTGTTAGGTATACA 229

* * ** * *

Hu_400+ GCCCAAGCCTGCTTCCTCCCTGCCCC---------------ACCTCACCTCACACTGCCC 248

Mm_409+ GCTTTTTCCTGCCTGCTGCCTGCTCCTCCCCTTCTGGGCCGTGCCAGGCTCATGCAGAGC 258

Zf_467+S2 A-------------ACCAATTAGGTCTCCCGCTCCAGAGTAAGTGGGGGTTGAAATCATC 276

* * * * *

Hu_400+ AGACTG----GTGGGGCTGCATTTTTGG--GGC-CGGTGCCAGGTGTGATGGA-----GG 296

Mm_409+ AGACCA----GTACAGCCGCATTCTTGG--GCAAGTGTCTCTGGTGTGAATGACCCTGGG 312

Zf_467+S2 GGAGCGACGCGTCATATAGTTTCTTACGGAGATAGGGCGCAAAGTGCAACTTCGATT-AA 335

** ** * * * * * * *** *

Hu_400+ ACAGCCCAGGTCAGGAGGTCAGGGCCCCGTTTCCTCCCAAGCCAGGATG-ACTCAGTGAT 355

Mm_409+ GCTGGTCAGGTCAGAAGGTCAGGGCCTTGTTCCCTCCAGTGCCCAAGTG-ATA------- 364

Zf_467+S2 TATGCCGCCCATAGAACATTCA----ACATT-ACTTCGAAGCTGCCCCACCCCACGTGCA 390

* ** * * ** ** * **

Hu_400+ GGACAGACTAGGCCACAAGGGG-CCGAACACAAA---GCCA-AAT--TAGGG-------- 400

Mm_409+ -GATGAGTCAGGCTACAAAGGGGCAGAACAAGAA---ACCA-AAC--CGAGT-------- 409

Zf_467+S2 GGGTC-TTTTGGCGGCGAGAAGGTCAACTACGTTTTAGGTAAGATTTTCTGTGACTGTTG 449

* *** * * * * * * * *

Hu_400+ ----------------- 400

Mm_409+ ----------------- 409

Zf_467+S2 GTCACGCCCCGAGTCCT 466

* 86 count (3-way identical characters)

- 216 count (null characters)

Alignment #20

Hu_400+ TTCTGACACAACCTGCTACACAT----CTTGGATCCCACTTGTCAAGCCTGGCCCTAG-- 54

Mm_409+ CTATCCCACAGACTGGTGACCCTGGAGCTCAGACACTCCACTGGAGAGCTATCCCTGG-- 58

Zf_467+S3 ---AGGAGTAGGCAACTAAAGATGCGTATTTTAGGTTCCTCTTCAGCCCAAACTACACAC 57

* * * * * * * * * *

Hu_400+ --GCCTCTCAGG------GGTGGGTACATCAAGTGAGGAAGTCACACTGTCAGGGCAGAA 106

Mm_409+ --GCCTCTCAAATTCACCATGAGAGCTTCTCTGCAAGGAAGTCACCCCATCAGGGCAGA- 115

Zf_467+S3 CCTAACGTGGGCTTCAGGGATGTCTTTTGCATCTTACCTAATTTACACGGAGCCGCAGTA 117

* * * * ****

Hu_400+ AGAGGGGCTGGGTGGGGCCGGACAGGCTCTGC-TGGCTCAGGATCCCGGCAGGACAGGCT 165

Mm_409+ -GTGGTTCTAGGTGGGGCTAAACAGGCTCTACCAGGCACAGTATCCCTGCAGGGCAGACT 174

Zf_467+S3 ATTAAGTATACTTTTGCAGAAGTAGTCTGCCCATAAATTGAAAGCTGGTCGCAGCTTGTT 177

* * * ** ** * * * * * *

Hu_400+ GCCCAACCCAGC-CCCAAAACTCCCATCTTCTGTCCAA--CGCCCAAGCCTGCTTCCTCC 222

Mm_409+ GCCCAGCCTCCT-GTTCACG--------------CCCA--TGCTTTTTCCTGCCTGCTGC 217

Zf_467+S3 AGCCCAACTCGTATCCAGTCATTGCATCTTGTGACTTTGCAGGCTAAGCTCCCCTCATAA 237

** * * * * * * *

Hu_400+ CTGCCC-C---------------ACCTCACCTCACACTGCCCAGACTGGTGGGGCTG--- 263

Mm_409+ CTGCTC-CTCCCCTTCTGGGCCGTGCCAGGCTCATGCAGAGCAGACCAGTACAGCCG--- 273

Zf_467+S3 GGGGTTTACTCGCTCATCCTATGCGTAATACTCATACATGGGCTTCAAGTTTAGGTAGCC 297

* **** * * ** *

Hu_400+ CATTTTTGGGGC-------------CGGTGCCAGGTGTGATGGA-----GGACAGCCCAG 305

Mm_409+ CATTCTTGGGCA------------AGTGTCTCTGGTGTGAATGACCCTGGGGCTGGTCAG 321

Zf_467+S3 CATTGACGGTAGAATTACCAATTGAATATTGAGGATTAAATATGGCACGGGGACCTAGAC 357

**** ** * * * * ** *

Hu_400+ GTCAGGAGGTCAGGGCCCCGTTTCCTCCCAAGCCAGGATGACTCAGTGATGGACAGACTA 365

Mm_409+ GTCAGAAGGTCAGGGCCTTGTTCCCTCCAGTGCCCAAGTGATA--------GATGAGTCA 373

Zf_467+S3 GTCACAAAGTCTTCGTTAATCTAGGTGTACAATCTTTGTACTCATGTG--GCGTCCGAAA 415

**** * *** * * * * * *

Hu_400+ GGCCACAAGGGG-CCG-----AACACAAAGCCAAATTAGGG----------- 400

Mm_409+ GGCTACAAAGGGGCAG-----AACAAGAAACCAAACCGAGT----------- 409

Zf_467+S3 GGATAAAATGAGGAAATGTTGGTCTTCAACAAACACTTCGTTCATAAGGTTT 467

** * ** * * * ** * * *

* 90 count (3-way identical characters)

- 140 count (null characters)

How the deposited data were processed for this re-analysis (not part of the article)

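RNA was measured in 6 libraries made from cells of *Tg(krt4:gfp)* zebrafish embryos at 11 hpf, 3 of sorted GFP-positive cells and 3 of GFP-negative cells. The groups were taken from the sample labels, which name the GFP status and a replicate number of each library and match the paper. ATAC-seq, ChIP-seq, reporter assays and the mouse and human experiments of the paper were not analysed here.

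The authors trimmed the reads with Trimmomatic, quantified them against zv10 cDNA with kallisto at default parameters, and deposited for each library a table with an estimated count and a TPM value for each of 51286 transcripts. The kallisto version and the annotation release are not given in the sources used here. Estimated counts are not normalized for depth or length, whereas TPM values are scaled by transcript length and by library. The authors also deposited a table of their sleuth comparison, with for each transcript an effect on the natural log scale (positive where expression was higher in GFP-positive cells), a p-value and a q-value, the latter for 35612 transcripts. The TPM values of each library in the tables of single libraries and in that comparison were the same for 100% of the transcripts. Effects listed in Figure 1—source data 3 equalled those of the authors' deposited comparison in all 1761 entries. Spreadsheet software had turned 20 gene symbols into dates; genes were followed by Ensembl identifier, 22789 of the 26190 identifiers were matched to the gene name table, and 421 symbols belonged to several identifiers. *cavin2b* was found through its older symbol *sdprb* in the RefSeq gene table.

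Estimated counts were summed per gene, rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, the default filterByExpr filter on low counts, and the quasi-likelihood F test of GFP-positive against GFP-negative cells, with Benjamini-Hochberg adjustment over the 20944 genes tested. The common biological coefficient of variation was 0.0952. The paper's results section gives a q value below 0.05 and a mean TPM above 1, and its methods give 0.01; the first pair was used for the calls and the stricter value as an alternative. Standard errors are the size of the log2 fold change divided by the square root of F. Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01), and shares are given with 95% Clopper-Pearson intervals. Such intervals cover counting error only. Library totals of 40584467 to 49679602 set the precision; 3 counts correspond to 0.0604 to 0.0739 CPM.

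The procedure was tested on simulated counts drawn from the means and totals of these libraries, with 200 genes changed by known factors. Of 20666 genes tested in the comparison of 3 against 3 libraries, edgeR called 73.1% of the changed genes and 83.7% of those changed at least 2-fold, and 6 unchanged genes were called, 4.1% of the calls. camera gave p below the threshold in 0 of 50 sets of unchanged genes and found the shifted set. The simulation changed few genes, about equally in both directions, and drew genes independently. In the libraries a large part of the genes differed, and genes can be correlated. The error rates under those conditions were therefore not tested.

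The alternatives were DESeq2 1.42.0, RLE factors, library size without TMM, no filter on low counts, the replicate number as a block, each library left out in turn, single transcripts, an adjusted p below 0.01, other TPM limits, counts thinned to the smallest library, limma on log2(TPM + 1) and log2(TPM + 0.1), fry, camera with an estimated correlation, and, for families of transcription factors, the most abundant transcript or counts not divided by length. These were set before the data were examined. The transcript-level effect of single genes, some alternatives for the shares of calls in the lists, and the alternatives for calls of at least 2-fold were added afterwards.

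The genes named were set by a rule written before the data were examined: every gene the paper names from its RNA-seq profile or labels in the figures of that profile, 4 further genes the paper names for zebrafish periderm, the 5 largest changes in each direction, the 5 most abundant genes of each population, the 3 most abundant members of each transcription factor family, and the members of 10 lists of marker genes. Values in Figure 1—source data 3 and the labels in the figures had been seen by then. Families were built from gene symbols, and 9 look-alike symbols of other genes were left out. One gene covered by this rule, with its family, is not reported here. The marker lists, for EVL, basal epidermis, ionocytes, neural tissue, paraxial mesoderm, notochord, hatching gland, endoderm, blood and endothelium, and the yolk syncytial layer, hold 86 symbols, of which 5 were not found in the files. Further lists, for presomitic mesoderm and for differentiating muscle, neurons, erythroid cells and germ cells, were written after a pattern had been seen but before the values of their genes were looked at, except for *dazl*, whose values had been seen. The annotation of EVL genes from ZFIN was not used here.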

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

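Lists of genes for tissues outside the periderm were higher in GFP-positive cells although the paper does not report on these tissues in the RNA-seq libraries. The hatching gland and notochord lists were set before the data were examined; the lists of presomitic mesoderm, muscle, neurons, erythroid cells and germ cells were written after a pattern had been seen in other genes. The test of a larger share of paraxial mesoderm was set before the values of its 2 lists had been looked at. The tests of all other explanations in this part were chosen after a result had been seen, and so was the limit of 1 for the median log2 fold change above which a list is described here.

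Hatching gland genes had a median log2 fold change of 2.72, and all 7 tested identifiers were called as higher in GFP-positive cells (from 0.59 to 3.58; 7 past the threshold when adjusted over the list alone and 7 over all genes tested). Both *ctslb* identifiers together had 3263 ± 66.4 TPM (SD, n = 3) in GFP-positive cells and 403 ± 6.76 TPM in GFP-negative cells. One member, *klf17*, is a gene the paper names for periderm. The notochord list had a median of 2.25, with 4 of 5 genes called as higher and *noto* close to 0 (0.04). In both lists, an unselected carryover of GFP-negative cells cannot raise a gene above its level in that population. Medians of 2.719 and 2.246 argue against such a carryover as the source. They do not bear on a carryover of cells mainly from these tissues. Cells of these tissues that carried GFP, or that fluoresced for another reason, and transcription of these genes in the periderm itself remain open, and no value decides between them.

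Muscle differentiation genes had a median log2 fold change of 1.51, with 16 of 18 called as higher in GFP-positive cells and none as lower; 17 were past the threshold over all genes tested and 17 when adjusted over the list alone. *tpma* had 644 ± 44.8 TPM (SD, n = 3) against 271 ± 13.7 TPM, and *smyhc1* 446 ± 62.4 TPM against 120 ± 15.7 TPM; both were picked after their values were seen. Presomitic mesoderm genes went the other way, with a median of -0.32, 7 called as lower and 3 as higher. The difference of 1.83 between the medians (permutation of the genes, two-sided, p = 2e-05; genes are not independent replicates) argues against a larger share of paraxial mesoderm as a whole in the GFP-positive cells, since that would raise both lists. A candidate explanation is that the GFP-positive fraction held older or more differentiated cells. It had been prompted by other genes of the same tissues, and the lists were then written to follow it, so their values describe the pattern and do not test the explanation. It was first put as a single question, whether differentiation genes have the higher median in each of 3 tissues, and they had; each tissue was then compared apart, by a permutation added after these values were known. For the mesoderm the difference is the 1.83 given above. Neuronal differentiation genes (median 0.48; of 12, 6 called as higher and 2, *dla* and *neurod1*, as lower) lay 1.23 above the neural list (permutation, p = 0.00017), whereas erythroid differentiation genes (median 0.50, from -0.96 to 1.45; 4 called as higher and 2 as lower) lay 0.44 above 4 genes of blood progenitors (exact permutation, p = 0.283). The explanation stays open for all 3 tissues. With limma on log2(TPM + 1) the differences were 1.53, 1.12 and 0.30. The values of the neural list and of the blood progenitors had been seen before. The series record describes 3 incrosses, with cells of both populations taken from each batch, and the paper gives the 4-somite stage for both. This design speaks against older embryos in one population. No value here tests embryo stage apart from cell state.

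Germ cell genes had a median log2 fold change of 1.07, with 3 of 6 called as higher in GFP-positive cells and none as lower (4 past the threshold over all genes tested and 4 when adjusted over the list alone). Their levels were low, from 0.461 to 2.43 TPM in GFP-positive cells: *tdrd7a* had 1.19 ± 0.223 TPM (SD, n = 3) in GFP-positive cells and 0.106 ± 0.0255 TPM in GFP-negative cells, and *piwil1* did not differ (-0.01). An unselected carryover of GFP-negative cells would lift no member above 0. *piwil1* and *tdrd6* lay below 0, neither past the threshold, so the median of 1.069 does not settle it for the list as a whole.

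Where one gene symbol belonged to 2 identifiers, the division of TPM between both copies often differed between the populations. In 59 of 119 such pairs above 10 TPM, or 49.6%, the shares in the 3 GFP-positive libraries did not overlap those in the 3 GFP-negative libraries, where a random division would give 10%. For *rrm2*, chosen after its values were seen, 47.2% ± 1.84 (SD, n = 3) of the TPM came from ENSDARG00000020711 in GFP-negative cells and 4.4% ± 0.669 in GFP-positive cells, with sums of 1842 ± 31.8 and 1124 ± 44.4 TPM. For *exosc3*, chosen in the same way, the share was 60.0% ± 0.442 in GFP-positive cells and 25.1% ± 0.265 in GFP-negative cells, while the sums of 147 ± 6.22 and 161 ± 16.9 TPM lay close together. The value of 49.6% argues against shares that vary at random between libraries. The pairs were matched by symbol only, and whether their sequences are near-identical was not examined. Most tested genes also separated between the populations in level, so such shares are not unusual for genes expressed separately. In 15 pairs the share moved by over 20 percentage points, and in 7 of these the sum differed less than 1.5 times between the populations. Such trades could come from embryos of different genetic background, whose alleles match one copy or the other, or from copies regulated separately. The series record describes both populations as taken from each batch of embryos, which would give them the same genotypes and speaks against the first. The 7 pairs do not decide it, and these cannot be told apart from the values, since the libraries carry no genotype.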

How the results depend on the processing

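The number of genes called as higher in GFP-positive or in GFP-negative cells stayed within 1.5 times of the reported 5041 and 5229 under every alternative tried. DESeq2 gave 4884 and 5331, and DESeq2, RLE factors, library size without TMM, no filter on low counts, each library left out in turn and thinned counts each called 0 of the genes in the opposite direction; single transcripts were not compared in this way. Leaving out each library in turn gave 4460 to 5155 and 4545 to 5409 genes, an adjusted p below 0.01 gave 4025 and 4129, and single transcripts gave 4685 and 4548 genes. limma on log2(TPM + 0.1) gave 3755 and 5996 and moved the median of all genes by -0.11 relative to edgeR, with larger shifts for some single genes given below; 8 genes called by edgeR were called in the opposite direction by limma. Calls of at least 2-fold were compared after the data had been seen. They stayed between 1709 and 1763 towards GFP-positive cells and between 793 and 865 towards GFP-negative cells in the alternatives on counts per gene, and were 974 and 586 with limma on log2(TPM + 1) and 1468 and 1023 with limma on log2(TPM + 0.1).

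The zGPAE-associated genes kept their direction and stayed past the threshold in all alternatives, with medians from 0.05 (limma on log2(TPM + 1)) to 0.26 (single transcripts). The zGNAE-associated genes kept their direction, and were past the threshold only under limma on log2(TPM + 1) (-0.156, p = 0.0288), limma on log2(TPM + 0.1) (-0.189, p = 0.0297), fry (-0.069, p = 0.00471) and camera with an estimated correlation (-0.069, p = 0.0439); over all alternatives p ranged from 0.00471 to 0.505. The cause was not tested. For single transcripts, their median was -0.01 while their mean was 0.03. With DESeq2, each library left out in turn, single transcripts and an adjusted p below 0.01, the shares of calls in the direction of the list stayed between 67.9% and 73.1% for the zGPAE-associated genes and between 58.4% and 62.8% for the zGNAE-associated genes. The other alternatives for the shares were added after the data had been seen. RLE factors, library size without TMM, no filter on low counts and thinned counts gave 67.8% to 69.2% and 60% to 61.1%. limma moved the shares outside the intervals of the reported ones, to 58.6% and 72.2% on log2(TPM + 1) and to 58.8% and 72% on log2(TPM + 0.1), as it moved the share of calls in neither list that were higher in GFP-positive cells from 48.6% to 38.3% and 38.1%.

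Of 1979 values of single named genes under alternatives, 1878 kept their direction and their side of the threshold, 59 lost it, 11 gained it and 31 changed sign. The 31 belong to 11 genes, none of which was past the threshold in the reported fit. With limma on log2(TPM + 1) and log2(TPM + 0.1), the log2 fold change was -0.006 and -0.008 for *afp4* (ENSDARG00000041490), -0.008 and -0.009 for *apoa1b*, -0.148 and -0.292 for *col17a1b*, -0.003 and -0.0003 for *grhl3*, -0.052 and -0.056 for *noto* and -0.055 and -0.1 for *sox17*, which was also -0.008 with DESeq2 and -0.008 with RLE factors. With each library left out in turn, values ran from -0.001 to 0.178 for *apoa1b*, from -0.352 to 0.166 for *col17a1a*, from -0.03 to 0.014 for *fli1a*, from -0.338 to 0.735 for *mxtx2*, from -0.075 to 0.003 for *myf5*, from -0.054 to 0.148 for *noto*, from -0.337 to 0.041 for *ptch1* (ENSDARG00000016404) and from -0.082 to 0.173 for *sox17*. The cause was not tested.

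The labels give the replicates of both populations the same numbers. Libraries with the same number did not deviate together from their group means (correlations across genes of 0.0038, -0.0103 and -0.0022). The values thus show no sign of pairing by number, which does not exclude a shared batch. The series record describes batches that each gave both populations, without saying that a number marks a batch. With the replicate number as a block, 4905 and 5073 genes were called, 0 of the genes in the opposite direction, and the medians of the lists were 0.19 and -0.07.

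The rank of the transcription factors depended on the choice of unit: 4 of the 8 families were led by the gene named in Figure 2A with the most abundant transcript, with counts not divided by length, or without replicate 2 of the GFP-positive cells, against 3 otherwise. Thinning all libraries to the smallest total gave 5011 and 5232 genes, so the differences in depth between the libraries did not set the number of calls. The floor of 3 counts chosen here corresponds to 0.0604 to 0.0739 CPM in the libraries; estimated counts that are not whole numbers can lie lower.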

Differences from the paper's values

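The effects of the genes labelled in Figure 1H were set beside those in the paper's source data, on the natural log scale. For *krt5* the paper's value is 2.98 (the paper's standard error 0.0441) for one transcript, and the value over the whole gene was 2.89. A value is said here to differ when its gap to the paper's value exceeds the paper's standard error. By this criterion *krt5* differed in each alternative set before the data were examined, between 2.74 and 2.91. The criterion leaves out the error of the fit made here (0.071 for *krt5* on the log2 scale). A gap as small as that of *krt5* may therefore lie within the error of both fits together. For *eppk1* the paper's value is 6.16 (the paper's standard error 0.926), and the value over the gene was 2.44, between 0.902 and 2.58 in those alternatives. Single transcripts, compared after the values had been seen, gave 2.99 for *krt5* and 5.61 for *eppk1*, within the paper's error, and dropped 0 of the 6 labelled genes. The values of *cldne*, *hspb9*, *her4.3* and *npm1b* from the reported edgeR fit did not differ from the paper's. With limma on log2(TPM + 1) those of *cldne* (2.099) and *hspb9* (2.339) did, and with limma on log2(TPM + 0.1) those of *cldne* (2.265) and *npm1b* (-1.483).

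The paper gives 4331 genes as higher in GFP-positive cells and 4216 as higher in GFP-negative cells. The authors' deposited table at the stated threshold holds 4897 and 5212 genes, or 4651 in place of 5212 when the TPM minimum is applied in GFP-positive cells. With q below 0.01 it holds 4009 and 4220, and without a TPM minimum 4303 and 4356. None of the thresholds tried gave both of the paper's numbers, and the cause was not found. All lie within 1.5 times of them, as do the 5041 and 5229 genes called here.

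Figure 2A names for each family the transcription factor with the highest expression in GFP-positive cells. By mean TPM, 3 of the named genes of 8 families ranked first (*fosab*, *gata3* and *cebpd*). In the other families *grhl1* exceeded *grhl3*, *klf6a* exceeded *klf17*, *tfap2a* exceeded *tfap2c*, *tead3b* had a mean above that of *tead1a* by less than the SD, and *etv5b* led the ETS genes. *tead1a* ranked first with the most abundant transcript or without replicate 2 of the GFP-positive cells, and *grhl3* and *tfap2c* with counts not divided by length, all set before the data were examined. With counts not divided by length *cebpg* led in place of *cebpd*, and *tead1b* led the TEAD genes. *klf17* and *ets2* ranked first in none of the alternatives.

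Figure 2—figure supplement 3 presents a network of transcription factors enriched in periderm. Of its 16 genes, 14 were called as higher in GFP-positive cells. *tead1a* was lower (log2 fold change -0.66). *grhl3* was not past the threshold (0.29, edgeR adjusted p = 0.057); it passed with the replicate number as a block (edgeR adjusted p = 0.0431), without replicate 3 of the GFP-positive cells (0.0117) and without replicate 1 of the GFP-negative cells (0.0381), in a range of 0.0117 to 0.999 over its alternatives. In the authors' deposited table the transcript of *grhl3* has a q-value of 0.0218.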

Other observations

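The tests of carried-over cells and of basal epidermal cells in this part were chosen after their results had been seen.

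Only the split of the 6 libraries by GFP gave as many called genes, and medians of both lists as far from 0, as the real comparison: 1 of 10 splits in each case, the smallest number that 3 against 3 libraries allow, so chance cannot be excluded on this ground alone. The other splits called 0 genes with edgeR.

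Shorter genes tended to be higher in GFP-positive cells. The median log2 fold change fell from 0.15 in the fifth of genes with the shortest transcripts (median 969 bases) to -0.04 in the fifth with the longest (median 5242 bases). With this trend removed from the counts, 10226 genes were called, 4609 as higher in GFP-positive cells and 5617 as lower. Of the reported calls, 4535 and 5133 remained, which argues against length bias as the source of the calls as a whole.

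GFP-negative cells held many keratin transcripts, with a *krt4* level 0.248 times that in GFP-positive cells. An unselected carryover of GFP-positive cells or their RNA into the GFP-negative fraction could add to it. But 92 abundant genes called as higher in GFP-positive cells, 7 of the 12 EVL genes among them, had a ratio below 0.124. Such a carryover therefore does not account for the whole *krt4* level. Transcription of *krt4* outside the sorted population stays open.

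Neural genes were lower in GFP-positive cells in all 12 cases (median log2 fold change -0.75; 12 past the threshold over all genes tested and 12 when adjusted over the list alone), with a median ratio of 0.551. Suppose the source of these transcripts were an unselected sample of GFP-negative cells in the GFP-positive fraction. No abundant gene of GFP-negative cells could then lie far below that ratio. A ratio below 0.276 was found for 82 such genes, which argues against such a carryover as the whole source and leaves a smaller part open. The 82 genes can belong to other tissues, so a carryover of mainly neural cells stays open.

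Basal epidermal genes were higher in GFP-positive cells, with a median log2 fold change of 0.73 and 8 of 10 called (8 past the threshold over all genes tested and 8 when adjusted over the list alone). Basal cells sorted with the periderm could raise the list, and so could expression in the periderm. With a median of 0.729 these cannot be told apart, since no marker of the list is excluded from periderm by the data. The paper, however, calls Tp63 a basal-keratinocyte marker and derives zebrafish periderm from blastomeres that lack *tp63* expression. If the periderm still lacked it at this stage, the higher *tp63* level would favour basal cells. In sections of embryos of this stage the paper found high GFP only in the periderm, which goes the other way. Both explanations therefore stay open. The transcripts of *tp63* differed: ENSDART00000065137 was higher in GFP-positive cells, with 42.5 TPM against 23.5 TPM (log2 fold change 0.99, edgeR adjusted p = 0.000788), and so was ENSDART00000065135, with 5.53 TPM against 1.58 TPM (1.945, edgeR adjusted p = 0.0101), whereas the other 4 of the 6 transcripts did not pass the threshold, among them ENSDART00000123189 (0.17, edgeR adjusted p = 0.434). Over the gene, the log2 fold change of *tp63* was 0.73.

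The other lists moved less. Median log2 fold changes were 0.22 for ionocyte genes (3 of 5 past the threshold, 3 when adjusted over the list alone), -0.04 for paraxial mesoderm (7 of 9 past it, 7 over the list alone, going both ways), 0.42 for endoderm (3 of 5, 3 over the list alone), 0.18 for blood and endothelium (5 of 7, 5 over the list alone) and 0.36 for the yolk syncytial layer (5 of 10, 5 over the list alone).

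*znf750* was higher in GFP-positive cells at a low level, 1.53 ± 0.233 TPM (SD, n = 3) against 0.478 ± 0.113 TPM (log2 fold change 1.80, edgeR adjusted p = 2.59e-05), and *krt18* had 1449 ± 2.65 TPM against 723 ± 19.7 TPM (log2 fold change 1.19).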
